# The HIF target MAFF promotes tumor invasion and metastasis through IL11 and STAT3 signaling

**DOI:** 10.1038/s41467-021-24631-6

**Published:** 2021-07-14

**Authors:** Eui Jung Moon, Stephano S. Mello, Caiyun G. Li, Jen-Tsan Chi, Kaushik Thakkar, Jacob G. Kirkland, Edward L. Lagory, Ik Jae Lee, Anh N. Diep, Yu Miao, Marjan Rafat, Marta Vilalta, Laura Castellini, Adam J. Krieg, Edward E. Graves, Laura D. Attardi, Amato J. Giaccia

**Keywords:** Cancer, Breast cancer, Cancer microenvironment, Metastasis, Oncogenes

## Abstract

Hypoxia plays a critical role in tumor progression including invasion and metastasis. To determine critical genes regulated by hypoxia that promote invasion and metastasis, we screen fifty hypoxia inducible genes for their effects on invasion. In this study, we identify v-maf musculoaponeurotic fibrosarcoma oncogene homolog F (MAFF) as a potent regulator of tumor invasion without affecting cell viability. MAFF expression is elevated in metastatic breast cancer patients and is specifically correlated with hypoxic tumors. Combined ChIP- and RNA-sequencing identifies IL11 as a direct transcriptional target of the heterodimer between MAFF and BACH1, which leads to activation of STAT3 signaling. Inhibition of IL11 results in similar levels of metastatic suppression as inhibition of MAFF. This study demonstrates the oncogenic role of MAFF as an activator of the IL11/STAT3 pathways in breast cancer.

## Abstract (web summary)

Hypoxia plays a critical role in tumor progression including invasion and metastasis. Here, the authors screened several hypoxia inducible genes and identified the oncogenic role of MAFF in breast cancer metastasis and that it activates IL11/STAT3 pathway.

## Introduction

Metastasis, the dissemination of cancer cells to regional or distant sites, is the leading cause of cancer death. Metastasis requires sequential steps including invasion, intravasation, and extravasation, which are controlled by a variety of molecular mechanisms. Tumor hypoxia, which is caused by an imbalance between O_2_ supply and consumption, results in reduced survival, resistance to radiotherapy and chemotherapy, metabolic reprogramming, increased angiogenesis and elevated invasion and metastatic potential^1–3^. Tumor cells adapt to hypoxia in large part by activating the HIF family of transcription factors, which are composed of α and β subunits. In contrast to the constitutively expressed HIFβ subunit, the HIFα subunit is regulated by various factors such as oxygen, growth factors, and free radicals. HIFα stabilization is largely regulated by three prolyl hydroxylases (PHDs), which require oxygen, 2-oxoglutarate, and iron to hydroxylate unique proline residues in the oxygen degradation domain (ODD) of the protein. Hydroxylation of HIFα enables the von Hippel-Lindau (VHL) protein complex to bind and initiate proteasomal degradation. A lack of oxygen, metabolic intermediates, or iron inhibits PHD activity and stabilizes the oxygen labile HIFα subunits. When stabilized, HIFα forms a heterodimer with HIFβ and binds to hypoxia response elements (HREs), resulting in transactivation of downstream genes that promote tumor progression^4,5^. In this study, we identified hypoxia-induced v-maf musculoaponeurotic fibrosarcoma oncogene homolog F (MAFF) as a HIF-1 target gene, which is regulated by hypoxia. Our data indicate that while MAFF does not affect primary tumor growth, it promotes disease progression by increasing the invasive and metastatic behavior of tumor cells.

MAF family proteins, first identified as viral oncogenes in chicken, are basic leucine zipper (bZIP) transcription factors, which can be divided into two groups: large MAFs and small MAFs^6^. Unlike large MAF proteins including MAFA (L-MAF), MAFB, c-MAF (MAF), and Neura Retinal (NRL), small MAF proteins, which consist of MAFF, MAFK, and MAFG, lack transactivation domains and form homodimers or heterodimers with the CNC family (NF-E2, NRF1, NRF2, NRF3) and BACH family proteins (BACH1 and BACH2)^7–9^. CNC and BACH family members require small MAF proteins to bind to the palindromic MAF-recognition element (MARE) (5′-TGCTGACGTCAGCA-3′) or to the antioxidant response element (ARE), containing the core sequence, 5′-R(A/G)T(C/G)A(C/T/G)NNNGC-3′. While CNC family members including NRF2 positively transactivate target genes involved in antioxidative responses, BACH1 and BACH2, or homodimers of small MAF proteins can play a repressive role in regulating MARE and ARE-dependent genes by competing with NF-E2 and NRF2 for MARE or ARE binding^10,11^. Therefore, the functional role of small MAF proteins is highly dependent on their quantity and as well as the abundance of their binding partners.

Here, we demonstrate that MAFF, which is induced by HIF-1 under hypoxia, binds with BACH1 and promotes tumor invasion and metastasis by transcriptionally activating IL11 and promoting STAT3 pathways.

## Results

### Hypoxia-induced MAFF regulates tumor invasion and acts as a prognostic indicator

To identify hypoxia-regulated genes involved in tumor progression, we took the top 50 hypoxia-induced genes that we previously identified (Supplementary Data 1)^12^. Analysis of TCGA human cancer data determined that these top 50 genes were genetically altered in most cancers but particularly in breast cancer patients, which had the highest frequency of gene amplification and copy number changes (Fig. 1a)^13^. Using Gene Expression Omnibus (GEO) dataset (GSE19783), we found that the combined expression of these genes correlated with poor patient survival, suggesting an oncogenic role for them in breast cancer (Fig. 1b). From DAVID functional analysis, we found that these 50 genes had enriched GO terms for “glucose metabolic process”, “regulation of apoptosis”, and “positive regulation of cell migration” (Fig. 1c). Since tumor metastasis itself or the sequela of metastasis is the primary cause of patient death, we decided to focus on genes essential for invasion and migration. To more efficiently and specifically knockdown these 50 genes, we used endoribonuclease prepared siRNA (esiRNA) libraries and examined the impact of each gene on invasion under normoxia or hypoxia in MDA-MB-231 cells, a human breast cancer cell line with high metastatic potential. Cell invasion was quantified by combining data of “number of branches”, “total length”, and “total branching length” from cells growing on collagen I and normalized to cell survival (Fig. 1d and Supplementary Fig. 1a and b). We found that three genes (*MAFF*, *LOX*, *AKAP12*) significantly regulate cell invasion without having an effect on cell death when they were knocked down both under normoxia and hypoxia. While *LOX* and *AKAP12* have been previously studied for their invasive role, we found that inhibition of *MAFF* consistently reduced cell invasion the most effectively in this 50 gene test set under normoxic and hypoxic conditions (Fig. 1d)^14,15^.

**Fig. 1:**
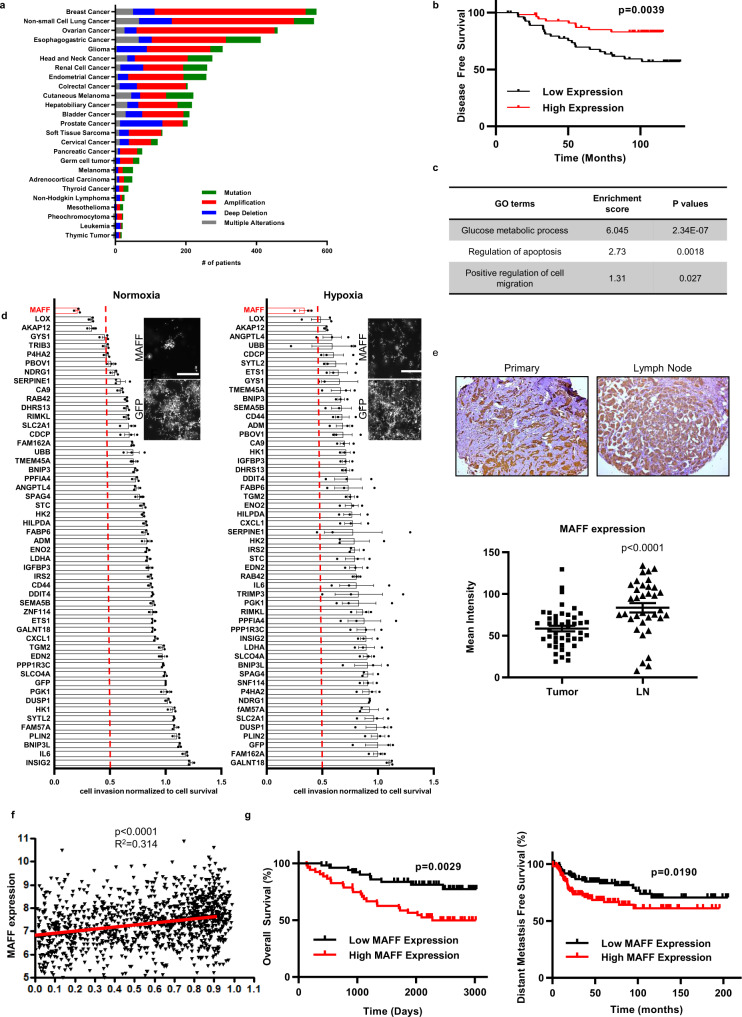
Hypoxia-induced MAFF regulates tumor invasion and acts as a prognostic indicator. **a** 50 hypoxia-inducible genes were identified from RCC4-VHL, a clear-cell renal cell carcinoma line with reconstituted VHL, using microarray analysis^12^. TCGA data from cbioportal showed that these genes were altered in most of tumor cases, specifically in breast cancer. **b** Dataset from GEO showed that combined expression of 50 hypoxia genes were significantly correlated with overall survival in breast cancer patients (Log-rank test, *p* = 0.0039, GSE19783, *n* = 56 with low expression, *n* = 56 with high expression). **c** DAVID gene functional classification tool^20,21^ classified 50 hypoxia-inducible genes into functional groups, which are correlated with “Glucose Metabolism”, “Regulation of apoptosis”, and “Positive regulation of cell migration”. **d** RNAi screening was performed to determine genes regulating cell invasion using endoribonuclease prepared siRNA (esiRNA) libraries (MilliporeSigma). Collagen assay with tdTomato labeled MDA-MB-231 cells showed that MAFF regulates tumor cell invasion the most among 50 hypoxia-inducible genes (bar = 500μm) *n* = 3 biological replicates. One-Way ANOVA with multiple comparisons. *p* < 0.0001. **e** MAFF expression on breast cancer patient tissues was evaluated by staining tissue microarrays. When compared to primary tumor tissues using ImageJ, lymph node (LN) metastatic tissues showed higher intensity of MAFF expression (*n* = 46 for primary tissues, *n* = 36 for LN metastatic tissues). One-Way ANOVA with multiple comparisons. *p* < 0.0001. **f** While MAFF expression in breast cancer patients significantly correlated with hypoxia signatures (Log-rank test, *p* < 0.0001, *R*^2^ = 0.314), **g** it was also a prognostic indicator for overall survival (OS) and distant metastasis-free survival (DMFS) in all or basal-like breast cancer patients (OS: GSE42568, *n* = 52 with low MAFF expression, *n* = 52 with high MAFF expression, *p* = 0.0029, DMFS: KM Plotter^63^, *n* = 117 with low MAFF expression, *n* = 115 with high MAFF expression, *p* = 0.0190). Log-rank test. Graphs represent the mean per group and error bars represent the SEM.

To determine the clinical significance of MAFF in breast cancer patients, the expression of MAFF was examined in tissue microarrays. Analysis of staining intensity showed that MAFF expression was significantly higher in lymph node metastases when compared with the corresponding primary tumors, suggesting the role of MAFF in tumor progression and metastasis (Fig. 1e). We also found that there was a statistically significant positive correlation between hypoxia signatures and *MAFF* levels in breast cancer patients, supporting the hypoxic regulation of *MAFF* (Fig. 1f)^16^. Kaplan–Meier analysis further showed that high *MAFF* expression was significantly associated with reduced overall survival (OS) and metastasis-free survival (MFS) (Fig. 1g). These findings indicate that MAFF is strongly linked to hypoxia, tumor metastasis, and survival in breast cancer patients.

### MAFF is a transcriptional target of HIF1α

Hypoxia-induced increases in MAFF levels were observed in a number of breast cancer cell lines by wetsern blotting. The specificity of MAFF antibody was confirmed by knocking down *MAFF* as well as other small MAF family members, *MAFG* and *MAFK* individually and then by testing the cross-reactivity of each small MAF antibody by Western blot analysis and qPCR (Supplementary Fig. 2a and b). We found higher MAFF expression in the more aggressive and metastatic cells (MDA-MB-231, Hs578T, MDA-MB-468) compared to non-invasive cells (MCF7, BT474) (Supplementary Fig. 2c). Expression of MAFF was significantly elevated under hypoxic conditions independent of variations in the normoxic expression of MAFF (Fig. 2a and b). Among MAFF binding partners, we observed that expression of NRF2, the most studied binding partner of small MAF proteins, was low in these breast cancer cell lines, suggesting that tumor invasion regulated by MAFF is NRF2 independent. In contrast, expression of BACH1 was high in all breast cancer cell lines.

**Fig. 2:**
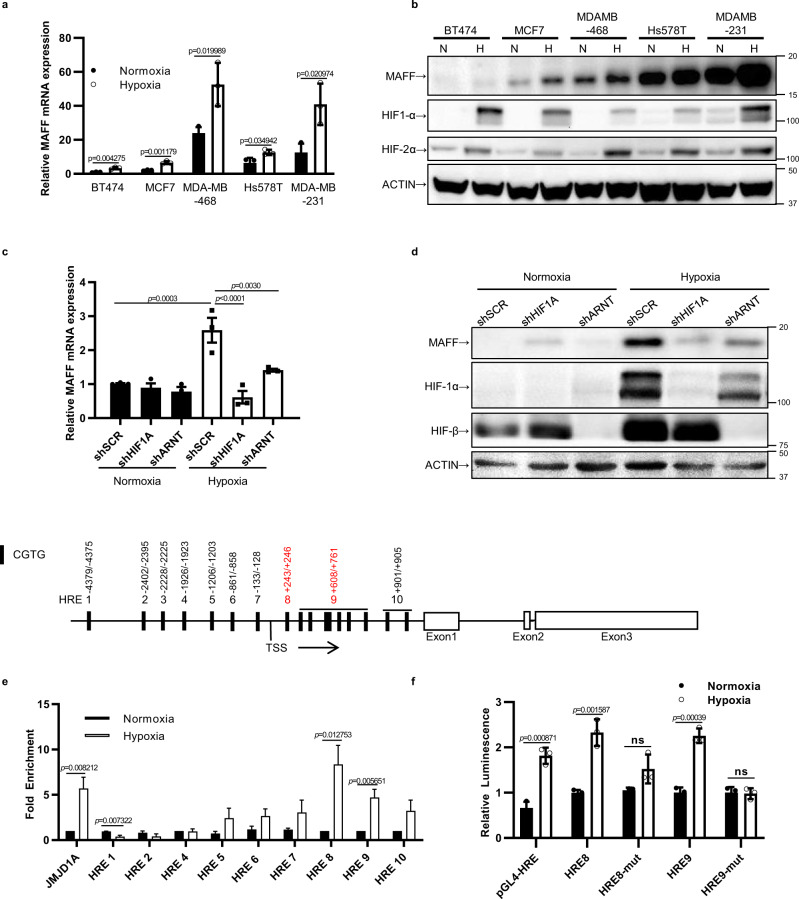
MAFF induction under hypoxia is regulated by HIF-1. **a** *MAFF* mRNA expression was elevated under hypoxia in breast cancer cell lines. *n* = 3 biological replicates. Unpaired *t*-test. **b** While basal expression of MAFF was different, hypoxia increased MAFF expression in all breast cancer cell lines. **c**, **d** Knocking down *HIF1A* or *ARNT* (HIFβ) prevented MAFF mRNA and protein induction under hypoxia. One-Way ANOVA with multiple comparisons. **e** ChIP assay was performed to identify a HIF-1 binding site on the *MAFF* promoter (HRE8 and 9) (TSS: transcription start site). *n* = 4 biological replicates. Unpaired *t*-test. **f** Luciferase reporter assays showed that transcription activity of HRE8 or HRE9 was increased under hypoxia compared to mutated HRE8 or HRE9. pGL4-HRE, which contains 4x HRE regions, was used as a positive control. *n* = 3 biological replicates. Unpaired *t*-test. Graphs represent the mean per group and error bars represent the SEM. ns: not significant.

In addition to hypoxia, we observed that treatment of cells with CoCl_2_ and DMOG, chemical inducers of HIF activation, increased MAFF expression (Supplementary Fig. 2d). An increase in MAFF under hypoxia was also observed in ovarian, lung, liver, and brain tumor cell lines while MAFG and NRF2 expression was unchanged, indicating that hypoxia induction of MAFF is not cancer type specific but is mediated by a hypoxia-inducible factor common to many cell lines such as HIF (Supplementary Fig. 2e and f).

To determine whether HIF-1, HIF-2, or both are required for hypoxia-mediated MAFF induction, we genetically silenced *HIF1A*, *EPAS1* (HIF2α), *ARNT* (HIFβ) using shRNA in MDA-MB-231 cells (Supplementary Fig. 2g and h). Inhibiting *HIF1A* or *ARNT*, the constitutively active binding partner of HIF, in MDA-MB-231 cells greatly diminished hypoxia-induced MAFF expression (Fig. 2c and d). In contrast, inhibition of *EPAS* did not have a significant effect on the induction of MAFF under hypoxia (Supplementary Fig. 2h). These results indicate that MAFF is regulated under hypoxia in a HIF-1 dependent manner.

To investigate whether HIF1 regulates *MAFF* transcription through direct binding, we searched for consensus HRE sequences, 5′-(A/G)CGTG-3′ spanning between −5 kb and +1 kb of the transcription start site of *MAFF*^17^. Using anti-HIF-1α antibody, DNA fragments that bind to HIF-1 were immunoprecipitated and analyzed by qRT-PCR. Under hypoxia, two HRE sites, HRE8 and HRE9 had robust enrichment of HIF-1α binding compared to IgG controls, suggesting that *MAFF* is a direct target of HIF-1 (Fig. 2e). Primers flanking the HRE site in *JMJD1A* were used as a positive control^12^. To further investigate whether HIF-1 transactivates gene expression through the HRE8 or HRE9 sequences of *MAFF*, we generated reporter gene constructs by subcloning these sequences into the pGL4-luciferase reporter vector (Promega). As a negative control, we added mutations in the core HRE sequences. A pGL4-HRE-luciferase reporter containing four HRE sequences was used as a positive control. Under hypoxia, luciferase activity of the reporter gene under the control of HRE8 or HRE9 was significantly increased (Fig. 2f). In contrast, reporter genes with mutated constructs of HRE8-mut and HRE9-mut did not respond to low oxygen tensions, indicating that these sequences are required to transcriptionally activate *MAFF* under hypoxia.

### MAFF regulates tumor cell invasion in vitro

To confirm our findings from esiRNA screening, we silenced *MAFF* using shRNA in MDA-MB-231 cells (Fig. 3a and Supplementary Fig. 3a). In MDA-MB-231 cells, *MAFF* knockdown did not alter in vitro cell growth under normoxia or hypoxia, indicating that MAFF does not play a key role in primary tumor growth (Fig. 3b). To determine whether MAFF inhibition altered tumor metabolism, we measured lactate and pyruvate levels from the cell media. While hypoxia treatment increased lactate production, MAFF knockdown did not significantly change levels of lactate either under normoxia or hypoxia (Supplementary Fig. 3c). Using the Seahorse XF analyzer, we also confirmed that extracelluar acidification rates (ECAR) did not change when MAFF was inhibited (Supplementary Fig. 3d). Interestingly, we observed that pyruvate levels were significantly decreased in the absence of MAFF (Supplementary Fig. 3c), suggesting that MAFF might play a role in oxidative phosphorylation but not in glycolysis.

**Fig. 3:**
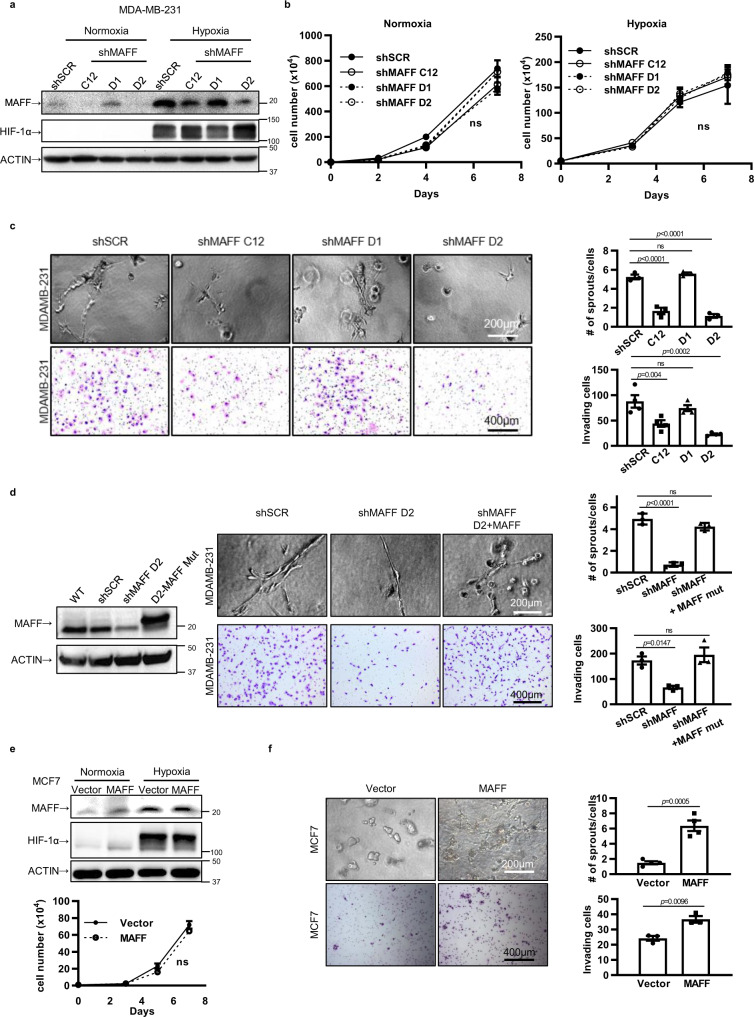
MAFF regulates tumor cell invasion. **a** *MAFF* was knocked down using three different clones of shRNA against *MAFF*. Western blot data showed that while two of clones (C12 and D2) decreased MAFF expression significantly, one clone had little effect on MAFF expression (D1), which we decided to use as a negative control. **b** MAFF inhibition using shRNA did not affect tumor cell growth in MDA-MB-231 cells both under normoxia and hypoxia. *n* = 3 biological replicates. Unpaired *t*-test. **c** MAFF knockdown in MDA-MB-231 cells decreased tumor cell invasion through collagen (upper panels, *n* = 3 biological replicates) or Matrigel-coated transwell membranes (lower panels, *n* = 4 biological replicates). Quantification is included in graphs. One-Way ANOVA with multiple comparisons. **d** *MAFF* knockdown was rescued by overexpressing MAFF cDNA with mutations in the shRNA targeting region. Decreased tumor cell invasion by MAFF inhibition was reactivated when MAFF was re-expressed (mut: mutant). Tumor cell invasion was determined using collagen assay (upper panels) or Matrigel-coated transwell membrane assay (lower panels). *n* = 3 biological replicates. One-Way ANOVA with multiple comparisons. **e** MAFF overexpression in MCF7 cells did not show any significant difference in cell growth rates (ns: not significant). *n* = 3 biological replicates. Unpaired *t*-test. **f** Increased invasive phenotypes were observed in MAFF overexpressing MCF7 using collagen assay (upper panels, *n* = 3 biological replicates) and transwell invasion assay (lower panels, *n* = 4 biological replicates). Unpaired *t*-test.(Graphs represent the mean per group and error bars represent the SEM. ns: not significant).

As we observed from esiRNA screening (Fig. 1d), knocking down MAFF significantly reduced tumor cell invasion and migration through type I collagen and Matrigel-coated transwell membranes (Fig. 3c). When MAFF was re-expressed with wobble mutations in these knockdown cells, inhibition of tumor cell invasion was rescued (Fig. 3d).

Similar results were observed when MAFF was overexpressed in MCF7, indicating that MAFF expression is not critical for cell proliferation (Fig. 3d and e, Supplementary Fig. 3b). Interestingly, typically non-invasive MCF7 cells exhibited enhanced cell invasion when MAFF was overexpressed (Fig. 3e and f).

To evaluate whether these observations resulted from the absence of NRF2, we also tested ovarian and lung cancer cells with high NRF2 expression. In OVCAR8, an invasive ovarian cancer cell line with high NRF2 expression, loss of MAFF reduced cell invasion (Supplementary Fig. 3e and g). In addition, overexpression of MAFF in A549 human lung cancer cells, which exhibit a non-invasive phenotype, displayed increased tumor cell invasion and migration (Supplementary Fig. 3f and h). In these cells NRF2 expression was not altered by hypoxia. Our results suggest that high MAFF levels enhance tumor cell invasion regardless of NRF2 status.

### MAFF regulates tumor metastasis in vivo

To investigate the role of MAFF in metastasis in vivo, we used orthotopic mouse tumor models. MDA-MB-231 cells were injected into the mammary fat pad of nude mice to measure the effect of MAFF inhibition on primary tumor growth. Compared to the control group, the MAFF deficient tumor group did not show any significant differences in primary tumor growth, which was consistent with in vitro data on MAFF not playing a significant role on growth and cell survival (Fig. 4a). Tumor cell proliferation as determined by Ki67 staining was also not affected by *MAFF* knockdown (Fig. 4b). Interestingly, tumor microvessel density (MVD) measured by MECA32 staining was significantly decreased in tumors with *MAFF* knockdown, suggesting that MAFF also affects tumor angiogenesis, which is required for tumor metastasis (Fig. 4b)^18^. Overlapping regions of MAFF and hypoxic areas, which were identified using the hypoxia marker pimonidazole were frequently observed (~87% colocalization), supporting a link between hypoxia and MAFF expression (Supplementary Fig. 4a).

**Fig. 4:**
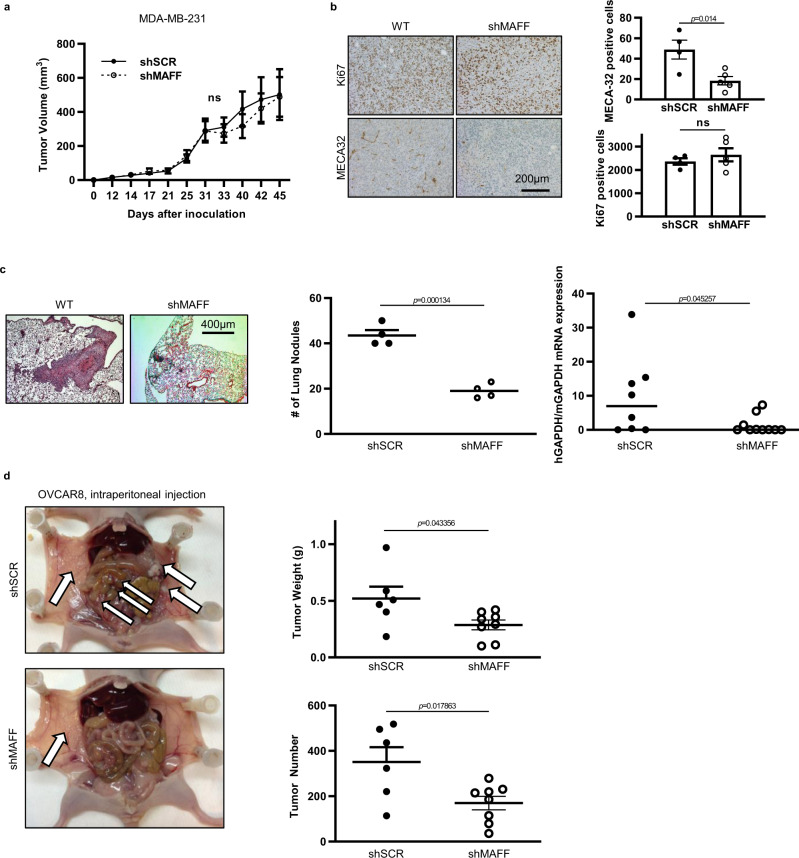
MAFF regulates in vivo tumor metastasis. MDA-MB-231 cells were orthotopically injected into mammary fat pads of nude mice (10^6^ cells/50 μl/mouse) to determine the role of MAFF in tumor growth. **a** MAFF inhibition did not affect tumor growth in vivo (ns: not significant). *n* = 9 shSCR, *n* = 7 shMAFF. Two-Way ANOVA. **b** While cell proliferation (Ki67 positive staining) was not changed, microvessel density (MECA32 positive staining) significantly decreased when MAFF was inhibited (*n* = 4 shSCR, *n* = 5 shMAFF). Unpaired *t*-test. **c** Lung colonization of tumor cells was evaluated either by H&E staining (*n* = 4) or qPCR to measure human *GAPDH* expression (*n* = 9 shSCR, *n* = 7 shMAFF). Unlike primary tumor growth, *MAFF* knockdown reduced lung metastasis. Unpaired *t*-test. **d** Intraperitoneal injection of OVCAR8 cells also showed that inhibition of MAFF expression was significantly correlated with reduced tumor metastasis. Arrow indicates tumor nodules formed in intraperitoneal cavity. *n* = 6 shSCR, *n* = 8 shMAFF. Unpaired *t*-test. Graphs represent the mean per group and error bars represent the SEM. ns: not significant.

In contrast to orthotopic tumor growth, lung colonization after tail vein injection was largely reduced when MAFF was knocked down in MDA-MB-231 cells (Fig. 4c). Metastatic tumor burden in the lung was quantified by histological analysis of lung nodules and PCR based measurements of human *GAPDH* expression in the mouse lung. These results indicate that inhibition of MAFF results in decreased metastatic foci.

The metastatic role of MAFF was further investigated using a second metastatic tumor model. Following previously described procedures, OVCAR8 cells, which express high NRF2, were intraperitoneally injected into nude mice and allowed to form metastatic foci^19^. Consistent with the effects on MDA-MB-231 cells, sh*MAFF* also resulted in decreased metastatic burden, indicating that MAFF regulates tumor metastasis in a number of tumor types (Fig. 4d).

### Genome-wide analysis of MAFF-mediated gene regulation by RNA- and ChIP-sequencing

To identify genome-wide downstream targets of MAFF in tumor cells that are involved in tumor invasion and metastasis, we performed high throughput RNA-sequencing of MDA-MB-231 cells exposed to normoxia or hypoxia for 24 hours, with or without genetic inhibition of *MAFF* by siRNA. 

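MDA-MB-231 is a line of human breast cancer cells. RNA was measured in 4 groups of 3 libraries, from cells with the control siRNA (siSCR) or the siRNA against MAFF (siMAFF), each at 21% oxygen (normoxia) or at 0.5% oxygen (hypoxia). The label of a siMAFF library under normoxia carries no replicate number, and it is called the unnumbered library. The authors aligned reads of 50 bases with STAR, and the deposited tables hold the raw counts per library of 23710 gene symbols. Total counts per library ranged from 6435016 to 12805113 for siSCR under normoxia, from 10211984 to 12873632 for siMAFF under normoxia, from 7928917 to 10523737 for siSCR under hypoxia and from 8474625 to 9593585 for siMAFF under hypoxia. Differential expression was tested with edgeR's quasi-likelihood test on counts scaled by TMM, over the 12433 genes under normoxia and the 12665 genes under hypoxia that passed edgeR's filter on low counts. At the thresholds of the paper's methods, which name DESeq2 as the test, a gene was called at an adjusted p of 0.1 or less with a change of at least 1.3-fold. Fold changes are log2 values of siMAFF against siSCR unless another comparison is named, and levels are in CPM, the counts scaled to a common library size by TMM. In counts simulated from these libraries, the test recovered 38.8% of genes changed 1.3-fold, 85.1% of those changed 1.5-fold and 97% of those changed 2-fold under normoxia, and 28.4%, 76.1% and 89.4% under hypoxia. The simulated libraries were drawn independently, so structure shared between real libraries does not enter these rates. An exact permutation test of 3 libraries against 3 cannot go below p = 0.10, so none is given for single genes. The p-values measure the spread between these libraries, where the paper's Reporting Summary gives 3 replicates per condition for RNA sequencing and, in general, biological replicates for experiments it does not list.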

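The siRNA lowered the transcript of MAFF, a small MAF transcription factor, at both oxygen levels. Under normoxia, MAFF was at 47.8 ± 1.94 CPM (SD, n = 3 libraries) with siSCR and at 24.8 ± 2.31 (SD, n = 3) with siMAFF. This is a log2 fold change of −0.94 (standard error 0.0856, adjusted p = 2.25e-06 from edgeR). Under hypoxia, MAFF was at 171 ± 21.5 CPM (SD, n = 3) with siSCR and at 54.9 ± 1.06 (SD, n = 3) with siMAFF, a log2 fold change of −1.63 (standard error 0.0956, adjusted p = 4.55e-05 from edgeR). Under normoxia 611 genes were called, 365 higher and 246 lower with siMAFF. The rise with the largest log2 fold change was that of SFTPB, a surfactant protein gene, at 2.20 (standard error 0.26), from 1.11 ± 0.425 to 5.09 ± 0.879 CPM (SD, n = 3). VIPR1, the receptor of vasoactive intestinal peptide, and ATOH8, a basic helix-loop-helix transcription factor, rose by 1.26 and 1.12. TMEM161A, which encodes a transmembrane protein, fell furthest, with a log2 fold change of −1.59 (standard error 0.105, adjusted p = 2.08e-07 from edgeR). Under hypoxia 267 genes were called, 85 higher and 182 lower. TMEM161A fell furthest there too, at −1.98 (standard error 0.134). TREM1, a receptor of myeloid cells, TRMT112, an activator of RNA and protein methyltransferases, and TGM2, a transglutaminase that crosslinks matrix proteins, had log2 fold changes of −1.22, −1.21 and −1.16 under hypoxia. In all, 3451 of the 12433 genes tested under normoxia (27.8%) and 2694 of 12665 under hypoxia (21.3%) had 3 siMAFF libraries all above or all below the 3 siSCR libraries, where chance gives 10% on average over the 10 possible splits. Genes vary together, so a single split can exceed 10% by chance. Another split of the hypoxia libraries, across the siRNA groups, called 675 genes, more than the 267 of the comparison itself. The balance of directions under hypoxia turned without siSCR hypoxia replicate 1, with 956 genes called, 494 higher and 462 lower, while without siSCR hypoxia replicate 3, siMAFF hypoxia replicate 1 or siMAFF hypoxia replicate 2 the calls were 84 (14 higher, 70 lower), 70 (10 and 60) and 81 (14 and 67), and without siSCR hypoxia replicate 2 they were 183 (55 and 128). They were 165 (41 and 124) at an adjusted p of 0.05 and 432 (153 and 279) in an edgeR fit of all 12 libraries, and without the fold threshold the counts were 1752 under normoxia and 412 under hypoxia. DESeq2 called 458 genes under normoxia (245 higher, 213 lower) and 250 under hypoxia (65 and 185).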

When MAFF was inhibited under normoxia, 415 genes were identified to be significantly changed, while hypoxia altered 240 genes. Among these genes, 106 genes were regulated both under normoxia and hypoxia. 

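Of the 12150 genes tested at both oxygen levels, 135 were called at both, 40 higher and 95 lower with siMAFF, where 12.6 would be shared by chance (Fisher's exact test, two-sided, p = 1.6e-110). None was called in opposite directions. Fisher's exact test counts genes as independent, though genes vary together, so its p-value does not measure the spread between libraries. Among the shared falls, SDC4, a heparan sulfate proteoglycan of focal adhesions, had log2 fold changes of −0.93 under normoxia and −0.83 under hypoxia. The values were −1.15 and −1.06 for UBAC1, a subunit of a ubiquitin ligase, −0.48 and −0.54 for HK1, the hexokinase that starts glycolysis, and −0.71 and −0.51 for STC1, a secreted glycoprotein. Among the shared rises, SLC2A3, the glucose transporter GLUT3, rose by 0.57 and 0.51, and HEG1, a membrane protein of vessel growth, by 0.63 and 0.50. Of the 587 genes called under normoxia and tested at both levels, 88.4% had the same sign under hypoxia, and of the 260 called under hypoxia, 96.2% had it under normoxia. A test of the difference itself in a fit of all 12 libraries called 3 of 13018 genes, RHOB, VIPR1 and ATOH8, each with a lower siMAFF effect under hypoxia, and 1029 genes were at an unadjusted p under 0.05. DESeq2 called 21 genes for that difference, 5 with a higher and 16 with a lower effect under hypoxia, and edgeR without the filter on low counts called 45. The overlap was 268 genes without the fold threshold, and 54 (9 higher, 45 lower), 62 (11 and 51) and 65 genes (12 and 53) without siMAFF hypoxia replicate 1, siMAFF hypoxia replicate 2 and siSCR hypoxia replicate 3. The shared rises numbered 78 without siSCR hypoxia replicate 1 and 23 without siSCR hypoxia replicate 2. The number called for the difference was 1 without siMAFF normoxia replicate 2 or siSCR hypoxia replicate 3, 5 without siSCR normoxia replicate 2 and 197 without siSCR hypoxia replicate 1.

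**Figure D1:**
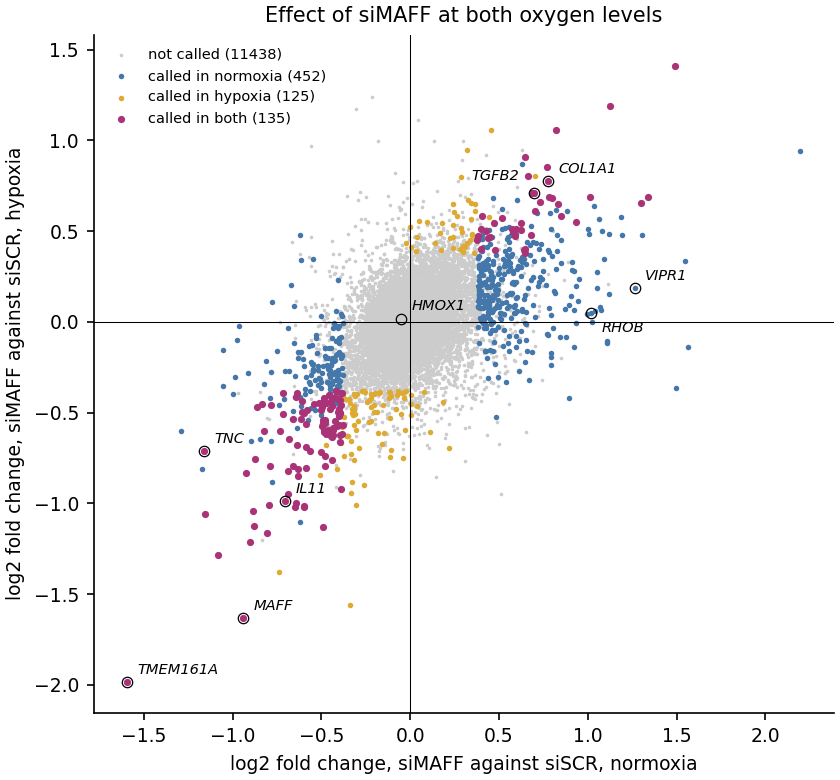
Log2 fold change of siMAFF against siSCR for each gene tested at both oxygen levels, with normoxia on the horizontal axis, hypoxia on the vertical axis and named genes circled. Colors mark the 452 genes called under normoxia alone, the 125 called under hypoxia alone, the 135 called at both levels and the genes not called, and every gene called at both levels lies in the quadrant of shared rises or shared falls.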

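With siMAFF under normoxia, genes of vessel growth, TGFβ signaling and cell adhesion were called in both directions. The groups were textbook lists fixed before the data were examined, but after reading the paper, whose themes come from these same libraries, so their choice is not independent evidence. Of 47 blood vessel development genes tested under normoxia, 9 were called higher and 3 lower (9 higher and 4 lower when adjusted over the list alone). Among them ANGPTL4, a secreted regulator of vessels and lipid uptake, rose by 0.75 on the log2 scale and EPAS1, which encodes HIF-2α, by 0.59, while TGM2 had a log2 fold change of −0.81. Of 55 TGFβ signaling genes, 10 were higher and 3 lower (10 and 4 adjusted over the list alone). The inhibitory SMAD6 rose by 1.00, GDF15, a secreted stress cytokine, by 0.79 and the activin receptor ACVR2B by 0.73, while LTBP1, which binds latent TGFβ in the matrix, had a log2 fold change of −0.55. Of 58 cell adhesion genes, 7 were higher and 9 lower (8 and 10 adjusted over the list alone), with JUP, the junction protein plakoglobin, at 0.78 and the collagen-binding integrin ITGA2 at −0.84. Called genes were over-represented in the 3 lists against all tested genes by Fisher's exact test, one-sided, with odds ratios of 6.74 for blood vessel development (adjusted p = 1.21e-05 over 19 lists), 6.10 for TGFβ signaling (adjusted p = 1.21e-05) and 7.54 for cell adhesion (adjusted p = 2.1e-07).

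Under hypoxia, 2 of 47 blood vessel genes were higher and 2 lower (3 and 3 adjusted over the list alone), 3 of 56 TGFβ genes were higher and none lower (5 and 4 adjusted over the list alone), and 2 of 60 adhesion genes were higher and 7 lower (3 and 8 adjusted over the list alone). In the TGFβ list under hypoxia, 9 genes were lower at an unadjusted p under 0.05 from edgeR, and DESeq2 called 0 lower. The odds ratios of called genes were 4.37 for blood vessel development (adjusted p = 0.046 from Fisher's exact test), 2.65 for TGFβ signaling (adjusted p = 0.271) and 8.44 for cell adhesion (adjusted p = 7.89e-05). In a competitive test of direction by limma camera, the adhesion list was lower under hypoxia (adjusted p = 0.00753; adjusted p = 0.862 with an estimated correlation) and the TGFβ list higher under normoxia (adjusted p = 0.0411; adjusted p = 0.525 with an estimated correlation). The adhesion list, with a median of −0.09 under hypoxia, also had one of −0.1 in a split of the hypoxia libraries across the siRNA groups. There its camera adjusted p was 0.039, and 0.45 with an estimated correlation. Over all 47 blood vessel genes under normoxia the median log2 fold change was −0.02 and the mean 0.07. The camera adjusted p was 0.315 and 0.493 for the blood vessel list under normoxia and hypoxia, 0.162 for adhesion under normoxia and 0.466 for TGFβ under hypoxia. Enrichment of the blood vessel list under hypoxia was not called without any 1 of the 6 libraries, siSCR hypoxia replicates 1, 2 and 3 and siMAFF hypoxia replicates 1, 2 and 3 (adjusted p from 0.0885 to 0.372), and that of adhesion ended without siMAFF hypoxia replicate 1 (adjusted p = 0.114). Single libraries moved the odds ratios under hypoxia: that of blood vessel development was 1.81 without siSCR hypoxia replicate 1, 6.71 without siSCR hypoxia replicate 3, 8.12 without siMAFF hypoxia replicate 1 and 7.10 without siMAFF hypoxia replicate 2, that of TGFβ signaling 1.48 without siSCR hypoxia replicate 1, 5.72 without siSCR hypoxia replicate 3, 6.91 without siMAFF hypoxia replicate 1 and 4.90 without siMAFF hypoxia replicate 3 (adjusted p = 0.031 from Fisher's exact test), and that of adhesion 3.45 without siSCR hypoxia replicate 1. Under normoxia that of blood vessel development was 4.03 without siMAFF normoxia replicate 3. The camera call of the adhesion list ended without siSCR hypoxia replicate 3 (adjusted p = 0.213), and that of the TGFβ list without siSCR normoxia replicate 3 (adjusted p = 0.0986) or siMAFF normoxia replicate 3 (adjusted p = 0.245).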

To obtain a global overview of the biological functions of proteins encoded by genes identified from RNA-sequencing under normoxia or hypoxia or both conditions, we performed DAVID analysis to determine KEGG pathways and Gene Ontology (GO) terms^20^ and found that genes involved in pathways of “Blood vessel development”, “TGFβ signaling”, and “Regulation of cell adhesion/morphogenesis” were significantly changed in the absence of MAFF expression (Fig. 5c). These observations suggest MAFF-mediated gene activation and repression while supporting our findings on the role of MAFF in tumor cell invasion and metastasis. 

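Among the small MAF factors and their partners, MAFF was the 1 gene of 9 called at either oxygen level. MAFG and MAFK, the other small MAF genes, had log2 fold changes of 0.14 (adjusted p = 0.256 from edgeR) and −0.25 (adjusted p = 0.0736, below the 1.3-fold threshold) under normoxia. Of 24 tested targets of the antioxidant response element, the site that NRF2 and BACH1 bind as dimers with small MAF proteins, edgeR called 0 higher and 0 lower at either oxygen level, as did DESeq2, with 5 genes at an unadjusted p under 0.05 under normoxia and 3 under hypoxia. Protein kinase inhibitors moved both ways: of 26 tested under normoxia, 3 were higher and 3 lower (3 and 3 adjusted over the list alone). CDKN1B, which encodes the cell cycle inhibitor p27, rose by 0.62, while PKIB and PKIA, inhibitors of protein kinase A, had log2 fold changes of −1.05 and −0.55. Called genes were over-represented in this list by Fisher's exact test, one-sided, with an odds ratio of 5.85 under normoxia (adjusted p = 0.00369) and 10.3 under hypoxia (adjusted p = 0.00142), where 3 of 28 were higher and 2 lower (3 and 3 adjusted over the list alone). The enrichment under hypoxia ended without siSCR hypoxia replicate 3 (odds ratio 5.66, adjusted p = 0.291), siMAFF hypoxia replicate 1 (odds ratio 0, adjusted p = 1) or siMAFF hypoxia replicate 2 (odds ratio 5.85, adjusted p = 0.311), and the odds ratio was 4.14 without siSCR hypoxia replicate 1. Of the IL6 family of cytokines and receptors, IL11 was the 1 gene called, of 17 tested under normoxia and 16 under hypoxia (1 higher and 1 lower under normoxia, and 0 higher and 1 lower under hypoxia, adjusted over the list alone). Of 20 STAT3 targets, 1 was higher and 0 lower under normoxia, with 5 at an unadjusted p under 0.05, and 0 were higher and 0 lower under hypoxia, with 3 at an unadjusted p under 0.05 (0 higher and 1 lower when adjusted over the list alone). DESeq2 called 1 higher under normoxia and 0 under hypoxia. STAT3 itself had log2 fold changes of 0.10 (adjusted p = 0.339 from edgeR) and 0.07. From the pathways whose genes changed, the paper proposes that MAFF both activates and represses genes.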

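Genes of cell motility changed in both directions with siMAFF. The gene sets behind the paper's GSEA are not among the files, so textbook lists of endothelial and cell migration and of the epithelial to mesenchymal transition were tested. These lists too were fixed after reading the paper, whose themes come from these same libraries, so their choice is not independent evidence. Of 45 migration genes under normoxia, 5 were higher and 4 lower (5 and 4 adjusted over the list alone). S1PR3, a receptor of the lipid mediator sphingosine 1-phosphate, had log2 fold changes of −0.73 under normoxia (adjusted p = 5.55e-06 from edgeR) and −0.60 under hypoxia (adjusted p = 0.0113). PIK3R3, a regulatory subunit of PI3-kinase, rose by 0.80 under hypoxia (adjusted p = 0.0219 from edgeR), where 1 of 43 genes was higher and 3 lower (2 and 5 adjusted over the list alone). Of 23 genes of the transition list under normoxia, 4 were higher and 2 lower (4 and 2 adjusted over the list alone), and of 23 under hypoxia 3 were higher and 2 lower (3 and 2 adjusted over the list alone). Called genes were over-represented among migration genes by Fisher's exact test, one-sided, with odds ratios of 4.89 under normoxia (adjusted p = 0.00129) and 4.82 under hypoxia (adjusted p = 0.0396). The odds ratios for the transition list were 6.89 (adjusted p = 0.00214) and 13.1 (adjusted p = 0.000939). By camera, neither list passed the test for a shared direction, with an adjusted p of 0.413 and 0.319 for migration and of 0.974 and 0.979 for the transition, under normoxia and hypoxia. The S1PR3 call under hypoxia ended without siMAFF hypoxia replicate 1 (adjusted p = 0.106) and the PIK3R3 call without siSCR hypoxia replicate 3 (adjusted p = 0.121). Enrichment under hypoxia ended without siSCR hypoxia replicate 1 for both lists (adjusted p = 0.315 for migration and 0.14 for the transition) and without siMAFF hypoxia replicate 1 for migration (adjusted p = 0.107). Single libraries moved these odds ratios several-fold: that of migration was 2.01, 9.30 and 11.7 without siSCR hypoxia replicates 1, 2 and 3 and 9.11 and 16.8 without siMAFF hypoxia replicates 1 and 2, and that of the transition list was 3.44 and 23.5 without siSCR hypoxia replicates 1 and 3 and 24.3 without siMAFF hypoxia replicate 2.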

GSEA data additionally showed that metastasis and migration-related genes were altered by MAFF (Fig. 5d).

**Fig. 5:**
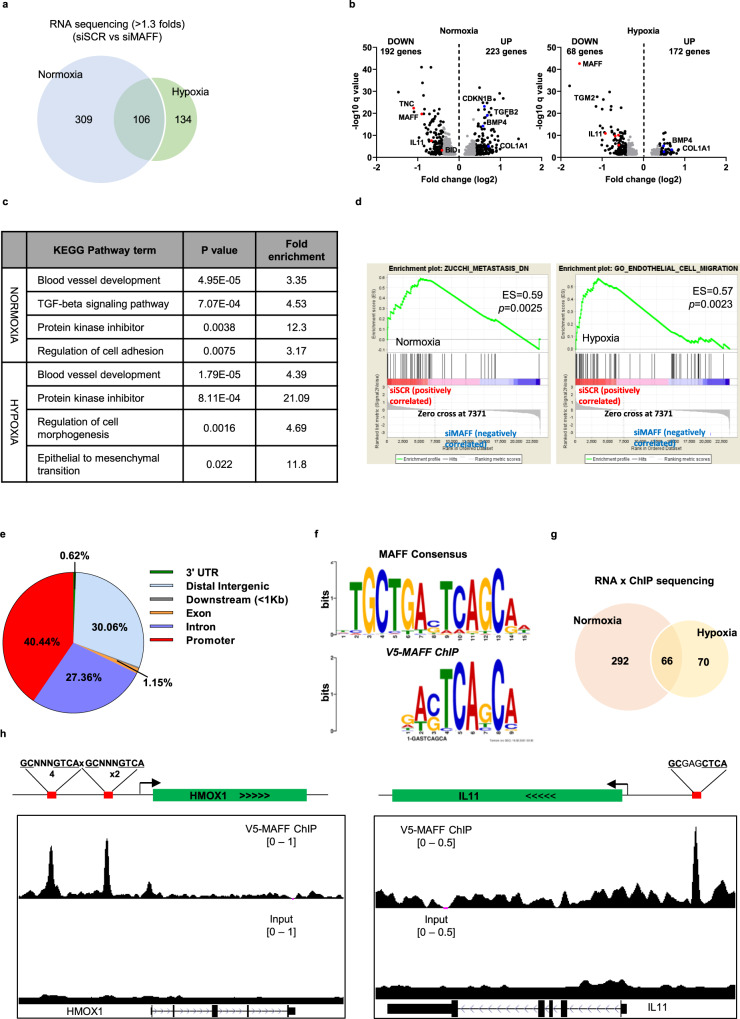
MAFF target gene identification by genome-wide analysis. MDA-MB-231 cells were treated under normoxia or hypoxia with or without siMAFF for 24 h. MAFF target genes were determined by analyzing RNA-sequencing and ChIP-sequencing data. **a** When *MAFF* was knocked down, 415 or 240 genes were significantly altered under normoxia or hypoxia, respectively and among them 106 genes were affected both under normoxia and hypoxia. **b** Volcano plot showed that 192 genes were downregulated and 223 genes were upregulated under normoxia. Under hypoxia, 68 genes were downregulated and 172 genes were upregulated. **c** DAVID^20,21^ analysis determined that genes involved in pathways of “Blood vessel development”, “TGFβ signaling”, and “Regulation of cell adhesion/morphogenesis” were significantly altered in the absence of MAFF expression. **d** GSEA analysis revealed that genes involved in metastasis (normoxia) or migration (hypoxia) were regulated by MAFF expression. **e** The genomic location of MAFF binding sites was identified by *cis*-regulatory element annotation system (CEAS). **f** A MAFF binding motif based on MARE was identified using the motif discovery algorithm, Multiple Expectation Maximizations for Motif Elicitation (MEME). **g** When we combined RNA-sequencing and ChIP-sequencing, 292 genes were regulated under normoxia and 70 genes under hypoxia. 66 genes were regulated both under normoxia and hypoxia. **h** ChIP-sequencing data showed enriched DNA sequence tags, which were highlighted in red using the UCSC genome browser. While *HMOX1* showed two peaks from previously known MAFF binding sites, MAFF binding peak was found in *IL11* promoter, which included the MARE/ARE sequence (GCGAGCTCA).

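The binding data come from chromatin precipitated through the V5 tag of MAFF, with 2 precipitated and 2 input libraries from MDA-MB-231 cells at 21% oxygen. The authors aligned the reads with Bowtie2, called peaks with MACS at a q of 0.05 or less, and deposited a single joint table of 123376 peaks, so no spread between replicates can be given. Each peak is a single position with a score, and the lowest score is 1.30, which is −log10 of that q. The median score was 5.77 and the highest 1621. The table gives no read counts and no fold over input, so the depth behind each peak is unknown. It assigns each peak to its nearest gene, in 20655 gene identifiers in all, and calls a peak a promoter peak within 10 kb of a transcript start. The sample labels name the build hg19, but the gene positions in the table are those of GRCh38, with 20503 of 20620 gene identifiers that have reference coordinates overlapping the GRCh38 gene of the same identifier. Peak positions are read on the same build, which the overlap of gene positions cannot show for the peaks themselves. The peak table was combined with the RNA calls by gene identifier, for 12351 of the 12433 genes tested under normoxia. Libraries made with an antibody against MAFF itself, at both oxygen levels, are listed in the series without a peak table and were not used.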

To further identify genes that are directly regulated by MAFF through transactivation, we performed ChIP-sequencing on MAFF bound DNA from MDA-MB-231 cells with shRNA inhibited endogenous MAFF and stably overexpressing V5-tagged MAFF with a wobble mutation. 

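Promoters held more V5-MAFF peaks than any other class of the annotation that the authors' table carries, while 59.56% of the peaks lay over 10 kb from a transcript start. Of the 123376 peaks, 49894 were in promoters, a share of 40.441% (95% Wilson interval 40.167% to 40.715%, which covers counting error only). Introns held 33755 peaks (27.359%) and the space between genes 37090 (30.063%). Exons held 1.15%, 3′ UTRs 0.597%, regions just downstream of genes 0.37% and 5′ UTRs 0.0243%. The promoter class reaches 10 kb from a start: 17175 peaks (13.921% of all) were within 1 kb, 6221 between 1 and 2 kb and 2468 between 9 and 10 kb. With a promoter reach of 3 kb instead, 22.833% of the peaks would be in promoters. These alternative reaches were chosen after seeing the data.

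**Figure D2:**
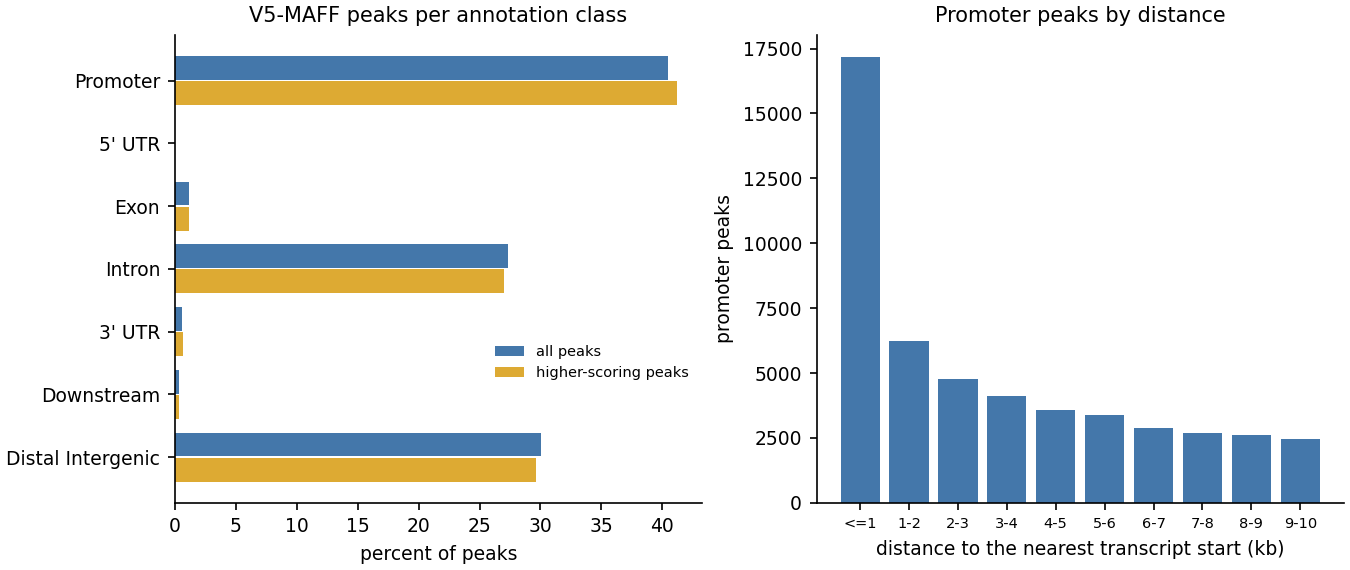
Left, percent of V5-MAFF peaks in each annotation class of the authors' table, for all 123376 peaks and for the 61659 with scores above the median. Right, number of promoter peaks by distance to the nearest transcript start in kb, where the 17175 within 1 kb outnumber those in each further kb.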

Global analysis of ChIP-sequencing data indicates that 40.44% of MAFF binding is in the promoter region and 27.36% is in intron regions (Fig. 5e). From MEME analysis, a MAFF enriched motif was found that is similar with the consensus MARE sequence (Fig. 5f). By combining profiles from RNA-sequencing and ChIP-sequencing, we highlighted 358 genes under normoxia, 136 genes under hypoxia, and 66 genes under both conditions that were directly bound and regulated by MAFF (Fig. 5g, Supplementary Data 2). 

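Genes called with siMAFF carried a V5-MAFF peak somewhat more often than other tested genes, most of which carried a peak as well. Of 608 called genes with a gene identifier under normoxia, 551 (90.6%, 95% Wilson interval 88.0% to 92.7%) had an annotated peak, against 86.5% of 11743 other tested genes (odds ratio 1.51, Fisher's exact test, two-sided, p = 0.00266). Under hypoxia 245 of 267 called genes (91.8%) had a peak, against 86.1% of the others (odds ratio 1.80, Fisher's exact test, p = 0.00686). Both levels together shared 123 called genes with a peak. Beside Fisher's exact test, the Cochran-Mantel-Haenszel odds ratio within 10 strata of mean expression was 1.80 under normoxia (p = 3.01e-05) and 1.70 under hypoxia (p = 0.0165). Gene span, the length of a gene on its chromosome, was not adjusted for, so its part in these odds ratios is not known. Each peak goes to its nearest gene, and the siMAFF effect correlated with span at a Spearman coefficient of 0.209 under hypoxia and −0.0637 under normoxia. By direction, the odds ratio of Fisher's exact test was 1.61 for genes that rose (331 of 363, p = 0.00946) and 1.36 for genes that fell (220 of 245, p = 0.183) under normoxia, and 4.39 (82 of 85, p = 0.00381) and 1.38 (163 of 182, p = 0.232) under hypoxia. Which direction passed Fisher's exact test changed with the setting: rises did not pass without siMAFF normoxia replicate 3 (1.16, p = 0.383) or siSCR normoxia replicate 3 (p = 0.0576), nor under hypoxia at an adjusted p of 0.05 (p = 0.113) or without siSCR hypoxia replicate 2 (1.61, p = 0.432), siSCR hypoxia replicate 3 (0.968, p = 1), siMAFF hypoxia replicate 1 (1.46, p = 1) or siMAFF hypoxia replicate 2 (2.09, p = 0.708), while falls under normoxia passed with stricter peaks (p = 0.0166) and without siMAFF normoxia replicate 2 (p = 0.0233) or siSCR normoxia replicate 3 (1.85, p = 0.00764). With stricter peaks rises passed Fisher's exact test too, at 1.66 under normoxia (p = 0.000119) and 3.72 under hypoxia (p = 4.67e-05). Falls were at 1.46 and 1.25 there. Rises also passed Fisher's exact test without siMAFF normoxia replicate 2 (1.90, p = 0.00432), against 1.70 for falls. The stratified odds ratio for any peak was 2.05 for rises and 1.43 for falls under normoxia, and 4.59 and 1.24 under hypoxia. Without siSCR hypoxia replicate 1 the odds ratio of Fisher's exact test under hypoxia was 2.87 for rises (466 of 493, p = 1.5e-09) and turned to 0.851 for falls (387 of 460, p = 0.217). With peaks within 1 kb of a start, an alternative chosen after seeing the data, Fisher's exact test was not passed for all called genes (odds ratios 0.961, p = 0.661, and 0.97, p = 0.846), for rises (1.03, p = 0.822, under normoxia and 1.54, p = 0.087, under hypoxia) or for falls (0.87, p = 0.307, and 0.798, p = 0.137). Beside this exact test, the stratified odds ratio at this reach was 1.17 under normoxia (p = 0.082) and 0.915 under hypoxia (p = 0.49), with 1.36 (p = 0.00738) and 1.68 (p = 0.0363) for rises and 0.923 (p = 0.559) and 0.703 (p = 0.0201) for falls. For all called genes, Fisher's exact test was not passed under normoxia without siMAFF normoxia replicate 3 (p = 0.068), nor under hypoxia at an adjusted p of 0.05 (p = 0.0523) or without siSCR hypoxia replicate 2 (p = 0.131), siSCR hypoxia replicate 3 (odds ratio 1.20, p = 0.751), siMAFF hypoxia replicate 1 (odds ratio 1.10, p = 1) or siMAFF hypoxia replicate 2 (p = 0.418).

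**Figure D3:**
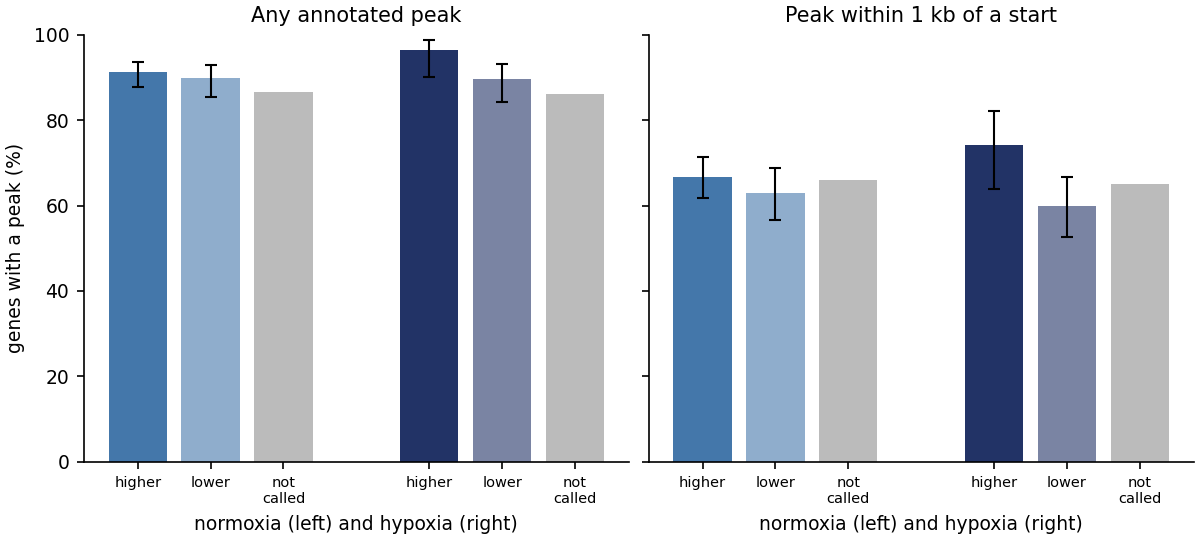
Percent of genes with any annotated V5-MAFF peak (left) or with a peak within 1 kb of a transcript start (right), among genes called higher, called lower and not called, under normoxia and hypoxia. Error bars on called genes are 95% Wilson intervals that cover counting error only, and genes called higher under hypoxia have the highest share in both panels (96.5% and 74.1%).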

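Supplementary Fig. 5a lists 15 genes under normoxia and 8 under hypoxia, chosen by the authors from these libraries, so their directions are not independent evidence, while the paper's legend counts 16 and 7. The RHOB entry stands under hypoxia in the table with the fold change that Supplementary Data 2 gives for normoxia, so its oxygen level is in doubt. All 15 were called under normoxia with the tests described above, 9 higher and 6 lower, and 7 of the 8 under hypoxia, 4 higher and 3 lower. Among growth factors and regulators of adhesion and motility, ITGB1, the β1 integrin, MCAM, an adhesion molecule of melanoma cells, and CD274, the immune checkpoint ligand PD-L1, had log2 fold changes of −0.40, −0.48 and −0.49 under normoxia. The transcription factor SOX9 had −0.72, and HMGA2, an architectural chromatin protein, rose by 0.69. PDGFB, a platelet-derived growth factor, rose by 0.78, SMAD7, an inhibitor of TGFβ signaling, by 0.73, NEDD9, a scaffold of focal adhesions, by 0.65 and PGF, the placental growth factor, by 0.52. Their adjusted p from edgeR ranged up to 0.00709. RHOB rose by 1.02 under normoxia (standard error 0.0723, adjusted p = 2.53e-07 from edgeR). Under hypoxia RHOB had a log2 fold change of 0.05 (standard error 0.0817, adjusted p = 0.82 from edgeR). S100A4, a calcium-binding protein of motile cells, rose by 0.80 under hypoxia (adjusted p = 0.0452 from edgeR), and SRF, a regulator of actin genes, had a log2 fold change of −0.55 (adjusted p = 0.016). The S100A4 call ended with DESeq2 (adjusted p = 0.111) and without siSCR hypoxia replicate 2, siSCR hypoxia replicate 3, siMAFF hypoxia replicate 1 or siMAFF hypoxia replicate 2 (adjusted p = 0.114, 0.178, 0.214 and 0.205), and the SRF call without siMAFF hypoxia replicate 1 (adjusted p = 0.106). ITGB1 fell below the 1.3-fold threshold without siSCR normoxia replicate 1 (−0.36) or siMAFF normoxia replicate 2 (−0.37).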

We further identified MAFF-regulated genes that were specifically involved in tumor cell invasion and metastasis using DAVID and Pubmatrix, a text mining tool (Supplementary Fig. 5a)^21,22^. 

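The transcripts of IL11, a cytokine of the IL6 family, and TNC, the matrix protein tenascin C, fell with siMAFF at both oxygen levels. IL11, on chromosome 19 of GRCh38 from 55364382 to 55370463, went from 24.6 ± 1.01 to 15.0 ± 1.15 CPM under normoxia (SD, n = 3 libraries each), a log2 fold change of −0.70 (standard error 0.0966, adjusted p = 0.000155 from edgeR), and from 33.7 ± 3.07 to 16.9 ± 1.49 under hypoxia, a log2 fold change of −0.99 (standard error 0.11, adjusted p = 0.00167). TNC, on chromosome 9 from 115019575 to 115118157, had log2 fold changes of −1.16 (standard error 0.0965, adjusted p = 1.09e-06 from edgeR) and −0.71 (standard error 0.0897, adjusted p = 0.00397). TGFB2, a TGFβ ligand on chromosome 1 from 218345336 to 218444619, went from 153 ± 12.4 to 247 ± 8.43 CPM under normoxia and from 30.1 ± 1.87 to 49.1 ± 6.62 under hypoxia (SD, n = 3). These are rises of 0.70 (standard error 0.0659, adjusted p = 3.51e-06 from edgeR) and 0.71 (standard error 0.113, adjusted p = 0.0127). BMP4, a bone morphogenetic protein on chromosome 14 from 53949736 to 53956891, rose by 0.59 (standard error 0.0698) and 0.51 (standard error 0.084), and COL1A1, a chain of type I collagen on chromosome 17 from 50184101 to 50201631, by 0.78 under normoxia (standard error 0.121) and 0.78 under hypoxia (standard error 0.132). Tested itself, the difference of the effect between oxygen levels did not pass the threshold for IL11 (−0.28, adjusted p = 0.648 from edgeR) or TNC (0.45, adjusted p = 0.422). In siSCR cells hypoxia raised MAFF by 1.84 and IL11 by 0.45, while in siMAFF cells IL11 changed by 0.17 with hypoxia (adjusted p = 0.165 from edgeR, not called). The BMP4 call under hypoxia ended without siMAFF hypoxia replicate 2 (adjusted p = 0.11), and the COL1A1 call without siMAFF hypoxia replicate 1 (adjusted p = 0.115).

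**Figure D4:**
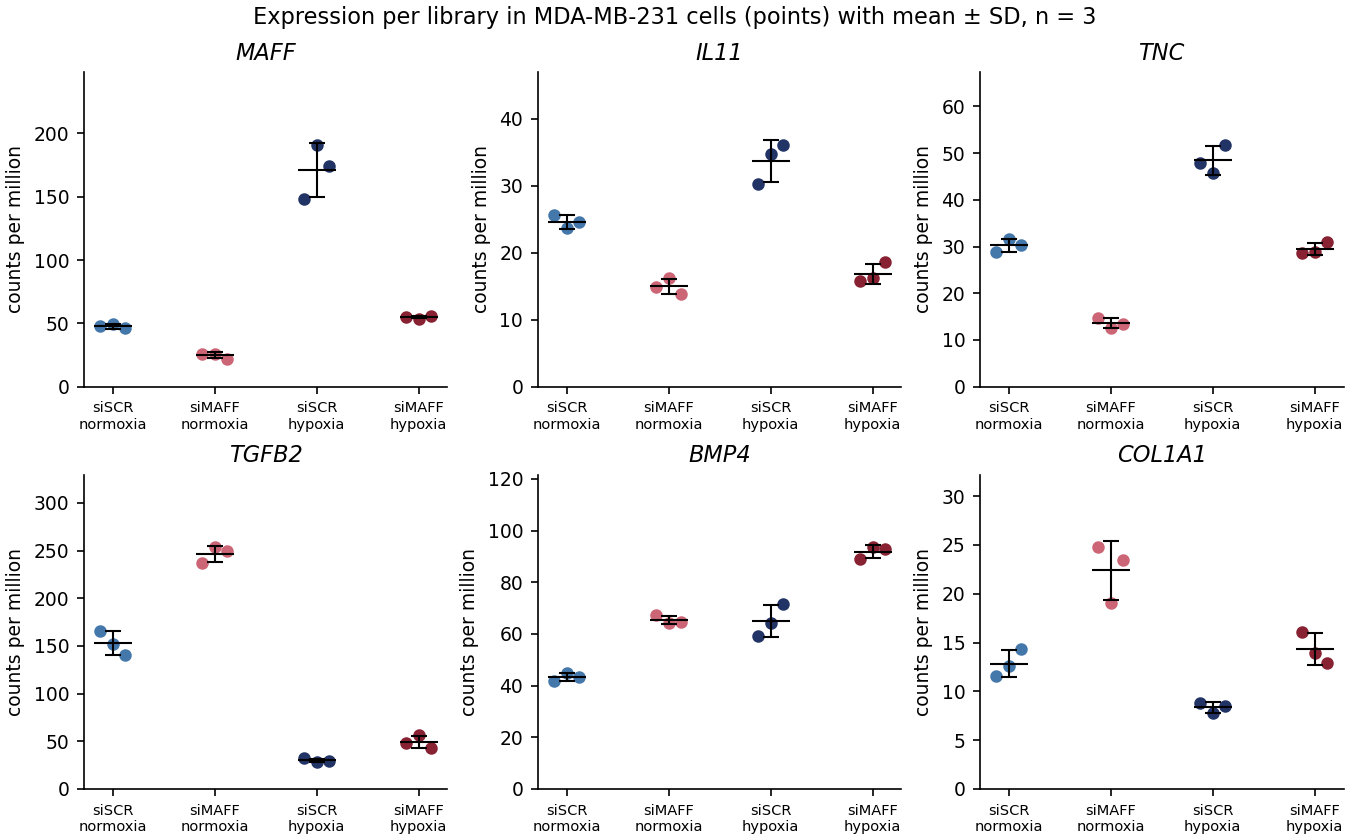
Levels in CPM of MAFF, IL11, TNC, TGFB2, BMP4 and COL1A1 in each of the 12 RNA libraries, by siRNA and oxygen level. Points are libraries and bars are means with SD (n = 3), and in each of these genes the 3 siMAFF libraries lie on one side of the 3 siSCR libraries at both oxygen levels.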

Using these tools, we found three genes (*TGFB2, BMP4, COL1A1*) that were upregulated and two genes (*IL11, TNC*) that were downregulated when MAFF was inhibited under both normoxic and hypoxic conditions. RNA-sequencing results were validated by qRT-PCR, and only *IL11* and *TGFB2* showed similar changes by *MAFF* knockdown and hypoxia (Supplementary Fig. 5b). In OVCAR8 cells, which highly express NRF2, loss of MAFF also resulted in inhibition of *IL11*, while the rest of these genes were not significantly changed under hypoxic conditions by the loss of MAFF (Supplementary Fig. 5c).

We further searched the MAFF binding peaks in target gene promoters using the UCSC genome browser (Fig. 5g). 

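HMOX1 encodes heme oxygenase 1, which degrades heme and is a target of BACH1 and NRF2 with small MAF proteins. Its level was 18.8 ± 1.89 CPM with siSCR and 18.2 ± 1.43 with siMAFF under normoxia (SD, n = 3 libraries), and 16.1 ± 1.91 and 16.2 ± 1.11 under hypoxia. The log2 fold changes were −0.05 (standard error 0.106, adjusted p = 0.83 from edgeR) and 0.02 (standard error 0.121, adjusted p = 0.96), smaller than the spread between libraries, and their signs turned when single libraries were left out: 0.04 under normoxia without siSCR normoxia replicate 3, and −0.01, −0.04 and −0.02 under hypoxia without siSCR hypoxia replicate 1, siSCR hypoxia replicate 3 and siMAFF hypoxia replicate 3. On chromosome 22 of GRCh38, where HMOX1 runs from 35381096 to 35394207, the table assigns 4 V5-MAFF peaks to the gene. The 2 with the highest scores are promoter peaks at 35377114 (score 99.6, rank 318 of all 123376 peaks) and 35372068 (score 91.3, rank 406), which lie −3247 and −8293 bases from the transcript start the table uses for them. A peak at 35366596 (score 6.20), −13765 bases from the same start, ranked 58513, and a peak at 35381008 (score 8.77), which the table places −85 bases from the start of another transcript of HMOX1, ranked 39972.

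**Figure D5:**
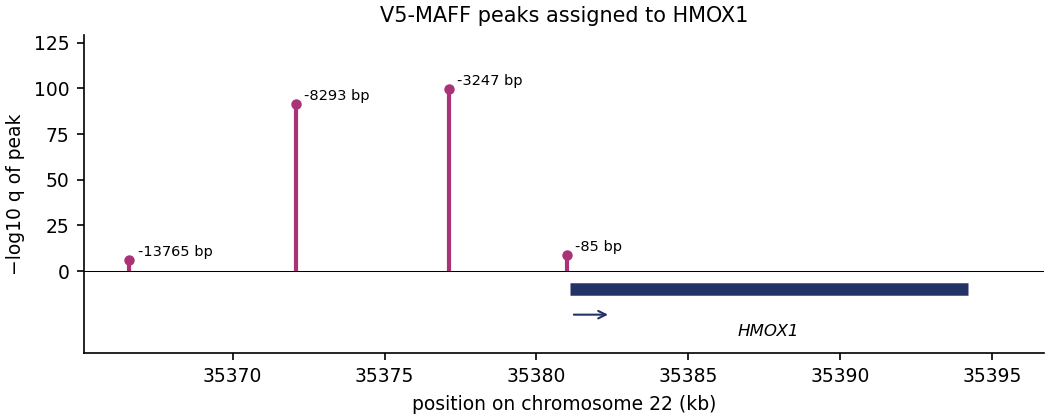
V5-MAFF peaks assigned to HMOX1 by position on chromosome 22 (GRCh38), with the score (−log10 q) as height and the gene drawn below. The peaks at −3247 and −8293 bases stand above the others.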

Although expression of *HMOX1* was not significantly altered by MAFF knockdown, we found binding peaks on two known *HMOX1* promoter regions^23^. Likewise, we identified a strong peak on promoter region of IL11 possessing MARE/ARE sequence (GCGAGCTCA), indicating that MAFF directly regulates IL11 transcription.

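The table assigns 1 V5-MAFF peak to IL11. It is at position 55372154 of chromosome 19 on GRCh38, −1691 bases from the transcript start of IL11, which lies on the minus strand. Its score of 21.4 ranked 10765 among the 123376 peaks, above 91.3% of them, and 4543 among the 49894 promoter peaks. The highest score among the peaks assigned to TNC was 132, at position 115008767 of chromosome 9, which is outside the reference span of TNC. It was 68.2 for TGFB2, in an intron, 18.3 for BMP4, between genes, and 6.41 for COL1A1, within 1 kb of its start. The gene of MAFF itself had 5 peaks, the highest with a score of 57.8. The sequence GCGAGCTCA occurs without mismatch in the 98-base fragment of the IL11 promoter that the paper gives for its reporter, on the minus strand at positions 74 to 82 counted from the fragment's first base (TGAGCTCGC on the strand as printed). Without a reference genome among the files, the distance between this sequence and the peak could not be measured. From the peak and the MARE/ARE sequence, the paper proposes that MAFF acts directly on IL11, and it adds ChIP-qPCR and reporter assays of this region.

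**Figure D6:**
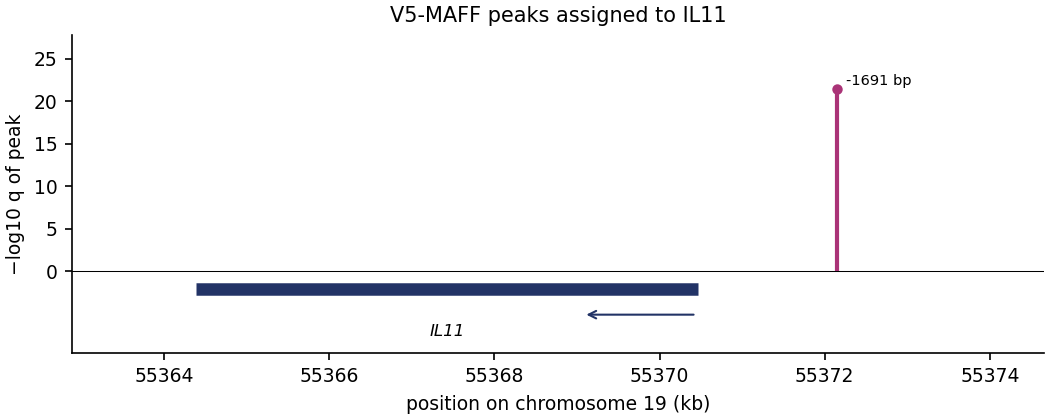
The V5-MAFF peak assigned to IL11 by position on chromosome 19 (GRCh38), with the score (−log10 q) as height and the gene drawn below. The peak stands −1691 bases from the transcript start, outside the gene.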

Since *IL11* appears to be a direct target of MAFF while other gene regulation seems to be more cell type specific, we decided to focus on the role of MAFF-mediated *IL11* expression in tumor cell invasion.

IL11, which is a member of the IL6 family, is a cytokine involved in inflammation, immune responses, and bone resorption^24^. Recent studies further revealed that IL11 plays a role in tumorigenesis by altering angiogenesis and metastasis^25,26^. To determine whether IL11 is responsible for MAFF-mediated tumor cell invasion, *IL11* was silenced in MDA-MB-231 cells using shRNA (Supplementary Fig. 6a). *IL11* knockdown significantly reduced invasion (Fig. 6a). In contrast, MDA-MB-231 cells increased invasiveness with IL11 overexpression (Fig. 6b, and Supplementary Fig. 6b). In addition, exogenously expressed IL11 rescued the decreased invasion in MAFF knockdown cells, suggesting that MAFF regulates tumor cell invasion through the IL11 pathway. Similar results were observed when IL11 was expressed in MCF7 cells (Supplementary Fig. 6c–e).

**Fig. 6:**
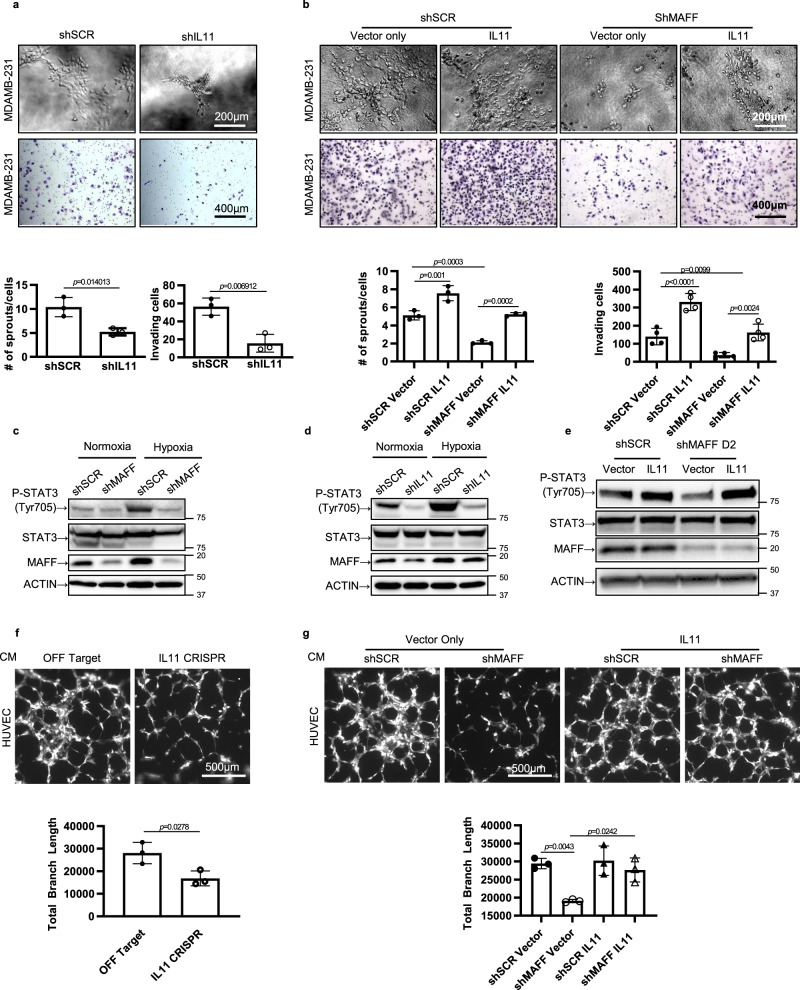
MAFF-mediated IL11 regulates tumor cell invasion. **a** Knocking down *IL11* significantly decreased invasive phenotypes of MDA-MB-231 through collagen (upper panels) and Matrigel-coated transwell membranes (lower panels). *n* = 3 biological replicates, Unpaired *t*-test. **b** The rescue effect of IL11 expression on decreased tumor cell invasion was evaluated in MDA-MB-231 cells with or without *MAFF* knockdown. *n* = 3 (collagen assay, upper panels) or 4 (transwell membrane assay, lower panels) biological replicates. One-Way ANOVA with multiple comparisons. **c** STAT3 activation was evaluated in MDA-MB-231 cells treated under normoxia or hypoxia by Western blotting. Hypoxia increased phospho-STAT3 (Tyr705), while MAFF knockdown inhibited its induction both under normoxia and hypoxia. **d**, **e** The downstream effect of IL11 on STAT3 activation was determined after *IL11* was knocked down (**d**) or overexpressed with or without MAFF inhibition (**e**). Phospho-STAT3 expression was investigated by Western blotting. **f**, **g** Endothelial tube formation assay was performed using GFP-labeled HUVEC cells. Cell culture media were transferred from MDA-MB-231 cells infected with IL11 Cas9-CRISPR (**f**) or *MAFF* shRNA with or without IL11 overexpression (**g**). *n* = 3 biological replicates, Unpaired *t*-test (**f**) or One-Way ANOVA with multiple comparisons (**g**). Graphs represent the mean per group and error bars represent the SEM.

Cellular responses of IL11 are mediated by STAT3 activation, which is known to be associated with tumorigenesis and metastasis^27^. To determine whether MAFF-induced IL11 affects tumor cell invasion through STAT3 signaling, we first measured phospho-STAT3 protein levels. As previously reported, we also found that phospho-STAT3 was increased under hypoxia (Fig. 6c)^28^.

Furthermore, *MAFF* knockdown or *IL11* knockdown in MDA-MB-231 cells suppressed phospho-STAT3 induction, while overexpression of IL11 protein in *MAFF* knockdown cells rescued STAT3 activation (Fig. 6d, e). In addition, when MAFF was overexpressed in MCF7 cells, IL11 and phospho-STAT3 were increased even under normoxia (Supplementary Fig. 6f). These results indicate that MAFF can activate the STAT3 pathway by directly regulating IL11.

While RNA-sequencing data indicated that MAFF is involved in blood vessel formation, STAT3 is also known to play a role in angiogenesis^29^. To determine whether MAFF regulates angiogenesis, which could enhance tumor invasion and metastasis, tube formation assay was performed (Fig. 6f). When a GFP-labeled human umbilical vein endothelial cell line (HUVEC) was incubated with cell media from MDA-MB-231 cells deficient in *IL11* through *IL11* Cas9-CRISPR treatment, tube formation was significantly reduced. We also observed that cells stably expressing *MAFF* shRNA decreased angiogenic features while expression of IL11 rescued the reduction (Fig. 6g). As previously reported^30^, knocking down STAT3 using siRNA decreased tumor cell invasion and tube formation of HUVEC cells (Supplementary Fig. 6g and h), indicating MAFF regulates angiogenesis through an IL11/STAT3 pathway. These results further support our previous in vivo data showing decreased MVD in MAFF knockdown tumors (Fig. 4b).

### MAFF regulates tumor cell invasion and metastasis through a BACH1-dependent pathway

We hypothesized that MAFF-mediated transactivation or repression depends on its binding partner. To identify binding partners of MAFF involved in tumor cell invasion and metastasis, we first performed affinity purification and mass spectrometry (AP-MS). Protein complexes of MAFF and its binding partners were then isolated from cell lysates by co-immunoprecipitation, and then analyzed by mass spectrometry^31^. Among known interactors of MAFF, we found that BACH1 was the only binding partner of MAFF in MDA-MB-231 cells (Fig. 7a). Co-immunoprecipitation analysis followed by immunoblotting further indicated that BACH1 binds MAFF, which increased further under hypoxia while BACH1 expression was unchanged (Fig. 7b). BACH1, a distantly related CNC protein, plays a repressive role in regulating antioxidant genes by competing with CNC proteins for MARE or ARE binding^32^. Interestingly, previous studies revealed that BACH1 promotes tumor invasion and metastasis while not affecting primary tumor growth^33–35^. To confirm previous findings as well as to determine the role of BACH1 as a MAFF binding partner, we knocked down BACH1 and measured tumor cell growth (Supplementary Fig 7a). The effect of IL11 or STAT3 on cell growth was also determined after silencing these genes using a Cas9-CRISPR system. Consistent with MAFF knockdown, we observed that inhibition of BACH1, IL11, or STAT3 did not change primary tumor growth, suggesting that their main role in cancer was not the regulation of cell proliferation in our experimental settings. We next investigated whether BACH1 regulates IL11 expression and invasion in conjunction with MAFF. *BACH1* inhibition by shRNA in MDA-MB-231 cells downregulated *IL11* mRNA levels as well as phospho-STAT3 expression both under normoxia and hypoxia (Fig. 7c and d). To further determine the direct binding of MAFF and BACH1 on IL11 promoter, we performed ChIP and luciferase reporter assays. Using ChIP-qPCR with primers spanning the identified MARE/ARE region, we determined that MAFF and BACH1 exhibited increased binding to the *IL11* promoter under hypoxia (Fig. 7e). Using this same region subcloned into pGL4 luciferase, we found that the expression of *IL11* was increased under hypoxia and inhibited under both normoxia and hypoxia (Fig. 7f). When BACH1 or both BACH1 and MAFF were inhibited, tumor cell invasion and tube formation of HUVEC cells were also significantly decreased (Fig. 7g). The decreases in invasion and tube formation were rescued by IL11 overexpression. These results suggest that IL11 is a direct target of MAFF and BACH1 and regulates cell invasion and angiogenesis. In contrast to BACH1, NRF2 knockdown in MDA-MB-231 did not affect IL11 expression or tumor cell invasion, since it is already low in expression (Supplementary Fig. 7b).

**Fig. 7:**
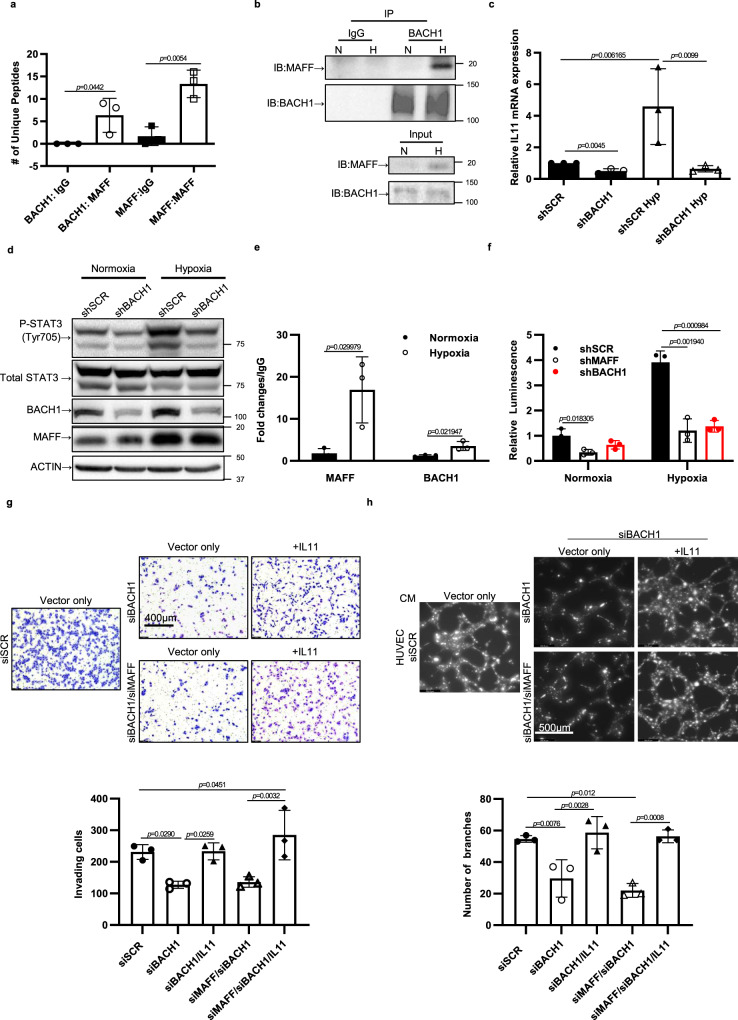
MAFF binds to BACH1 to activate IL11-STAT3 pathways. **a** MAFF binding proteins were immunoprecipitated using MAFF antibody and analyzed by mass spectrometry. In MDA-MB-231 cells, BACH1 was a main binding partner of MAFF. The graph indicates the unique peptide number identifying MAFF binding compared to IgG control. *n* = 3 biological replicates. Unpaired *t*-test. **b** Co-immunoprecipitation confirmed the binding of MAFF and BACH1, which was further increased under hypoxia. **c** When *BACH1* was knocked down, mRNA expression of *IL11* was decreased. *n* = 3 biological replicates. Unpaired *t*-test. **d** The downstream effect of BACH1 on the STAT3 pathway was determined by western blotting after *BACH1* was knocked down in MDA-MB-231 both under normoxia and hypoxia. **e** ChIP-qPCR confirmed that MAFF and BACH1 bindings on the MARE sequence of *IL11* promoter, which was identified from ChIP-sequencing. Bindings were further increased under hypoxia. Unpaired *t*-test. **f** Luciferase assay was performed using pGL4-luciferease vector, which was subcloned with the identified MARE sequence on *IL11* promoter. While hypoxia increased the luciferase activity, *BACH1* or *MAFF* knockdown decreased the transcriptional activity of the identified MARE. *n* = 3 biological replicates. Unpaired *t*-test. Knocking down *BACH1* or both *MAFF* and *BACH1* decreased tumor cell invasion through Matrigel coated transwells (**g**) and tube formation of HUVEC representing angiogenic features (**h**) (CM: cell media). However, IL11 overexpression rescued the reduction in cell invasion and tube formation. *n* = 3 biological replicates. One-Way ANOVA with multiple comparisons. Graphs represent the mean per group and error bars represent the SEM.

### MAFF enhances tumor metastasis through IL11/STAT3 pathways in vivo and their combined expression predicts patient survival

To determine if MAFF and its downstream targets, IL11/STAT3, play a significant role in tumor metastasis, we performed in vivo experiments using MDA-MB-231 cells injected into the mammary fat pad of NSG mice. This model is known to form spontaneous lung metastasis within two months^36^. We compared the formation of metastasis in lungs by MDA-MB-231 cells stably expressing shSCR, sh*MAFF*, or sh*MAFF* with IL11 overexpression. Consistent with our previous in vivo studies using athymic nude mice (Fig. 3a), knocking down MAFF did not change primary tumor growth rates. However, the mouse group with sh*MAFF* and IL11 overexpression showed increased tumor growth, which resulted from elevated expression of IL11 (Supplementary Fig. 8a and b). In these experiments, mice were sacrificed when their primary tumors reached a similar median size (~1000 mm^3^). After sacrifice, mouse lungs from the different groups were excised to quantify the number of metastatic nodules. MAFF inhibition significantly decreased metastasis from the primary tumor to the lung (Fig. 8a). However, compared to shSCR group, MAFF knockdown MDA-MB-231 tumors with IL11 overexpression displayed similar levels of tumor metastasis as shSCR controls, mirroring the rescue effects from our in vitro studies. The elevated levels of IL11 were confirmed from mouse serum using a human IL11 ELISA kit (Fig. 8b). In contrast, IL6, which is a known regulator of the STAT3 pathway^37^, was not significantly altered by MAFF in mouse serum. Ki67 staining of primary tissues was not significantly different between groups, indicating that tumor proliferation was similar at the time of sacrifice (Supplementary Fig. 8c). Expression of phospho-STAT3 and MECA32 staining was also examined from primary tumor tissues to examine the effect of MAFF and IL11 on STAT3 pathways and microvessel density (Fig. 8c and d). As we observed from our in vitro studies, while the inhibition of MAFF decreased expression of phospho-STAT3 and MECA32, IL11 overexpression rescued these inhibitory effects. Tumor tissues exhibited significant colocalization of MAFF and HIF-1 (66% colocalization), MAFF and IL11 (94% colocalization), and BACH1 and IL11 (75% colocalization), suggesting their interactive role in cancer (Supplementary Fig. 8d).

**Fig. 8:**
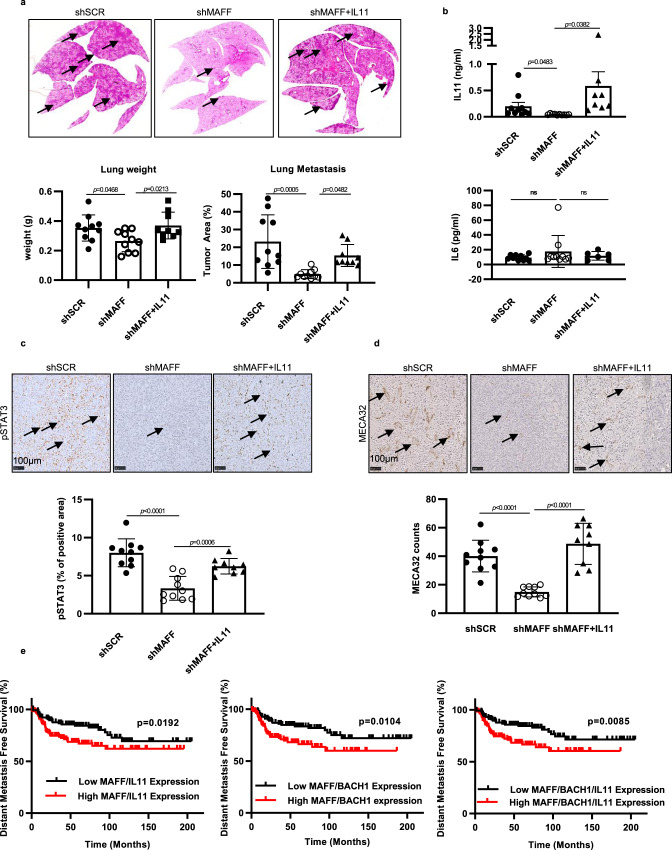
MAFF enhances tumor metastasis through IL11/STAT3 pathways in vivo and their combined expression predicts patient survival. Spontaneous lung metastasis model of MDA-MB-231 was studied by injecting 2 × 10^6^ cells into the mammary fat pad of NSG mice (2 × 10^6^ cells/75 μl/mouse). **a** In *MAFF* knockdown group, spontaneous lung metastasis was significantly decreased while IL11 overexpression rescued the reduction. Lung weight was measured right after sacrificing mice. Also, lung tumor area was determined using ImageJ after H&E staining (*n* = 10 for shSCR and shMAFF, *n* = 9 for shMAFF+IL11). One-Way ANOVA with multiple comparisons. **b** IL11 and IL6 levels in mouse serum were determined using ELISA. While IL11 was decreased with *MAFF* knockdown, elevated IL11 levels were confirmed in shMAFF with IL11 overexpression group. However, IL6 levels remained unchanged in every group (*n* = 10 for shSCR, shMAFF, *n* = 7 or 6 for shMAFF+IL11). Unpaired *t*-test. **c**, **d** Expression of phospho-STAT3 and MECA32 were evaluated from primary tumor tissues and we observed consistent changes with in vitro studies suggesting that MAFF and IL11 pathways regulated phospho-STAT3 and angiogenesis (*n* = 10 for shSCR, shMAFF, *n* = 9 for shMAFF+IL11). Arrows indicate positive MECA-32 staining for vessels. One-Way ANOVA with multiple comparisons. **e** Distant metastasis-free survival of breast cancer patients was evaluated using KM plotter^63^. Combined expression of *MAFF* and *IL11*, *MAFF*, and *BACH1*, or *MAFF*, *IL11*, and *BACH1* showed the correlation with patient survival, indicating prognostic significance of these factors. Log-rank. Graphs represent the mean per group and error bars represent the SEM. ns: not significant.

Finally, survival analysis of breast cancer patients indicated that expression of both MAFF and BACH1 or MAFF, BACH1, and IL11 was significantly correlated with distant metastasis-free survival, further strengthening the prognostic significance of MAFF/IL11 pathways (Fig. 8e). Taken together, these data demonstrate that MAFF is a positive regulator of tumor cell invasion and metastasis by activating IL11/STAT3 pathways when binding to BACH1, especially under hypoxic conditions (Fig. 9).

**Fig. 9:**
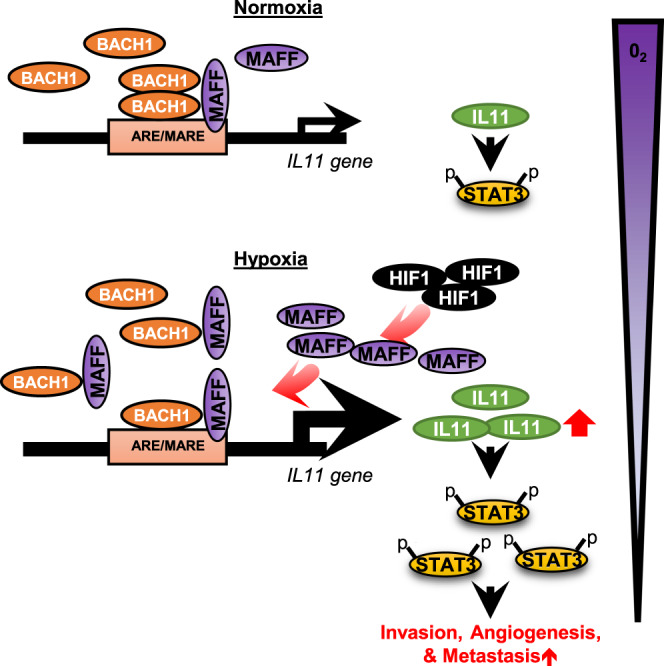
Summary of hypoxia-induced MAFF and its role in tumor invasion and metastasis through IL11/STAT3 pathways. Hypoxia-induced MAFF binds to BACH1 to transcriptionally activate IL11. Increased IL11 leads to elevated phosphorylation of STAT3, which results in enhanced tumor invasion, angiogenesis, and metastasis.

## Discussion

Tissue hypoxia in solid tumors leads to the activation of HIF pathways which affect tumor angiogenesis, metabolism, and metastatic potential^38^. In this study, we describe 50 hypoxia-induced genes, found from microarray analysis^12^, that are increased in most tumor types and are highly correlated with patient survival particularly in breast cancer (Fig. 1 and Supplementary Fig. 1). Pathway analysis confirmed that these hypoxia-induced genes are involved in the regulation of cancer cell metabolism and migration, indicating their significant role in tumor progression. We previously found that the hypoxia-inducible genes *LOX* and *AKAP12* played critical roles in tumor invasion and metastasis in breast cancer or melanoma^14,15^ Using esiRNAs to specifically inhibit each of these fifty genes we identified *MAFF* as a hypoxia-induced gene, which had the most dramatic effect on tumor cell invasion when inhibited. In contrast to LOX and AKAP12, we found that MAFF transcriptionally regulates a different set of target genes to promote tumor invasion and metastasis.

Small MAF proteins have been mainly known for promoting antioxidant responses as binding partners of CNC family members and BACH proteins^7^. However, the individual roles of small MAF proteins are poorly understood. Recent studies provide significant insights into NRF2 and BACH1 in tumor progression, including angiogenesis, tumor metabolism, endothelial-to-mesenchymal transition (EMT), and metastasis^33–35,39–47^, suggesting possible links between small MAFs and tumor progression. Here, we provide strong evidence that the small MAF protein MAFF is a key regulator of tumor invasion and metastasis, especially under hypoxic conditions.

Our genome-wide analysis using RNA- and ChIP-sequencing determined *IL11* as a direct target of endogenous MAFF, which is responsible for an invasive tumor phenotype (Fig. 5 and Supplementary Fig. 5). The role of IL11 in tumor metastasis was first studied in bone metastatic breast cancer due to its osteolytic properties^26^. Further studies showed that IL11 is highly elevated in patient tissues with a variety of cancers^26,27,48,49^. Its role is not limited to bone metastasis only, but to tumorigenesis and tumor metastasis in general^27,50^. Expression of phospho-STAT3 (Tyr705) indicates that MAFF also activates the STAT3 pathway, a downstream target of IL11. We observed that STAT3 phosphorylation is downregulated when MAFF or IL11 were lost and upregulated when MAFF or IL11 were overexpressed (Fig. 6). Under hypoxia, we also found that induction of IL11 and STAT3 activation is inhibited by MAFF knockdown. While IL11 and STAT3 are potential therapeutic targets, our data provide insights on how hypoxia regulates IL11 and STAT3 in cancer^28,51,52^.

In our in vivo studies, we also show that *MAFF* knockdown decreases tumor lung metastasis in both tail vein injection and spontaneous metastasis models (Figs. 4 and 8). In the orthotopic mouse model, we also confirm that overexpression of IL11 restores the levels of tumor metastasis and expression of phospho-STAT3 expression in the absence of MAFF, supporting a critical role of IL11 in MAFF-mediated tumor metastasis (Fig. 9). Although we did not observe changes in human IL6 from the serum of mice harboring MDA-MB-231 tumor cells with or without MAFF expression, we still need to consider the effect of IL6 pathways through trans-signaling. While the classic IL6 pathway is activated through the binding of IL6 to IL6 receptor (IL6R) on the cell surface, proteolytic cleavage of IL6R by ADAM17 or ADAM10 or alternative splicing of IL6R mRNA results in trans-signaling of IL6 through soluble IL6R (sIL6R)^53^. The interaction of sIL6R and gp130 is able to then activate STAT3 pathways in cells that do not express IL6R. Since ADAM10 and ADAM17 are hypoxia targets, we cannot rule out the possible involvement of sIL6R in elevated STAT3 signaling^54,55^. Also, crosstalk between human and murine IL6 pathways in the murine tumor microenvironment by tumor-infiltrating immune cells or fibroblasts can potentially prime the metastatic niche and hyperactivate STAT3 pathways in cancer cells through IL6 trans-signaling pathways^56,57^. Therefore, further studies are required to more rigorously determine the role of IL6 in HIF-1-MAFF-STAT3 pathways.

Although NRF2 has been known for its role in tumor initiation, recent studies emphasize its effect on tumor progression by regulating angiogenesis and metabolism^39,41^. While NRF2 is considered an attractive target for cancer treatment^58^, our data suggest that NRF2 independent mechanisms also play a role in cancer progression. In our study, analysis of MAFF binding proteins using mass spectrometry identified a significant interaction between MAFF and BACH1 in breast cancer cells (Fig. 7). Co-immunoprecipitation further validated that MAFF binds to BACH1 and that this binding is enhanced at lower oxygen concentrations. Unlike previous reports, we do not see an increase in BACH1 levels under hypoxia, which indicates a more prominent role of MAFF at low oxygen concentrations^59^. Recent studies propose that BACH1 acts more than a competitor to NRF2 and instead may act as an activator of metastasis and metabolism^44,46,47^. Both BACH1 and MAFF depletion result in decreased metastasis in multiple preclinical models, suggesting that these proteins work together to regulate a distinct set of genes in the metastatic process.

In metabolic studies, we did not see changes in lactate levels or extracellular acidification rates as measured by the Seahorse FX analyzer, indicating that MAFF is not involved in glycolytic pathways (Supplementary Fig. 3). However, we did find that pyruvate levels were significantly decreased when MAFF was absent. These observations seemed to be consistent with the recent study showing that BACH1 negatively regulates mitochondrial metabolism^44^. Since BACH1 downregulates electron transport chain (ETC) genes, MAFF might contribute to this repression by dimerizing with BACH1.

In our study, cells with BACH1 knockdown indicate that BACH1 is responsible for tumor invasion and angiogenesis through an IL11-STAT3 pathway. Knocking down BACH1 or both MAFF and BACH1 decreased tumor cell invasion and tube formation of HUVEC cells. However, when we overexpress IL11, the decreases in cell invasion and tube formation were reversed, indicating that BACH1 is required to activate IL11 along with MAFF.

Until now, the role of MAFF in cancer has been poorly recognized. In this study we have shown that MAFF as a HIF-1-dependent transcription factor regulating tumor invasion and metastasis. Considering that NRF2 and BACH1 expression levels are unchanged under hypoxia, MAFF is an important mediator of gene activation and repression in response to microenvironment changes in oxygen. In addition, MAFF is an indispensable binding partner of CNC and BACH proteins, and impacts multiple pathways that are necessary for tumor progression. Taken together, our findings highlight the importance of MAFF as a transcription factor regulating tumor progression under normoxia and hypoxia (Fig. 9).

## Methods

### Cell lines and culture conditions

Cell lines were maintained at 37 °C in the humidified incubator with 5% CO_2_. Media were used Dulbecco’s Modified Eagle Medium for MDA-MB-231, MCF7, A549, PC3, HCT116, HepG2, A172, and SiHa and RPMI 1640 for OVCAR8, and SKOV3, which are supplemented with 10% FBS and 1% Penicillin–Streptomycin.

For hypoxia treatments, cells were plated at the desired density 24 h before placement in a hypoxia chamber (Invivo2-400; Ruskin Technologies) maintained at 0.5% oxygen for 24 hours.

### siRNA, shRNAs, cDNAs, and CRISPR transfection and infection

ONTARGET *plus* SMARTpool siRNAs and shRNA constructs in the pLKO.1 vector were purchased from Horizon Discovery or MilliporeSigma. CRISPR/Cas9 All-in-One Lentivectors were acquired from applied biological materials (abm). Human MAFF and IL11 cDNAs were expressed using mammalian gene collection (MGC) in the CMV-SPORT6 vector (Horizon Discovery). To establish stable cell lines these vectors were cloned into lentiviral vector, PLX304 using attB1/attB2 sites for Gateway system.

shRNA-insensitive MAFF cDNA was also generated for rescue experiment. After MAFF cDNA was cloned into lentiviral vector, mutations were made in the third positions of codons corresponding to the region targeted by shRNA D2 (CGTGTGCCAGAAGGAGGAGCT → CGTGTGTCAAAAAGAGGAGCT) using Quick change II site-directed mutagenesis kit (Agilent #200523). Target sequences for shRNAs or CRISPR/Cas9 are included in Supplementary Data 3.

To generate tdTomato labeled MDA-MB-231 cells, we customized the lentiviral vector, pLV-Puro-CMV-Luciferase-T2A-dTomato expressing luciferase and tdTomato from VectorBuilder.

### esiRNA libraries

Customized esiRNA libraries were purchased from MilliporeSigma. For invasion assay using collagen, 1.25×10^3^ tdTomato labeled MDA-MB-231 cells were mixed with 25 μl of Corning® Collagen I, Rat Tail (Corning #354236) on ice and then transferred into the well of the pre-cooled 96-well plate. After polymerization, 5pmol of each esiRNA was transfected into cells. After 1week incubation, stacks of images were acquired with 10 μm Z-spacing using a fluorescence microscope (Leica DMi8). For each well, 3 images were taken with 10-power magnification. Later stacked images were converted into the binary image and analyzed using Angiogenesis Analyzer for ImageJ^60^.

For cell survival assay, we used sulforhodamine B (SRB) assay^61^ to minimize artifacts from metabolic changes under hypoxia.

### Western blot

Cells were washed with PBS and protein was extracted by adding RIPA buffer supplemented with Protease inhibitor (Thermo Scientific #A32955) and phosphatase inhibitor (PhosSTOP Roche 04906845001). Protein concentration was determined using Pierce^TM^ BCA protein Assay kit (ThermoFisher Scientific #23227). 30 μg of protein samples were boiled at 95 °C for 5 min and loaded into 4–12% Bis-Tris Plus gels (ThermoFisher Scientific #NW04120BOX or ##NW04125BOX) to run in MOPS SDS running buffer (HIF-1α, HIF-2α, HIF-1β, BACH1, NRF2, phospho-STAT3) or MES SDS running buffer (MAFF, MAFG, MAFK). After transfer using Trans-Blot Turbo system (BioRad), membranes were incubated overnight with primary antibodies. After washing three times, secondary antibodies were incubated for 1 hour. Membranes were washed three times again, and protein bands were visualized using SuperSignal^TM^ West Dura Extended Duration Substrate (ThermoFisher Scientific #34075) or Femto Maximum Sensitivity Substrate (ThermoFisher Scientific #34094). Image Lab 4.0 was used to collect western blot images from Chemidoc.

### Quantitative reverse transcription real-time PCR (qRT-PCR)

Total mRNA was extracted using Trizol. 1 μg of mRNA was reverse transcribed into cDNA using an iScript cDNA synthesis kit (BioRad). Quantitative real-time RT-PCR was performed with iTaq^TM^ Universal SYBR Green Supermix (BioRad) using the ABI 7900HT Fast Real-Time PCR System (Applied Biosystems). Each primer sequence is indicated in Supplementary Data 4. The expression level of each mRNA was normalized to 18s expression in the same sample.

### HIF-1α chromatin immunoprecipitation

The ChIP assay was performed as described previously^62^. ChIP was performed on MDA-MB-231 cells exposed to normoxia (21% O_2_) or hypoxia (0.5% O_2_) for 24 h using rabbit anti-HIF1α antibody (Abcam). Normal rabbit IgG (Santa Cruz Biotechnology) was used as a nonspecific IgG control. Cells were formalin fixed, lysed, and sonicated using a Bioruptor Plus Sonication System (Diagenode Inc.) set at high power. Sonicated chromatin was incubated overnight with antibodies followed by precipitation with protein A/G Dynabeads (Invitrogen). Five percent of the sample from each immunoprecipitation was reserved for input control. Alternatively, relative enrichment was measured by quantitative RT-PCR using a titration of pooled input samples as a standard curve and normalized to input after subtraction of IgG signal. Enrichments are presented as fold change relative to normoxia or IgG control. Each primer sequence is indicated in Supplementary Data 5.

### Transwell invasion assays

Matrigel-coated transwell chambers were pre-incubated with serum-free media 2 h prior to experiments (Corning®). A total of 2.5 × 10^4^ cells were placed in the upper chamber of the transwell setup and incubated for 24 h. The membrane was fixed and stained using the three step staining kit (Richard-Allan Scientific^TM^). Invading and migrating cells were counted using bright-field microscopy.

### Collagen invasion assay

A total of 1.25 × 10^3^ cells were suspended in a 1:1 ratio of media and Rat Tail Type I collagen (Corning®). Cells were plated into 96-well plates. After 2 h when collagen was polymerized, 100 µl of cell growth media was added. Cells were incubated for 5–10 days to take images.

### In vitro tube formation assay

10^4^ cells were plated on a 96-well plate with endothelial cell medium containing 5% FBS (Cell Biologics #M1168). After 24 h incubation under normoxia or hypoxia, media was collected and briefly spun down at 200 × *g* for 5 min to remove cell debris. 50 μl of Corning® Matrigel® Growth Factor-Reduced basement membrane matrix (Corning 354230) was added to a 96-well plate on ice. After 1 h incubation to polymerize at 37 °C, 0.5 × 10^4^ GFP-labeled human umbilical vein endothelial cells (HUVEC) (Angio-Proteomie #cAP-0001GFP) in 100 μl of collected cell media were plated onto matrigel. 4 h after tube formation was imaged using a fluorescent microscope (Leica DMi8) with 10-power magnification.

### Luciferase reporter assay

pGL4.42[luc2P/HRE/Hygro] vector was purchased from Promega (#E4001). While it was used as a hypoxia control, 4x HREs were excised using XhoI and BglII. Sequences of HRE8, HRE9, or mutated HRE8 or HRE9, as well as, MARE were ordered from IDT with sticky ends of overhangs of enzyme restriction. 100 μM of sense oligos and 100 μM of antisense oligos were mixed with annealing buffer and incubated for 5 min at 95 °C to anneal. Annealed oligos were diluted to 1:20 and ligated into a vector cut with two enzymes using T4 DNA ligase. The reaction was performed overnight at room temperature. Ligated DNA was transformed into DH5 alpha competent cells (ThermoFisher Scientific #18258012) and colonies were picked and grown to prep DNA using GeneJET plasmid mini prep kit (ThermoFisher Scientific #K0502). DNA with correct sequences were used for the luciferase assay.

10^4^ cells were seeded on a 96-well plate. Then 50 ng of pGL4 firefly luciferase vector with HRE or mutations, or IL11 promoter with MARE were transfected with 5 ng of renilla luciferase vector using X-tremeGENE9^TM^ DNA transfection reagent (MilliporeSigma #6365787001). 48 h after transfection cells were treated under normoxia or hypoxia.

1× PLB was prepared from Dual-Luciferase® Reporter assay System (ThermoFisher Scientific #E1910). After PBS washing, 20 μl of 1× PLB was added in each well and the culture plate was shaken at room temperature for 15 min. Cell lysates were mixed with 100 μl of LAR II and transferred into a white walled 96-well plate. Firefly luciferase activity was measured using the luminometer (Biotek Synergy H1). Then 100 μl of Stop & Glo reagents were mixed and renilla luciferase activity was measured using the same luminometer. Sequences are included in Supplementary Data 6.

### Extracellular acidification rate (ECAR) measurement by Seahorse XF analyzer

10^4^ MDA-MB-231 cells were seeded in XF96 Seahorse plate with 100 μl of DMEM containing 10% FBS and 1% antibiotics. To hydrate the cartridge, each well of the utility plate was filled with 200 μl of sterile water. Then sensor cartridge was placed on the top of the utility plate and sensors were submerged into the water. Assembled sensor cartridge and the utility plate was incubated in a non-CO_2_ 37 °C incubator overnight. After water was removed from the utility plate, 200 μl of pre-warmed XF calibrant (Agilent #100840-000) was added to each well. Again, sensor cartridge was assembled with the utility plate to make sensors get submerged in calibrant. After 1 h incubation in a non-CO_2_ 37 °C incubator, the injection ports of the sensor cartridge were loaded into the machine. Cells were washed with assay media (DMEM with 25 mM glucose, 2 mM glutamine, 1 mM pyruvate, 5% FBS, pH 7.4) and filled with 160 μl of assay media. 20 μl of prepared inhibitors (25 mM Glucose, 1 μM oligomycin, 100 mM 2-deoxyglucose) were loaded into each injection port. After calibration with a calibrant plate, sensor cartridge was again assembled with the cell plate and run with the protocol of a 3 min mix time, 3 min wait, and 3 min measurement.

### Animal studies

All animal studies were conducted with approval by the Institutional Animal Care and Use Committee (IACUC) at Stanford University. Female nude mice (Crl:NU(NCr)-*Foxn1*^*nu*^, 6–8 weeks) were purchased from Charles River Laboratories. 5 × 10^5^ MDA-MB-231 cells were suspended in 25 µl of PBS and 25 µl of Matrigel (Corning 354230) and inoculated in contralateral mammary glands. Tumor growth was measured every two days using calipers. For tail vein injection, 1 × 10^6^ MDA-MB-231 cells in 100 µl of PBS was injected into mouse tail veins. Three months after tumor cell injection, mice were sacrificed, and lung tissues were collected for H&E staining and quantitative PCR. To set up intraperitoneal tumor metastasis, 2 × 10^6^ OVCAR8 cells in 100 µl of PBS were injected into the intraperitoneal cavity. Twenty-eight days after, mice were sacrificed, and all visible tumor nodules were counted and weighed following our previous protocol^19^.

Spontaneous lung metastasis model was performed by injecting 2 × 10^6^ MDA-MB-231 cells in contralateral mammary glands of female NSG mice (NOD.*Cg-Prkdc*^*scid*^*Il2rg*^*tmlWjl*^/Szj, 6–8 weeks, Jackson Laboratory #005557). Cells were suspended in 37.5 μl of PBS and 37.5 μl of Matrigel to make 75 μl total. Tumor growth was measured every week with calipers and when their median size reached ~1000 mm^3^, mice were sacrificed to collect primary tumors, lungs, and blood serum.

### Immunohistochemistry

Before excising the tumors, the hypoxia marker pimonidazole (60 mg/kg i.p., Hypoxiprobe, Inc) was injected. Excised tumors were fixed in formalin for 48 h and stored in 70% ethanol until paraffin embedding. Paraffin-embedded tissues were sectioned and stained as previously described^15^. Briefly, slides were baked at 65 °C for 45 min and rehydrated in Xylene, 100%, 95%, 85%, 75% ethanol for 5 min each. Antigen retrieval was performed by being submerged and boiled in 10 mM citric acid, pH 6 in a microwave for 6 min. After quenching of endogenous peroxidases using 3% H_2_O_2_ in methanol, membrane was permeabilized using 0.3% Triton-X 100. After washing in TBS for 5 min, tissues were blocked with TNB buffer (0.1 M Tris-HCl pH 7, 0.15 M NaCl, 0.5% Blocking reagent) provided by the Tyramide Signal Amplification kit (TSA kit, Perkin-Elmer). Slides were blocked for 30 min and incubated with primary antibodies for overnight. MAFF (1:200, Genetex), BACH1 (10 μg/ml, R&D), IL11 (1:200, Genetex), HIF-1α (1:200, Abcam), phospho-STAT3 (1:200, Cell Signaling), MECA-32 (1:200, BD Transduction), Ki67 (1:200, Thermo Scientific), and monoclonal antibody for pimonidazole (1:50 Hypoxyprobe MAb 1) were used. On the second day, slides were washed three times in TBS with 0.5% Tween-20 and incubated with biotin-conjugated secondary antibodies (1:200, Vector or 1:500, F(ab’)_2_ from Hypoxyprobe, Inc.). Slides were incubated with Streptavidin-HRP (1:100), Biotin Tyramide diluted (1:50), and again streptavidin-HRP (1:100) diluted in TNB buffer. HRP signals were visualized by applying 3,3′-diaminobenzidine (DAB).

### Image analysis

Three representative areas were imaged using a bright field microscope (Leica DMi8) with Leica Application Suite X (LAS X). For nuclear staining (Ki67 and phospho-STAT3), images were converted to 8-bit images and threshold adjusted. Then positive nuclear staining was counted and analyzed with “analyze particles, Size (pixel^2: 10-Infinity)”. MECA-32 stained vessels and lung nodules from tail vein injection were manually counted. Overlapping regions (MAFF, HIF-1, BACH1, IL11, pimonidazole) were calculated after drawing the region of interest and compare the percentage of positively stained areas, which were coexisted in both tissue sections. For spontaneously metastasized lung nodules, whole tissue sections were imaged using NanoZoomer 2.0-RS (Hamamatsu). Then using ImageJ, images were converted to 8-bit images and contrast was enhanced to saturated pixels of 0.35%. After threshold was adjusted, images were mask converted to generate to black and white images. From converted images, lung nodules were counted using “analyze particles, Size (pixel^2: 5-infinitiy)”.

### Patient data

Patient overall survival data were obtained from GEO, GSE19783 and GSE42568. Distant metastasis-free survival data were obtained from KM plotter (kmplot.com)^63^. Data were re-plotted using GraphPad.

Tissue microarray slide was purchased from Biomax (#BRM961) and stained with MAFF. MAFF staining intensity was analyzed using FIJI (Image-J-based open-source software). The color deconvolution feature was used to extract the positively stained areas. Integrated density values were calculated from the resulting binary image.

Gene expression patterns from human tumor samples were separated by their similarity to our developed hypoxia signatures^16^. Binary regression from this analysis showed highly statistically significant correlations between hypoxia signature MAFF mRNA levels.

### RNA-sequencing and ChIP-sequencing

MDA-MB-231 cells were incubated under normoxia (21%) and hypoxia (0.5%) for 24 hours with or without siRNA against MAFF. Using QIAShredder and RNeasy Mini kit (Qiagen #79654 and #74104), RNA was extracted. For RNA-sequencing, Libraries were prepared using a TruSeq RNA sample preparation Kit (Illumina #RS-122-2001) according to the manufacturer’s protocol. Samples were pooled and 50 bp reads were generated on an Illumina HiSeq2500 Analyzer (Psomagen, Maryland, USA). Raw FASTQ sequence files obtained from the RNA-seq experiments were analyzed in Basespace’s RNA express pipeline (RNA Express Legacy; version: 1.0.0), using the STAR aligner and DESEQ2 to call differentially expressed genes. Genes with an adjusted *p*-value ≤0.1 were then used for further analysis. To derive MAFF-dependent genes, we included genes that were significantly regulated by MAFF siRNA in 1.3-fold changes compared to scrambled siRNA.

For ChIP-sequencing, V5-tagged MAFF was overexpressed in MDA-MB-231 cells with MAFF knockdown and chromatin was prepared as described previously^64^. 2 × 10^7^ cell were crosslinked with 1% formaldehyde in CiA fixation buffer (50 mM HEPES pH 8, 1 mM EDTA, 0.5 mM EGTA, 100 mM NaCl) for 10 min. Then glycine was added to a final concentration of 125 mM to stop the fixation. To collect nuclei cells were resuspended in CiA NP-Rinse 1 (50 mM HEPES pH 8, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP40, 0.25% Triton X-10) and incubated in ice for 10 min. Cells were washed with CiA NP-Rinse 2 (10 mM Tris pH8, 1 mM EDTA, 0.5 mM EDTA, 200 mM NaCl) and dissolved in Covaris shearing buffer (0.1% SDS, 1 mM EDTA, 10 mM Tris-HCl pH 8). Cells were sonicated using Covaris S220 (Intensity 4, Duty Factor 5%, Cycle/Burst 200) for 420 s. After spinning down, supernatants were collected for immunoprecipitation using V5 antibody (Cell Signaling #13202) and Dynabeads protein A (Thermo Fisher Scientific #10001D) overnight at 4 °C with rotation. Using magnetic stand, beads were collected and washed with IP buffer (50 mM HEPES.KOH, 300 mM NaCl, 1 mM EDTA < 1% Triton-X, 0.1% DOC, 0.1% SDS), DOC buffer (10 mM Tris pH8, 0.25 M LiCl, 0.5% NP40, 0.5% DOC, 1 mM EDTA), and TE pH 8. Beads were mixed with TE, 0.5% SDS, and proteinase K and incubated overnight at 65 °C to reverse crosslink. ChIPed DNA was collected from beads and eluted using QIAquick PCR purification kit (Qiagen #28104).

Libraries were prepared using NEBNext Ultra II DNA Library Prep kit for Illumina (NEB #E7103) and NEBNext Multiplex Oligos for Illumina (NEB #E7730S). To control the quality of DNA libraries, the size and purity of samples were confirmed by Bioanalyzer. Samples were pooled and 2x150bp paired-end sequencing was performed by Illumina HiSeq2500 Analyzer (Genewiz, New Jersey, USA). Raw FASTQ files obtained in the ChIP-seq experiments were aligned with Bowtie2 and MACS was used to call peaks. The cutoff value used was *q*-value < = 0.05. MEME was used for de novo motif analysis of the genomic DNA sequences flanking ChIP-seq peaks. The percentage of peaks containing a MAFF consensus motif was determined with RSA-tools matrix scan.

GSEA, DAVID Bioinformatics Resources 6.7^20,21^, and Pubmatrix were used to analyze the gene lists derived from RNA-seq or ChIP-seq data to find enriched pathways and biological functions^21^. All RNA-seq and ChIP-seq data are available in the GEO database (http://www.ncbi.nlm.niv.gov/gds) under the accession number GSE144964.

### Co-immunoprecipitation

Nuclear protein was extracted using a modified protocol from the previous publication^65^. After washing in cold PBS, hypotonic buffer (10 mM HEPES, pH 7.9, 10 mM KCl, 1.5 mM MgCl_2_, Roche cOmplete^TM^ protease inhibitor cocktail (MilliporeSigma 11697498001)) was added to cells. Cells were scraped and homogenized 10 times with a dounce homogenizer (pestle B) (Kimble Chase). Samples were spun down at 17,000 × *g* at 4 °C for 5 min. After brief wash with hypotonic buffer, pellets were resuspended in high salt buffer (20 mM HEPES, pH 7.9, 0.42 M NaCl, 25% glycerol, 5 mM Ca_2_Cl, 1.5 mM MgCl_2_, 0.1% Nonidet P-40 (NP-40), 0.2 mM EDTA, Roche cOmplete^TM^ protease inhibitor cocktail). Samples were homogenized 20 times with a dounce homogenizer (pestle B). Chromatin was further digested by incubation with micrococcal nuclease (ThermoFisher Scientific #88216) at room temperature for 10 min. Samples were centrifuged at 17,000 × *g* at 4 °C for 15 min and supernatants were collected.

Samples were incubated with antibodies (MAFF: 15 μg, MilliporeSigma #M8194, BACH1: 5 μg, Santa Cruz #sc-14700, or IgG: Santa Cruz #sc-2027) overnight at 4 °C and using Pierce protein magnetic beads A/G (Thermo Scientific), protein was pulled and eluted.

### Mass spectrometry

To determine protein-protein interaction, eluted samples were run on 4–20% precast protein gel (BioRad #4561094). When samples were run about 1 cm, the run was stopped and gel was stained by Coomassie Blue. After washing, gel was cut into 1 cm × 1 cm cubes and samples were processed and analyzed at Stanford Mass Spectrometry Facility following the previously published protocol^66^.

### Statistical analysis and reproducibility

All experiments were performed for at least two times. Student’s *t*-test, log-rank test, one-way, or two-way ANOVA with post-hoc Fisher’s PLSD tests were performed to determine statistical significance using GraphPad. All error bars represent the mean ± SEM.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Dataset 6

Reporting Summary

## Data Availability

The RNA and ChIP-sequencing data (Fig. 5, Supplementary Fig. 5) have been deposited in the GEO database under the accession number GSE144964. The source data underlying western blotting are provided as a Source Data file. All the other data supporting the findings of this study are available within the article and its Supplementary information files and from the corresponding author upon reasonable request. cbioportal was used to determine genetic alterations in hypoxia-regulated genes (cbioportal.org). Kaplan–Meier plotter (kmplot.com), and GEO datasets: GSE19783, GSE42568 were used to evaluate patient survival. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: The HIF target MAFF promotes tumor invasion and metastasis through IL11 and STAT3 signaling
**Source:** Nat Commun. 2021 Jul 14;12:4308. doi: 10.1038/s41467-021-24631-6
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **The HIF target MAFF promotes tumor invasion and metastasis through IL11 and STAT3 signaling**

Eui Jung Moon, Stephano S Mello, Caiyun G Li, Jen-Tsan Chi, Kaushik Thakkar, Jacob G. Kirkland, Edward L. Lagory, Ik Jae Lee, Anh N Diep, Yu Miao, Marjan Rafat, Marta Vilalta, Laura Castellini, Adam J Krieg, Edward E Graves, Laura D Attardi, Amato J Giaccia

a

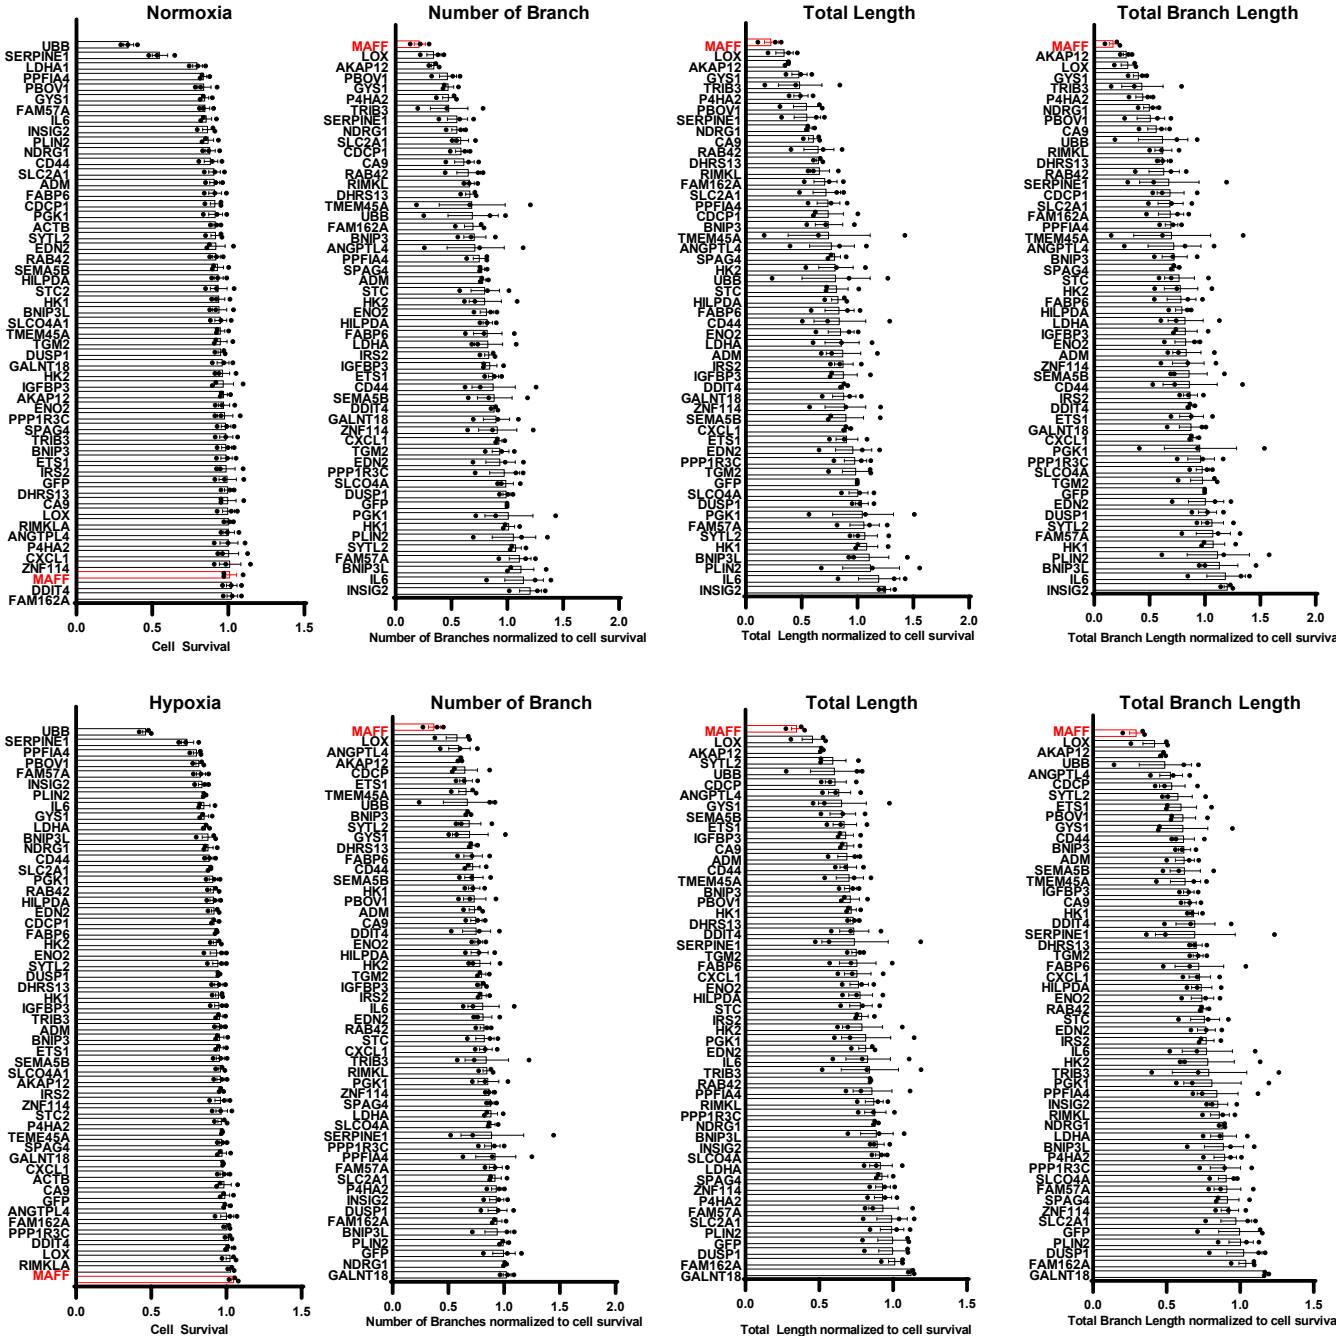

Supplementary Figure 1. Hypoxia-induced MAFF regulates tumor invasion and acts as a prognostic indicator

Using esiRNA library, 50 hypoxia-induced genes were evaluated for their effect on cell survival and invasion under normoxia (a) and hypoxia (b). Cell survival was measured using SRB assay (*ProOmega*) while invasion assay was performed on collagen I coated 96 well plate. Cell invasion was determined by measuring “number of branch”, “total length”, and “total branch length” using ImageJ. Graphs represent the mean per group and error bars represent the SEM.  $n=3$  biological replicates. One-Way ANOVA with multiple comparisons was used to determine the statistical significance of MAFF knockdown compared to GFP control (Normoxia: Cell survival: ns, Number of Branch:  $p=0.0003$ , Total Length:  $p=0.0066$ , Total Branch Length:  $p=0.0035$ . Hypoxia: Cell Survival: ns, Number of Branch:  $p=0.0003$ , Total Length:  $p=0.0001$ , Total Branch Length:  $p=0.0005$ ). ns: not significant.

**a**

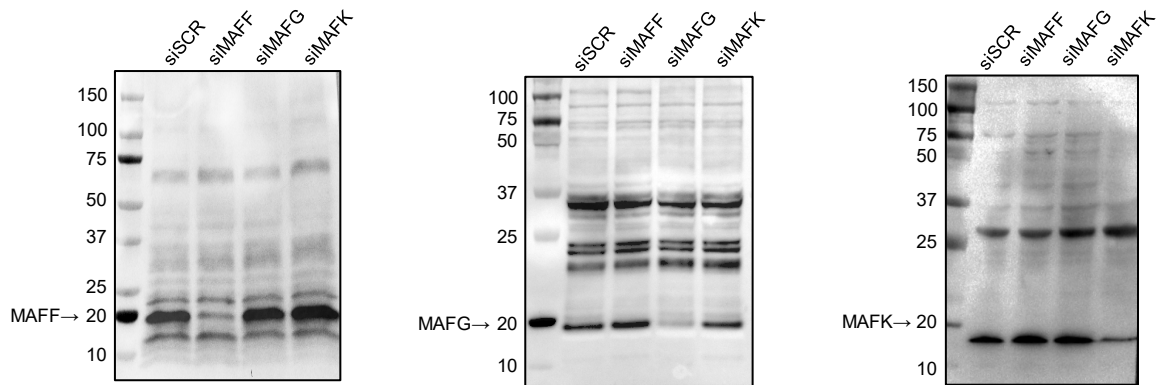

**b**

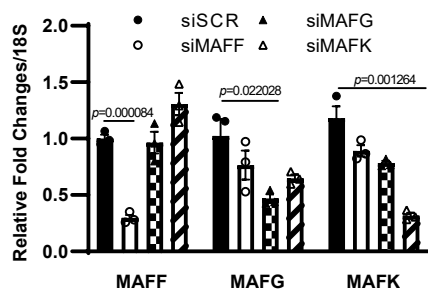

**c**

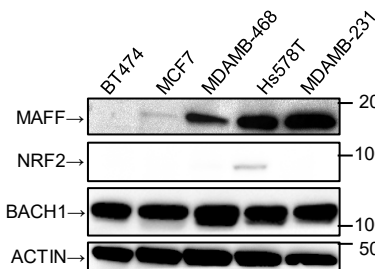

**d**

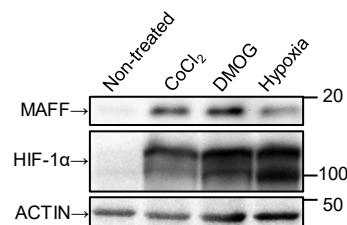

**e**

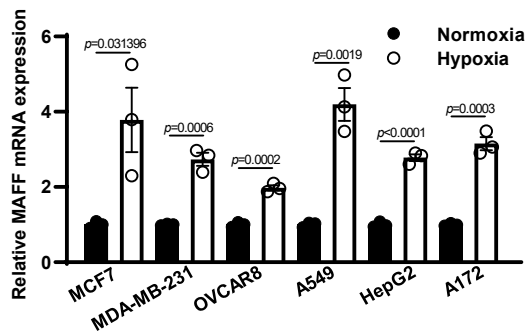

**f**

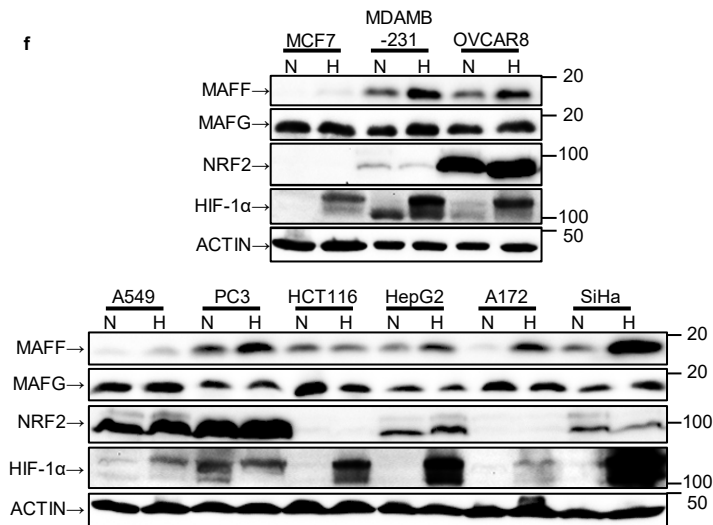

**g**

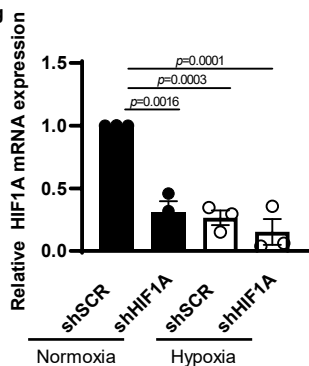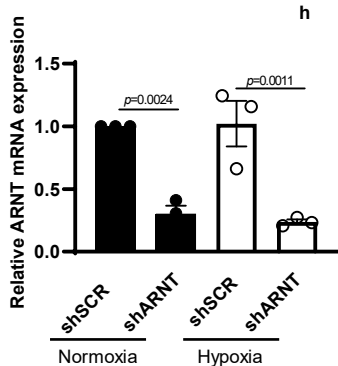

**h**

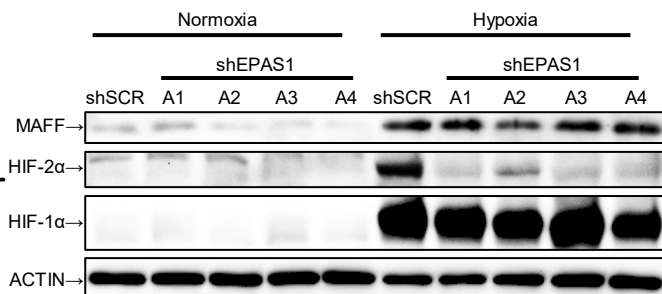

## Supplementary Figure 2. MAFF induction under hypoxia is regulated by HIF-1

(a) MAFF antibody specificity was confirmed by knocking down *MAFF* as well as other small MAF family, *MAFG* and *MAFK* using siRNA (*Horizon Discovery*). MAFG and MAFK antibodies also showed specificity to each protein. (b) mRNA expression of *MAFF*, *MAFG*, and *MAFK* were determined after siRNA knockdown.  $n=3$  biological replicates. Multiple Unpaired  $t$ -test. (c) Basal expression of MAFF protein was high in more aggressive and metastatic breast cancer cell lines compared to non-metastatic cells. (d) Treatment with chemical HIF inducers,  $\text{CoCl}_2$  and DMOG, increased MAFF expression in MDA-MB-231 cells. (e-f) In breast (MCF7, MDA-MB-231), ovarian (OVCAR8, SKOV3), lung (A549), prostate (PC3), liver (HepG2), brain (A172), and cervix (SiHa) tumor cells, hypoxia enhanced MAFF mRNA or protein expression (N: Normoxia, H: Hypoxia).  $n=3$  biological replicates. Unpaired  $t$ -test. (g) Knockdown of *HIF1A* and *ARNT* (HIF-1 $\beta$ ) was confirmed by qRT PCR.  $n=3$  biological replicates. One-Way ANOVA with multiple comparisons. (h) Knocking down *EPAS1* (HIF-2 $\alpha$ ) using a variety of clones of shRNA did not affect MAFF induction under hypoxia measured using Western blot. Graphs represent the mean per group and error bars represent the SEM.

Supplementary Figure 3.

MDA-MB-231

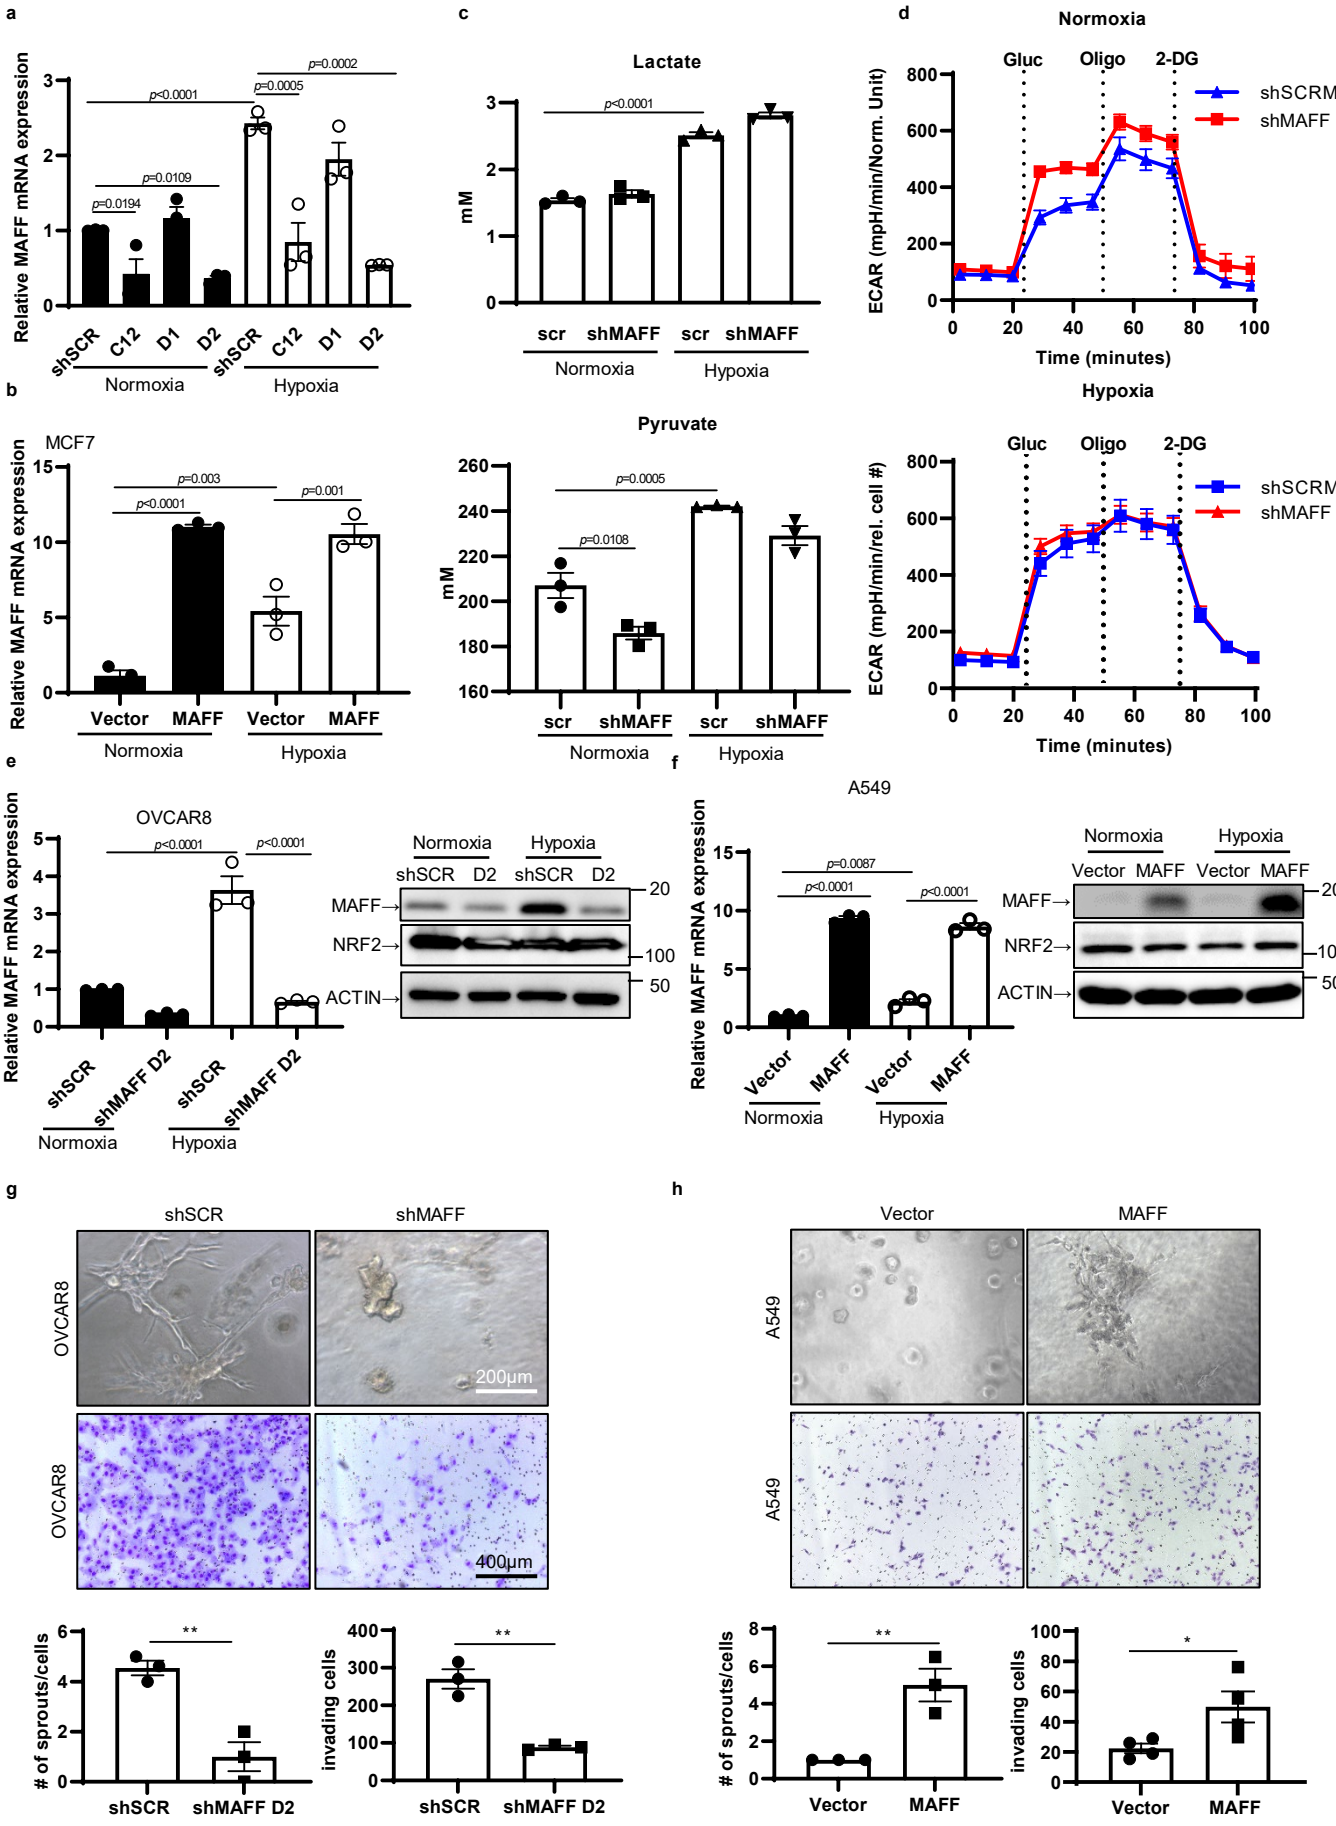

### Supplementary Figure 3. MAFF regulates tumor cell invasion

MAFF was knocked down or overexpressed in MDA-MB-231 (a) or MCF7 (b) cells. mRNA expression was evaluated using qRT-PCR.  $n=3$  biological replicates. One-Way ANOVA with multiple comparisons. (c) The role of MAFF in tumor metabolism was determined by measuring lactate and pyruvate levels from cell media.  $n=3$  biological replicates. Student's unpaired  $t$ -test. (d) Seahorse FX analyzer (*Agilent*) measured extracellular acidification rates (ECAR) to compare glycolysis rates with or without MAFF knockdown.  $n=10$  technical replicates. Experiments were repeated twice. (e-h) MAFF knockdown or overexpression in OVCAR8 or A549 with high NRF2 expression also changed tumor cell invasion on collagen (upper panels,  $n=3$ ) and through Matrigel-coated transwell membranes (lower panels,  $n=4$ ). One-Way ANOVA with multiple comparisons. Graphs represent the mean per group and error bars represent the SEM.

a

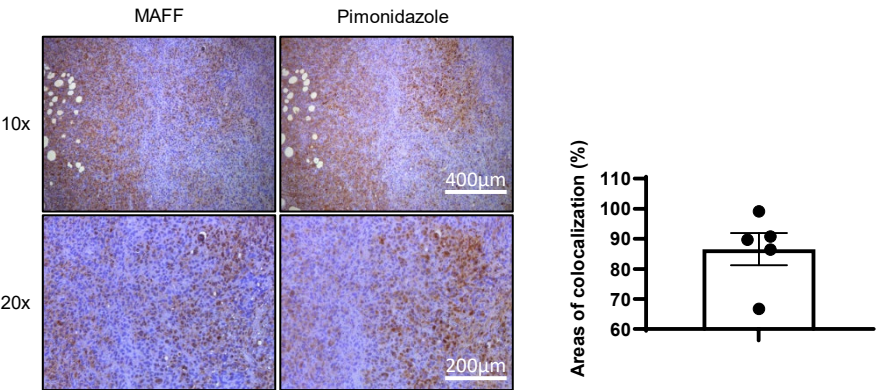

**Supplementary Figure 4. MAFF regulates *in vivo* tumor metastasis**

(a) Overlapping areas of MAFF expression and pimonidazole, a hypoxia marker, were observed in mouse tumor tissues (average 86.5%, n=5). Graph represents the mean, and the error bar represents the SEM.

a

|          | Gene    | Fold changes | Funcntional Annotation                |
|----------|---------|--------------|---------------------------------------|
| NORMOXIA | CD274   | 0.726438     | positive regulation of cell migration |
|          | HMGA2   | 1.60103      | epithelial to mesenchymal transition  |
|          | MCAM    | 0.735603     | positive regulation of cell migration |
|          | PDGFB   | 1.624505     | positive regulation of cell migration |
|          | SOX9    | 0.617281     | regulation of cell adhesion           |
|          | TGFB2   | 1.603251     | epithelial to mesenchymal transition  |
|          | SMAD7   | 1.594385     | negative regulation of cell migration |
|          | COL1A1  | 1.638073     | positive regulation of cell migration |
|          | NEDD9   | 1.476314     | cell adhesion                         |
|          | IL11    | 0.629815     | Wound healing                         |
|          | ITGB1   | 0.759436     | cell adhesion                         |
|          | ANGPTL4 | 1.654047     | Angiogenesis                          |
|          | PGF     | 1.406393     | Cell adhesion                         |
|          | TNC     | 0.466516     | Cell adhesion                         |
|          | BMP4    | 1.492778     | positive regulation of cell migration |
| Hypoxia  | RHOB    | 1.976571     | negative regulation of cell migration |
|          | S100A4  | 1.558329     | epithelial to mesenchymal transition  |
|          | TGFB2   | 1.573525     | epithelial to mesenchymal transition  |
|          | COL1A1  | 1.605475     | positive regulation of cell migration |
|          | IL11    | 0.528143     | Wound healing                         |
|          | TNC     | 0.621575     | Cell adhesion                         |
|          | BMP4    | 1.400556     | positive regulation of cell migration |
|          | SRF     | 0.692555     | Angiogenesis                          |

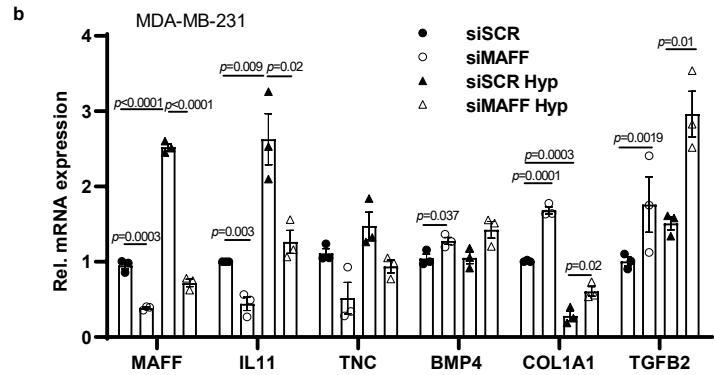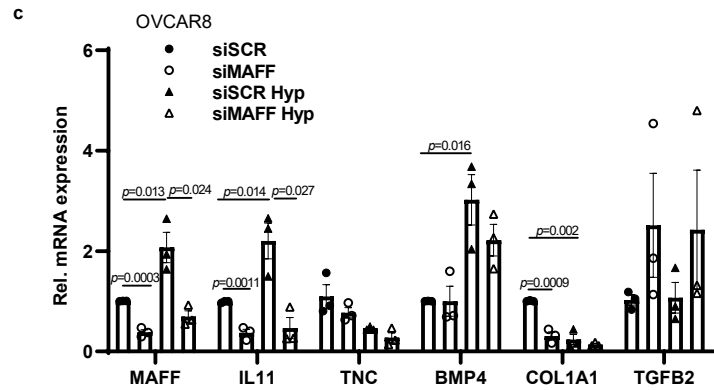

### Supplementary Figure 5. MAFF target gene identification by genome wide analysis

Direct targets of MAFF were identified by ChIP sequencing using V5-MAFF overexpressing MDA-MB-231 cells with knockdown of endogenous MAFF (a) Among overlapping genes from RNA-sequencing and ChIP-sequencing, data mining by DAVID and Pubmatrix further identified 16 genes under normoxia and 7 genes under hypoxia. Among these genes, under both normoxia and hypoxia, 3 (*TGFB2*, *BMP4*, *COL1A1*) were upregulated when MAFF was knocked down, and 2 genes (*IL11*, *TNC*) were downregulated when MAFF was inhibited (b) Sequencing data was validated by performing qPCR in MDA-MB-231 cells. Expression of *IL11* and *TGFB2* were significantly altered by MAFF inhibition and by hypoxia.  $n=3$  biological replicates. Multiple Unpaired *t*-test. (c) In OVCAR8 cells with high NRF2 expression, only *IL11* showed the consistent results with MDA-MB-231 when MAFF was knocked down or when cells were treated under hypoxia as we observed from MDA-MB-231 cells.  $n=3$  biological replicates. Multiple Unpaired *t*-test. Graphs represent the mean per group and error bars represent the SEM.

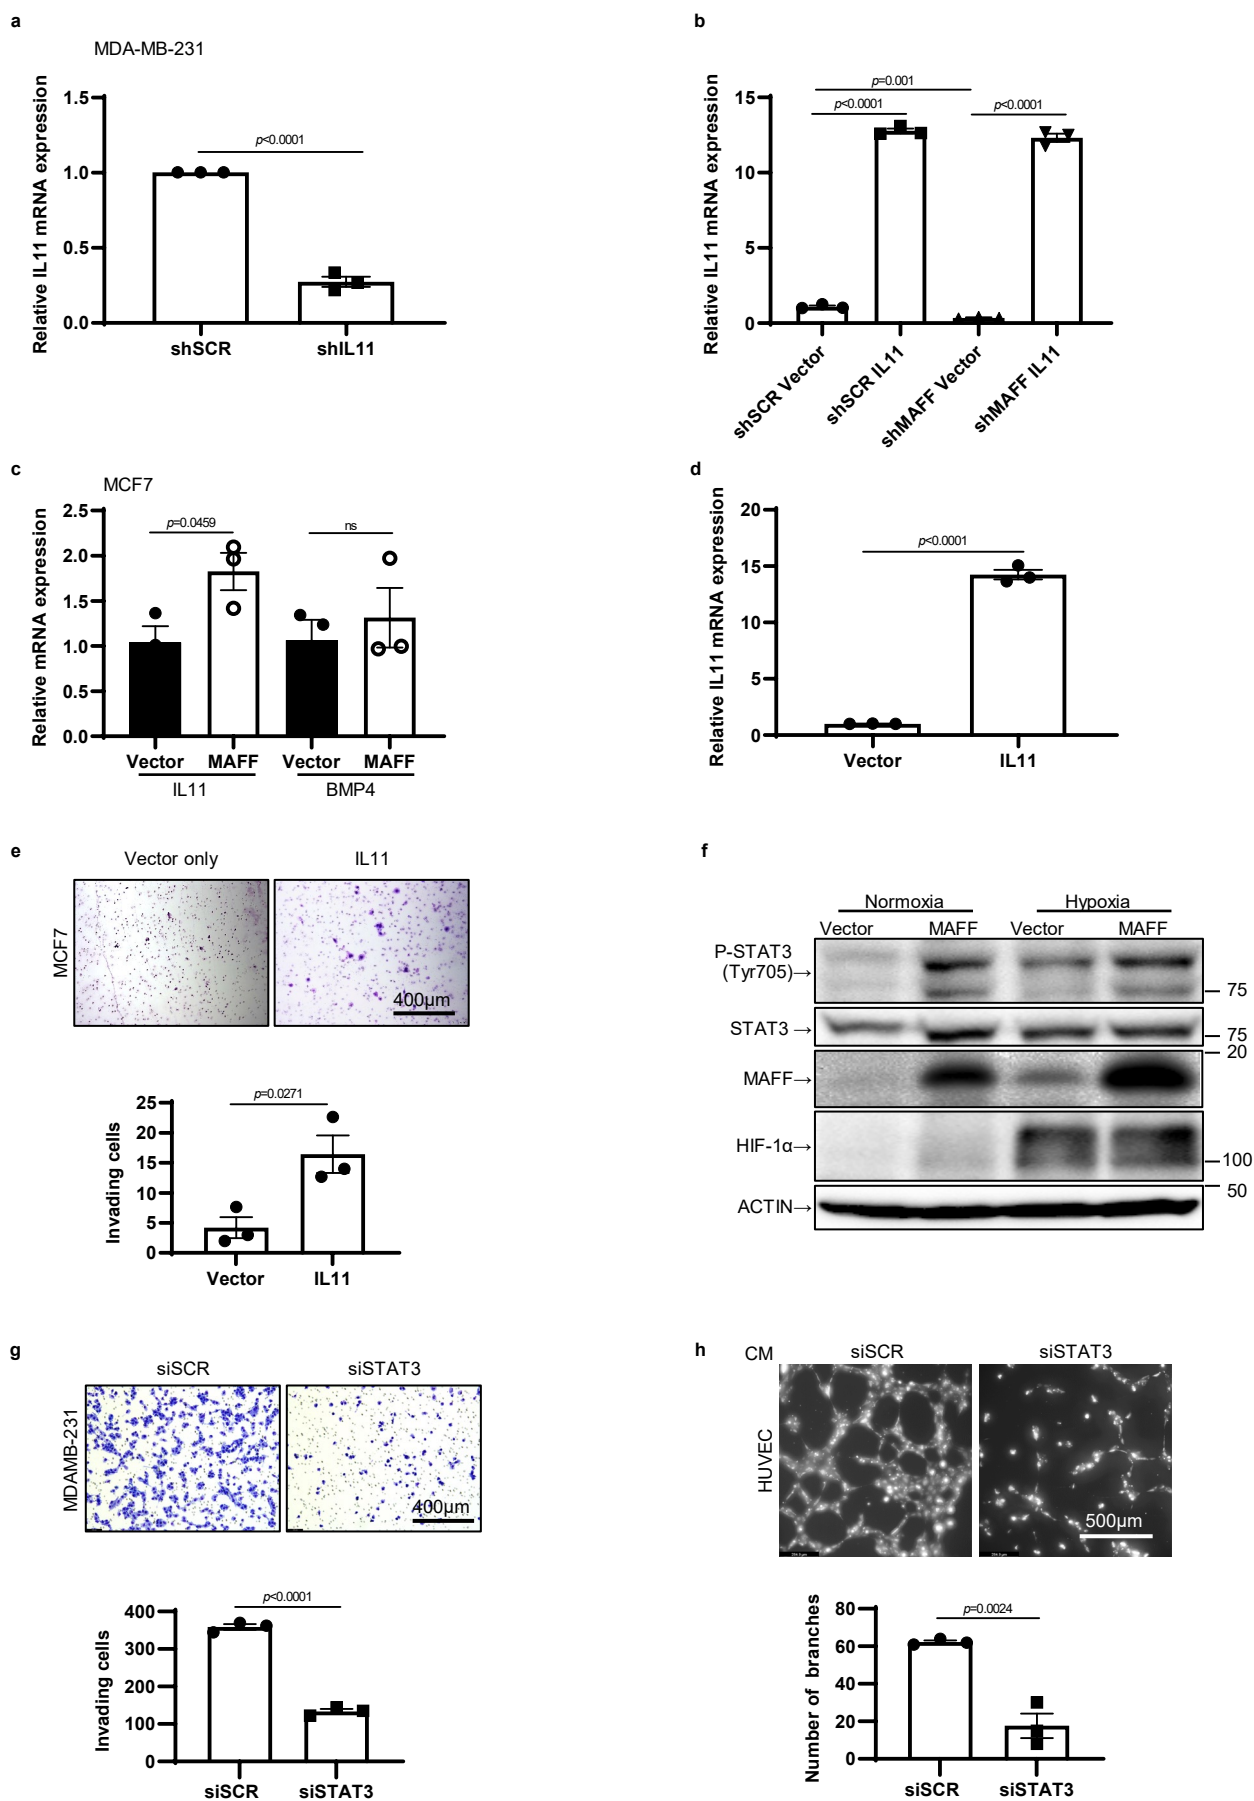

#### Supplementary Figure 6. MAFF-mediated IL11 regulates tumor cell invasion

(a-b) *IL11* mRNA expression was measured in MDA-MB-231 cells after *IL11* knockdown or overexpression using qRT-PCR.  $n=3$  biological replicates. Unpaired *t*-test. (c) MAFF overexpression in MCF7 cells increased expression of *IL11* but not *BMP4*, which was measured by qRT-PCR.  $n=3$  biological replicates. Unpaired *t*-test. (d) mRNA expression of *IL11* was confirmed after ectopic expression of IL11 by qRT-PCR.  $n=3$  biological replicates. Unpaired *t*-test. (e) Overexpression of IL11 increased cell invasion of MCF7 through Matrigel coated transwell.  $n=3$  biological replicates. Unpaired *t*-test. (f) Overexpression of MAFF in MCF7 cells increased phospho-STAT3. (g) Knocking down STAT3 in MDA-MB-231 using siRNA decreased tumor cell invasion through Matrigel coated transwell.  $n=3$  biological replicates. Unpaired *t*-test. (h) Cell media from MDA-MB-213 with STAT3 knockdown reduced tube formation of GFP-labelled HUVEC cells on growth factor reduced matrigel (CM: Cell Media).  $n=3$  biological replicates. Unpaired *t*-test. Graphs represent the mean per group and error bars represent the SEM.

a

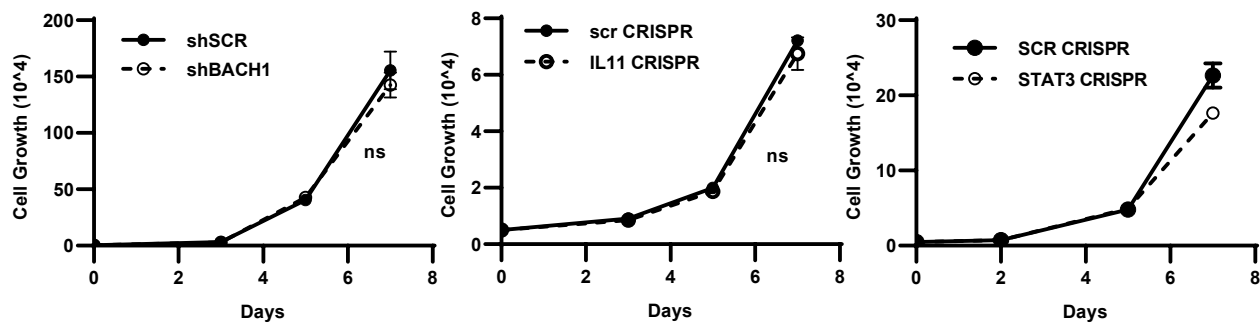

b

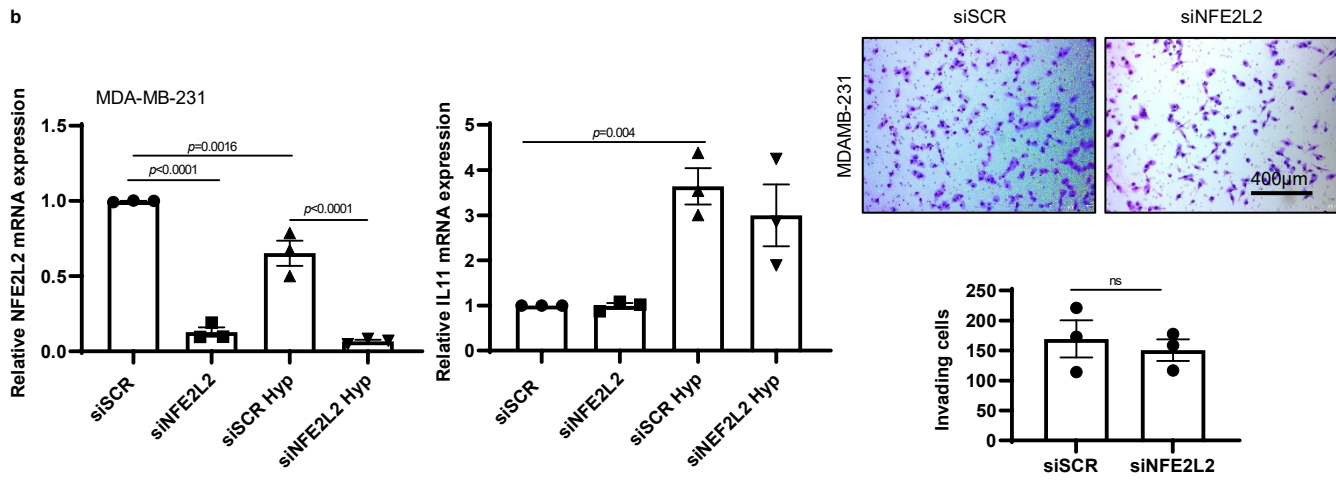

Supplementary Figure 7. MAFF binds to BACH1 to activate IL11-STAT3 pathways

(a) Inhibition of BACH1, IL11, or STAT3 did not change tumor cell growth.  $n=3$  biological replicates. Unpaired  $t$ -test. (b) qRT-PCR data showed that knocking down *NRF2* did not change *IL11* mRNA expression in MDA-MB-231.  $n=3$  biological replicates. One-Way ANOVA with multiple comparisons. (c) Knocking down *NRF2* did not alter tumor cell invasion through Matrigel coated transwells.  $n=3$  biological replicates. Student's unpaired  $t$ -test. Graphs represent the mean per group and error bars represent the SEM.

a

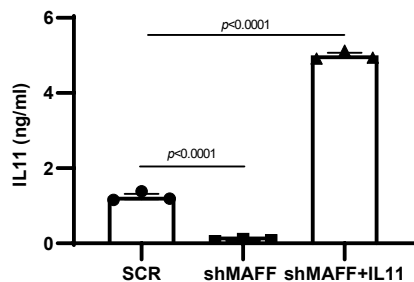

b

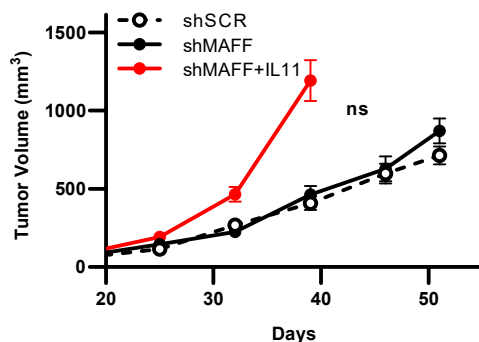

c

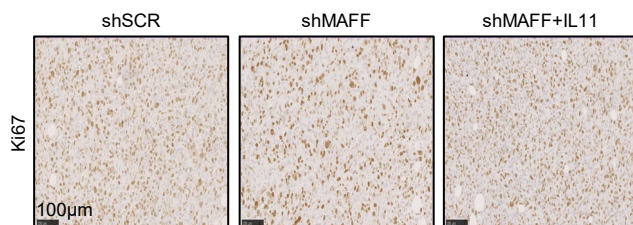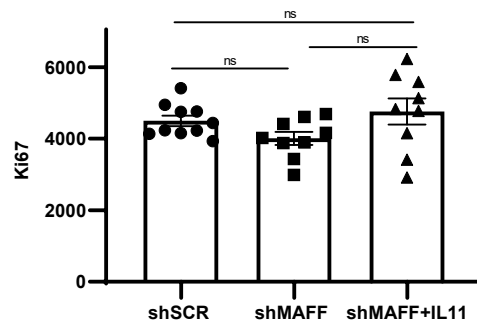

d

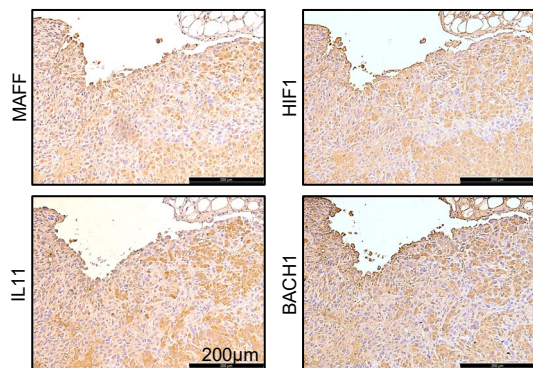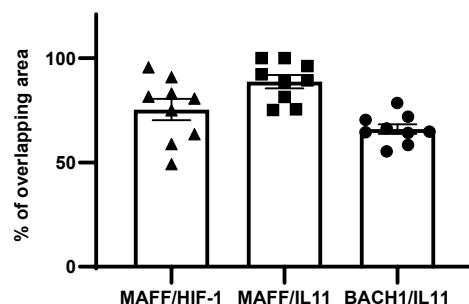

**Supplementary Figure 8. MAFF enhances tumor metastasis through IL11/STAT3 pathways *in vivo* and their combined expression predicts patient survival**

(a) Secreted IL11 levels were measured using ELISA before injecting MDA-MB-231 cells with or without shMAFF as well as IL11 overexpression.  $n=3$  biological replicates. One-Way ANOVA with multiple comparisons. (b) Growth of MDA-MB-231 injected into mammary fat pad of SCID mice were measured every week to compare the effect of MAFF and IL11 expression on tumor growth *in vivo*.  $n=10$  for shSCR and shMAFF,  $n=9$  for shMAFF+IL11. One-Way ANOVA. (c) Tumor cell proliferation was determined in primary tumor tissues using Ki67 staining.  $n=10$  for shSCR  $n=9$  for shMAFF and shMAFF+IL11. One-Way ANOVA with multiple comparisons. (d) Colocalization of MAFF and HIF-1, MAFF and IL11, and BACH1 and IL11 were determined by IHC and ImageJ analysis.  $n=9$ . Graphs represent the mean per group and error bars represent the SEM.

# Supplementary material for: The HIF target MAFF promotes tumor invasion and metastasis through IL11 and STAT3 signaling
**Source:** Nat Commun. 2021 Jul 14;12:4308. doi: 10.1038/s41467-021-24631-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title: Supplementary Data 1.**

Description: Top 50 hypoxia regulated genes in RCC4-VHL cells treated under hypoxia. This table contains information about top 50 hypoxia regulated genes we identified from microarray data in RCC4-VHL cells.

**Title: Supplementary Data 2.**

Description: This table contains information for MAFF regulated genes identified from both RNA-sequencing and ChIP-sequencing.

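Supplementary Data 2 has a sheet per oxygen level and a joint sheet, each pairing gene symbols with a fold change. The values are ratios without a log, and MAFF, which fell with siMAFF in the RNA libraries, stands below 1 in them, so they read as siMAFF over siSCR although the column's heading names the reverse order. By the paper's table, the sheets hold 358 genes for normoxia, 207 for hypoxia and 262 in the joint sheet, and 94 genes are on both single sheets. In the edgeR tests described with the RNA data, 358 of the 358 genes for normoxia and 200 of the 207 for hypoxia (96.6%) were called.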

**Title: Supplementary Data 3.**

Description: Target sequences for shRNAs and Cas9-CRISPR. This table contains information for sequences of shRNAs or Cas9/CRISPR to knockdown or to knockout target genes.

**Title: Supplementary Data 4.**

Description: Primers for qPCR. This table contains information for primer sequences we used for qPCR to determine mRNA expression.

**Title: Supplementary Data 5.**

Description: Primers for ChIP. This table contains information for primer sequences we used for ChIP PCR to determine direct binding of HIF-1 or MAFF on MAFF or IL11 promoters.

**Title: Supplementary Data 6.**

Description: Promoter sequences for luciferase reporter assays. This data contains information for promoter sequences used for luciferase reporter assays to determine specific binding of HIF-1 or MAFF on target sequences.

# Supplementary material for: The HIF target MAFF promotes tumor invasion and metastasis through IL11 and STAT3 signaling
**Source:** Nat Commun. 2021 Jul 14;12:4308. doi: 10.1038/s41467-021-24631-6
**Supplement:** Supplementary file 4 — Dataset 1

## Slide 1
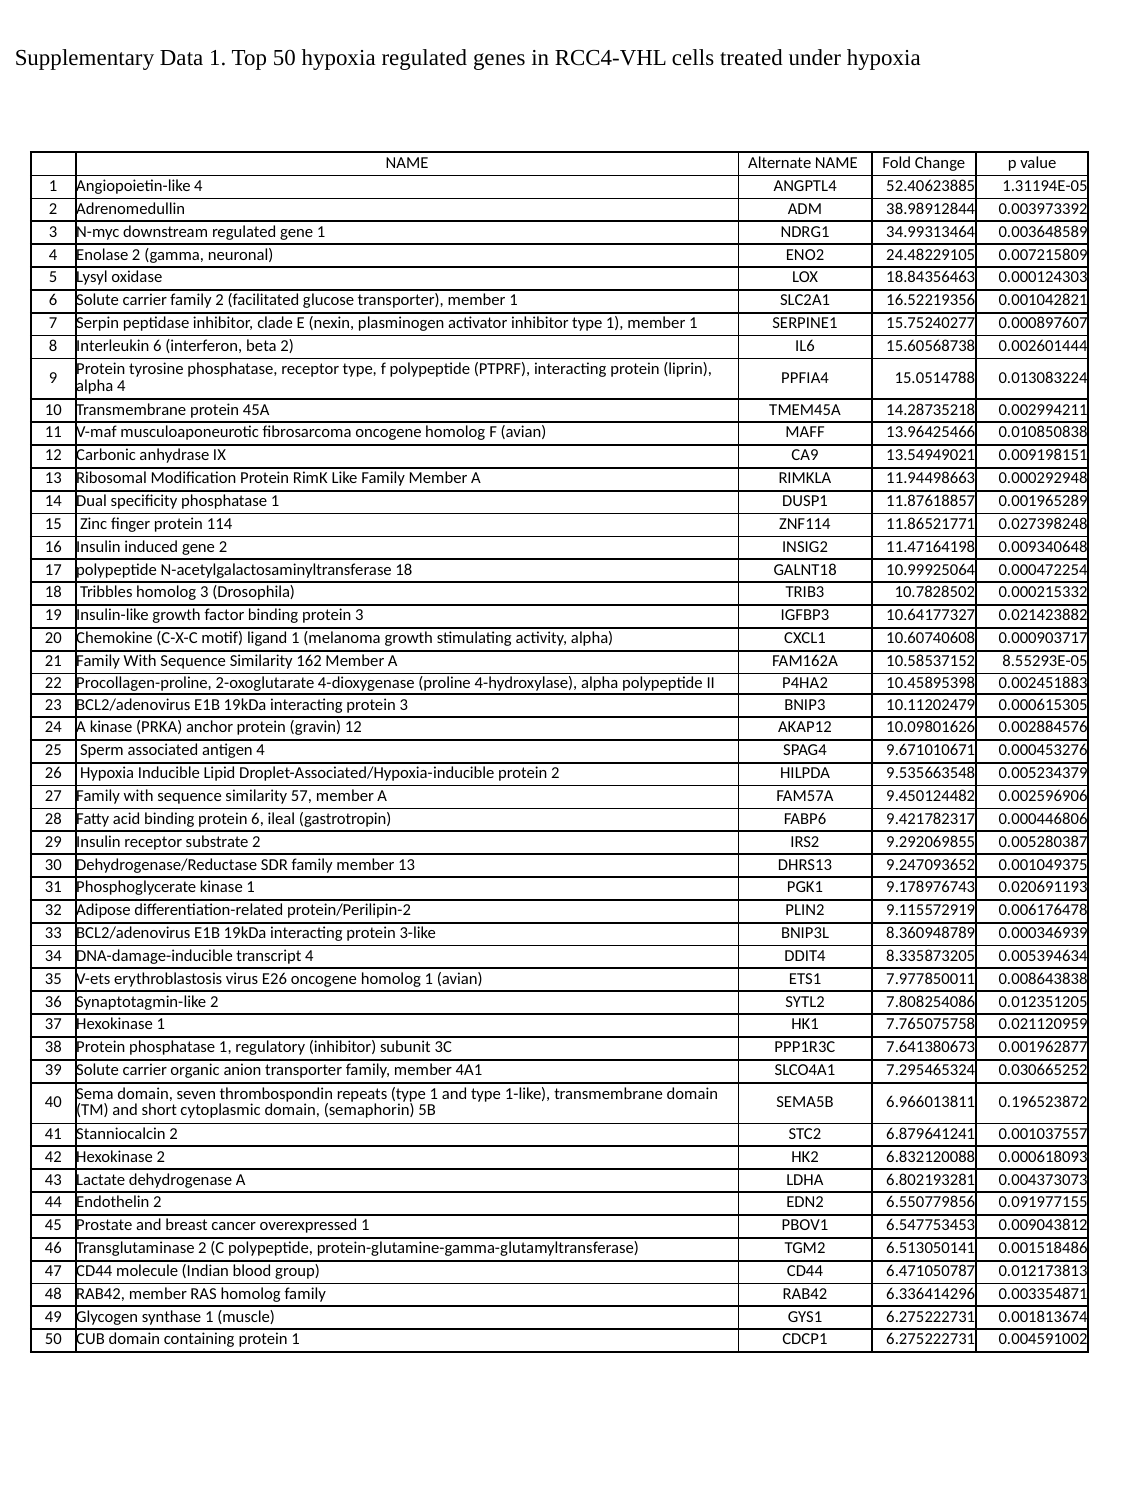

Supplementary Data 1. Top 50 hypoxia regulated genes in RCC4-VHL cells treated under hypoxia

# Supplementary material for: The HIF target MAFF promotes tumor invasion and metastasis through IL11 and STAT3 signaling
**Source:** Nat Commun. 2021 Jul 14;12:4308. doi: 10.1038/s41467-021-24631-6
**Supplement:** Supplementary file 6 — Dataset 3

## Slide 1
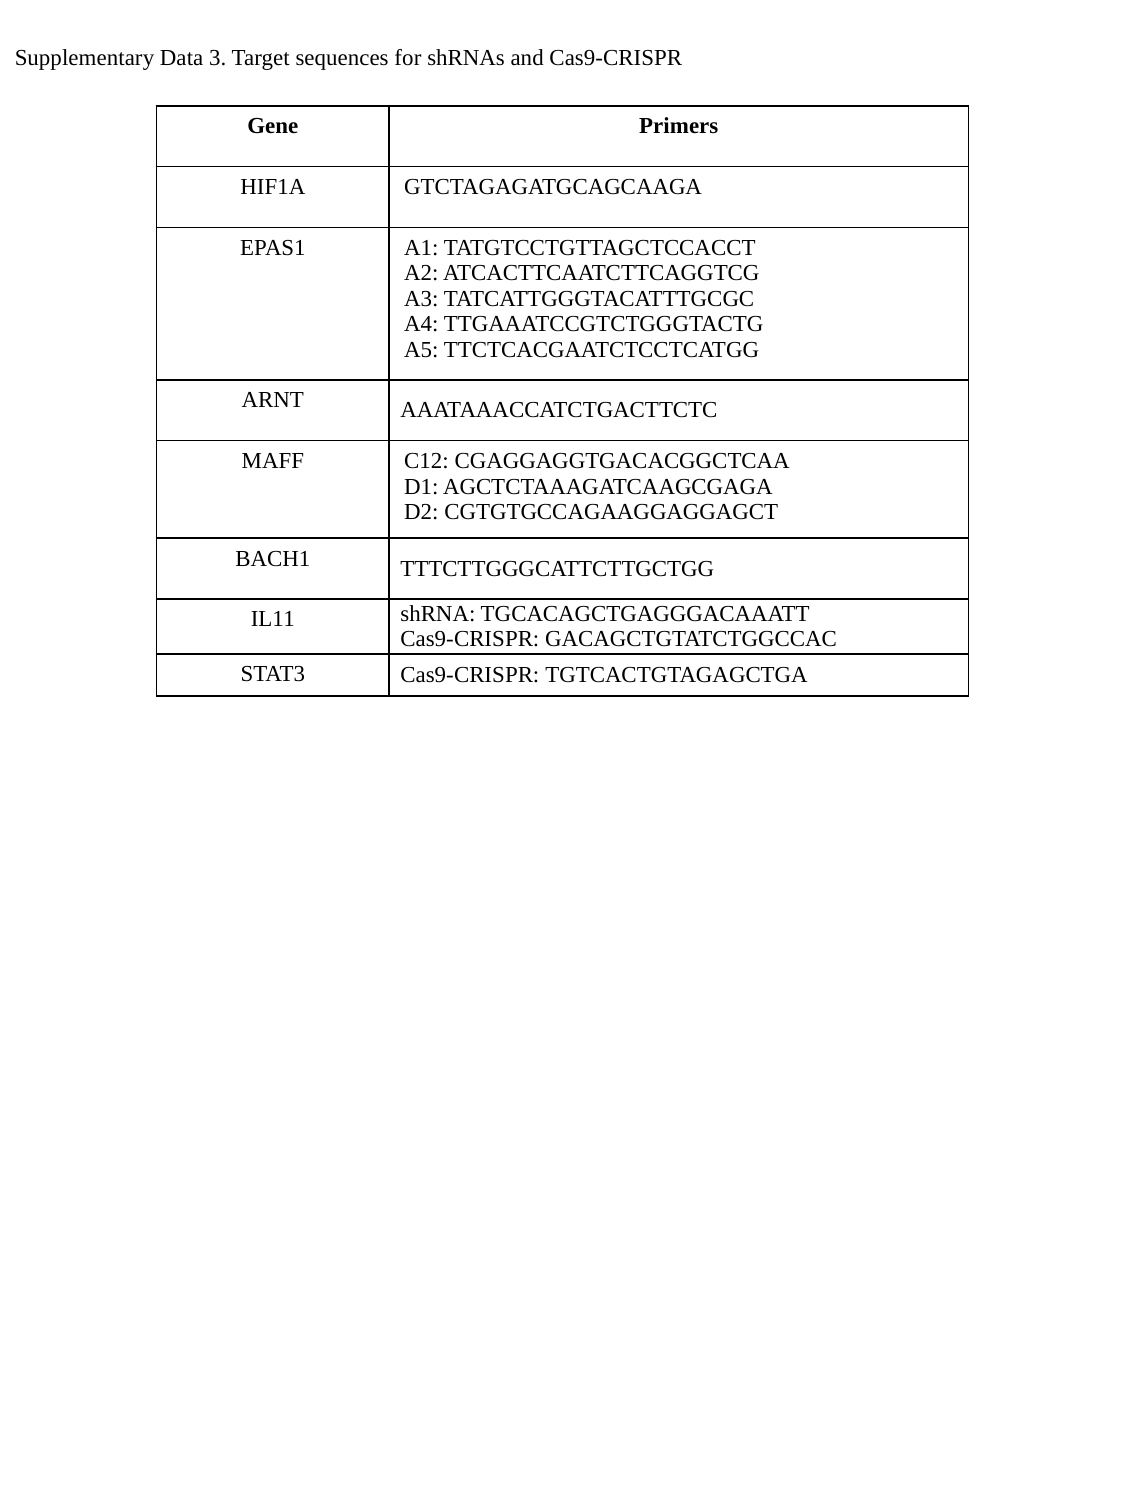

Supplementary Data 3. Target sequences for shRNAs and Cas9-CRISPR
| Gene | Primers |
| --- | --- |
| HIF1A | GTCTAGAGATGCAGCAAGA |
| EPAS1 | A1: TATGTCCTGTTAGCTCCACCT A2: ATCACTTCAATCTTCAGGTCG A3: TATCATTGGGTACATTTGCGC A4: TTGAAATCCGTCTGGGTACTG A5: TTCTCACGAATCTCCTCATGG |
| ARNT | AAATAAACCATCTGACTTCTC |
| MAFF | C12: CGAGGAGGTGACACGGCTCAA D1: AGCTCTAAAGATCAAGCGAGA D2: CGTGTGCCAGAAGGAGGAGCT |
| BACH1 | TTTCTTGGGCATTCTTGCTGG |
| IL11 | shRNA: TGCACAGCTGAGGGACAAATT Cas9-CRISPR: GACAGCTGTATCTGGCCAC |
| STAT3 | Cas9-CRISPR: TGTCACTGTAGAGCTGA |

# Supplementary material for: The HIF target MAFF promotes tumor invasion and metastasis through IL11 and STAT3 signaling
**Source:** Nat Commun. 2021 Jul 14;12:4308. doi: 10.1038/s41467-021-24631-6
**Supplement:** Supplementary file 7 — Dataset 4

## Slide 1
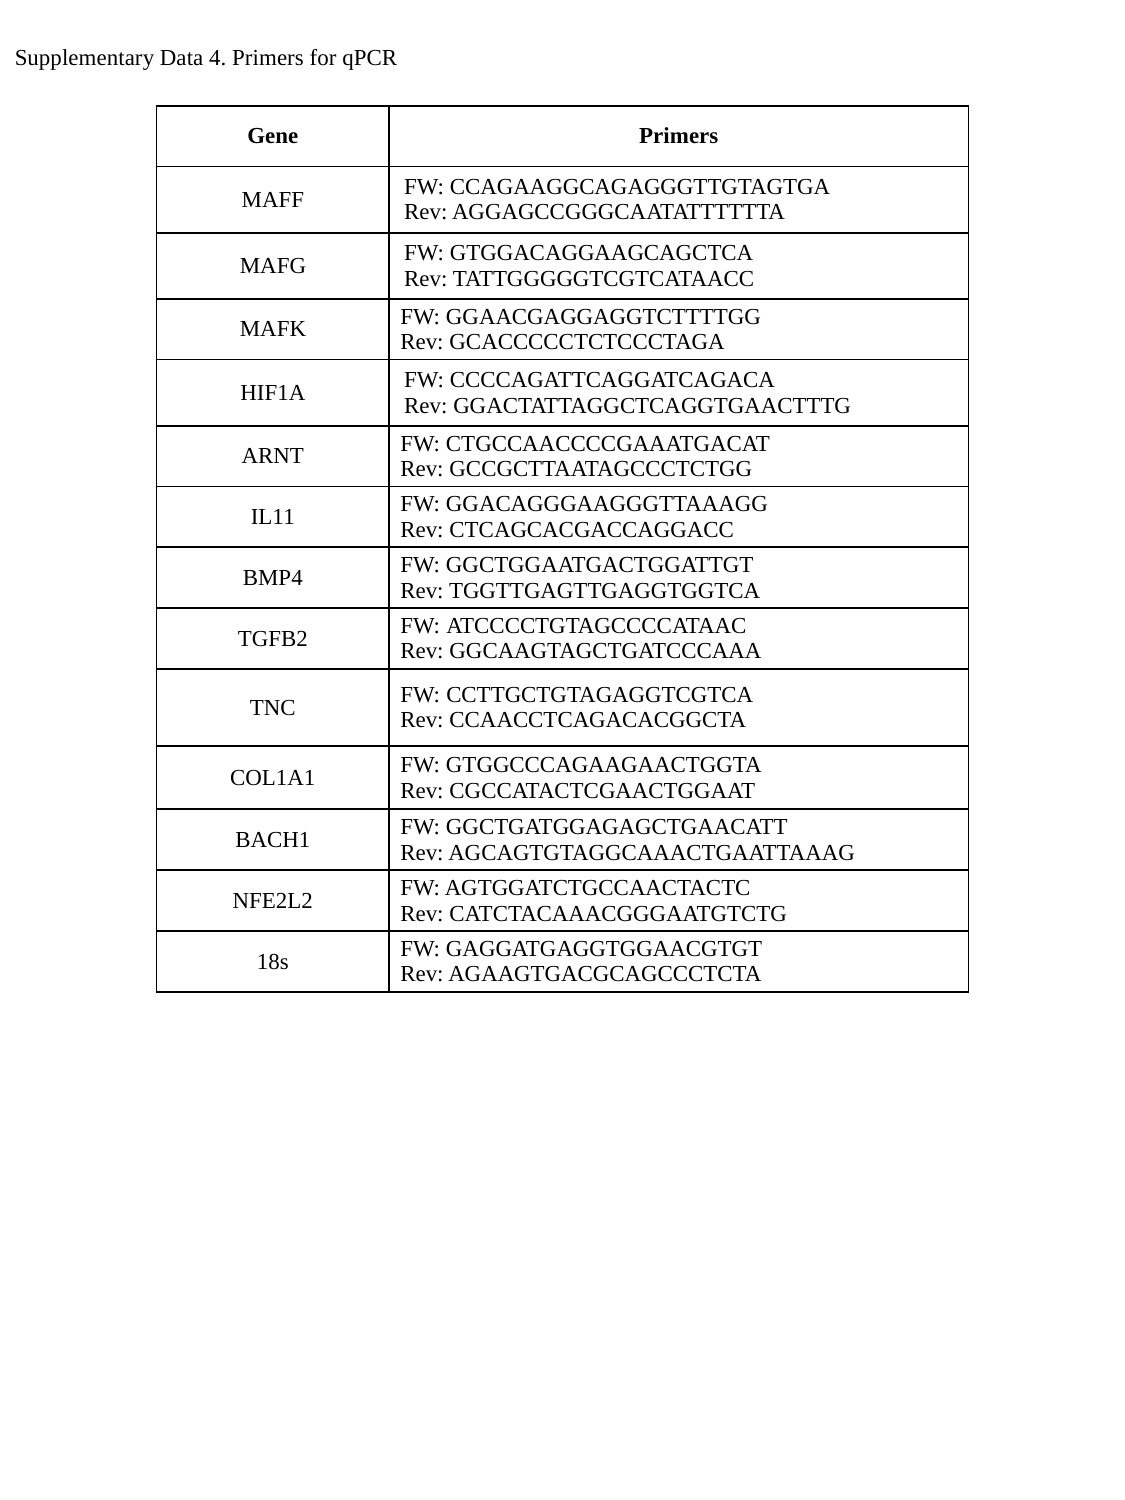

Supplementary Data 4. Primers for qPCR
| Gene | Primers |
| --- | --- |
| MAFF | FW: CCAGAAGGCAGAGGGTTGTAGTGA Rev: AGGAGCCGGGCAATATTTTTTA |
| MAFG | FW: GTGGACAGGAAGCAGCTCA Rev: TATTGGGGGTCGTCATAACC |
| MAFK | FW: GGAACGAGGAGGTCTTTTGG Rev: GCACCCCCTCTCCCTAGA |
| HIF1A | FW: CCCCAGATTCAGGATCAGACA Rev: GGACTATTAGGCTCAGGTGAACTTTG |
| ARNT | FW: CTGCCAACCCCGAAATGACAT Rev: GCCGCTTAATAGCCCTCTGG |
| IL11 | FW: GGACAGGGAAGGGTTAAAGG Rev: CTCAGCACGACCAGGACC |
| BMP4 | FW: GGCTGGAATGACTGGATTGT Rev: TGGTTGAGTTGAGGTGGTCA |
| TGFB2 | FW: ATCCCCTGTAGCCCCATAAC Rev: GGCAAGTAGCTGATCCCAAA |
| TNC | FW: CCTTGCTGTAGAGGTCGTCA Rev: CCAACCTCAGACACGGCTA |
| COL1A1 | FW: GTGGCCCAGAAGAACTGGTA Rev: CGCCATACTCGAACTGGAAT |
| BACH1 | FW: GGCTGATGGAGAGCTGAACATT Rev: AGCAGTGTAGGCAAACTGAATTAAAG |
| NFE2L2 | FW: AGTGGATCTGCCAACTACTC Rev: CATCTACAAACGGGAATGTCTG |
| 18s | FW: GAGGATGAGGTGGAACGTGT Rev: AGAAGTGACGCAGCCCTCTA |

# Supplementary material for: The HIF target MAFF promotes tumor invasion and metastasis through IL11 and STAT3 signaling
**Source:** Nat Commun. 2021 Jul 14;12:4308. doi: 10.1038/s41467-021-24631-6
**Supplement:** Supplementary file 8 — Dataset 5

## Slide 1
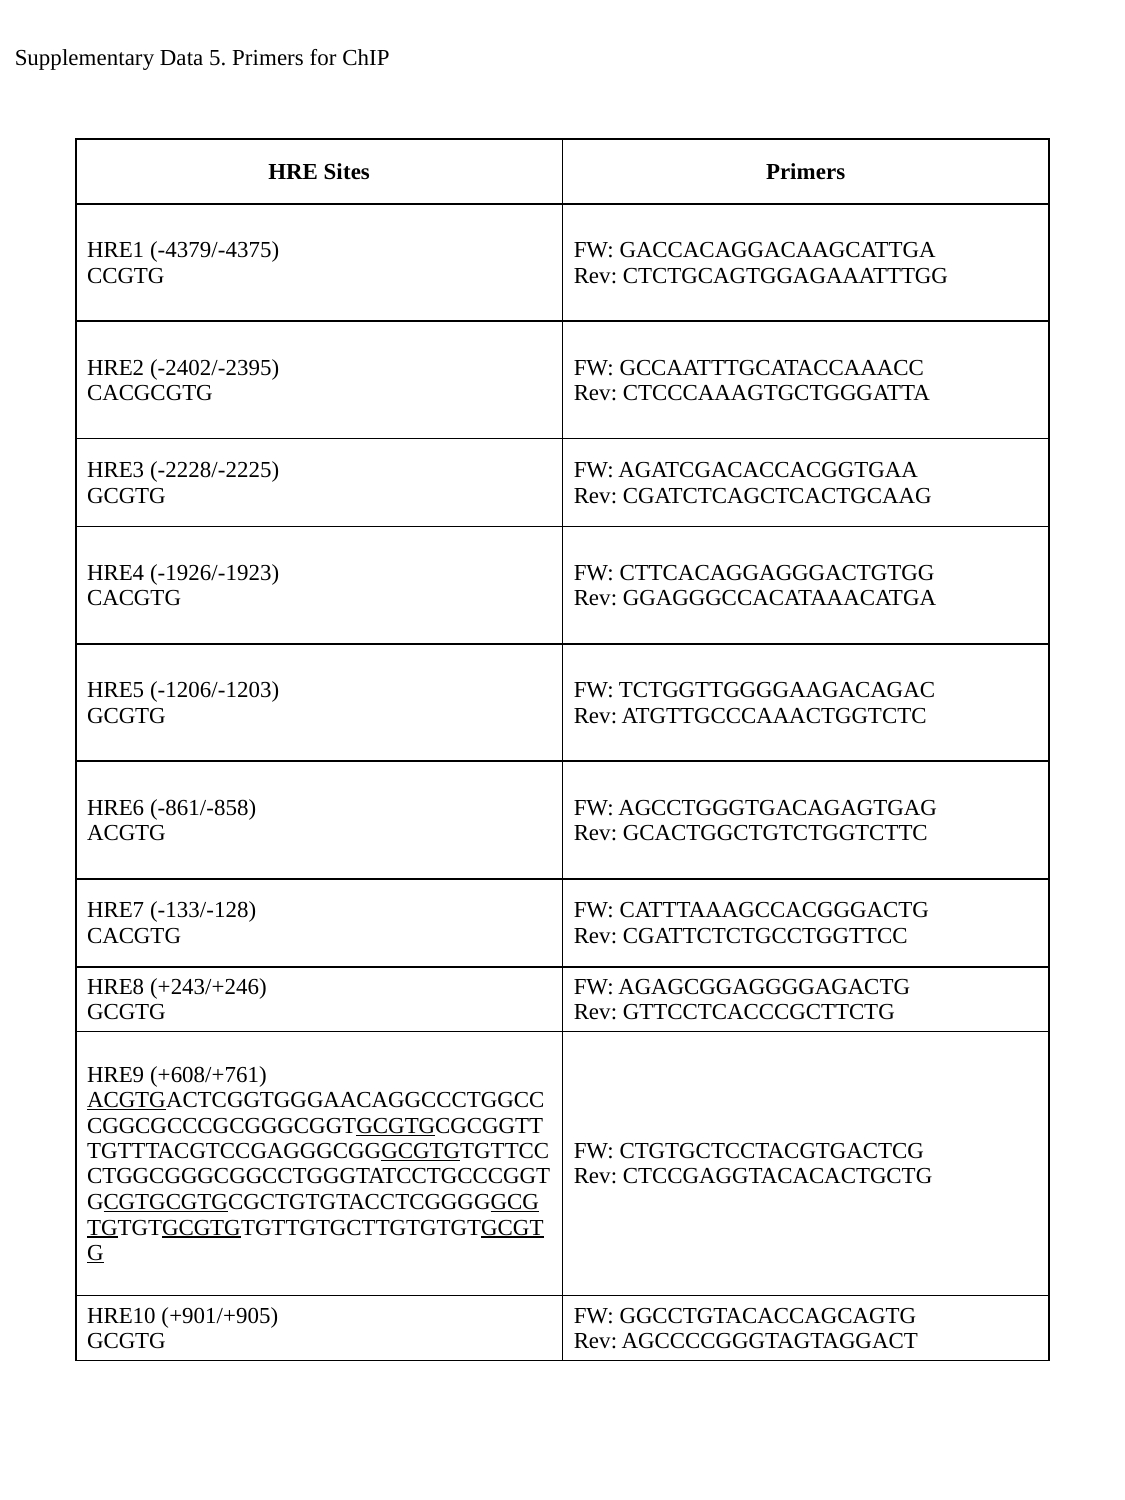

Supplementary Data 5. Primers for ChIP
| HRE Sites | Primers |
| --- | --- |
| HRE1 (-4379/-4375) CCGTG | FW: GACCACAGGACAAGCATTGA Rev: CTCTGCAGTGGAGAAATTTGG |
| HRE4 (-1926/-1923) CACGTG | FW: CTTCACAGGAGGGACTGTGG Rev: GGAGGGCCACATAAACATGA |
| HRE5 (-1206/-1203) GCGTG | FW: TCTGGTTGGGGAAGACAGAC Rev: ATGTTGCCCAAACTGGTCTC |
| HRE7 (-133/-128) CACGTG | FW: CATTTAAAGCCACGGGACTG Rev: CGATTCTCTGCCTGGTTCC |
| HRE8 (+243/+246) GCGTG | FW: AGAGCGGAGGGGAGACTG Rev: GTTCCTCACCCGCTTCTG |
| HRE9 (+608/+761) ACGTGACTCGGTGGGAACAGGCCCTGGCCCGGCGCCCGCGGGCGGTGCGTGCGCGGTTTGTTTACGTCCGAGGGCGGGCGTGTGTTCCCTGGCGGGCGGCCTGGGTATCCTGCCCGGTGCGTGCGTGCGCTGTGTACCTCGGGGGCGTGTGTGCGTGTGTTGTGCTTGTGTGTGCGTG | FW: CTGTGCTCCTACGTGACTCG Rev: CTCCGAGGTACACACTGCTG |
| HRE10 (+901/+905) GCGTG | FW: GGCCTGTACACCAGCAGTG Rev: AGCCCCGGGTAGTAGGACT |

# Supplementary material for: The HIF target MAFF promotes tumor invasion and metastasis through IL11 and STAT3 signaling
**Source:** Nat Commun. 2021 Jul 14;12:4308. doi: 10.1038/s41467-021-24631-6
**Supplement:** Supplementary file 9 — Dataset 6

## Slide 1
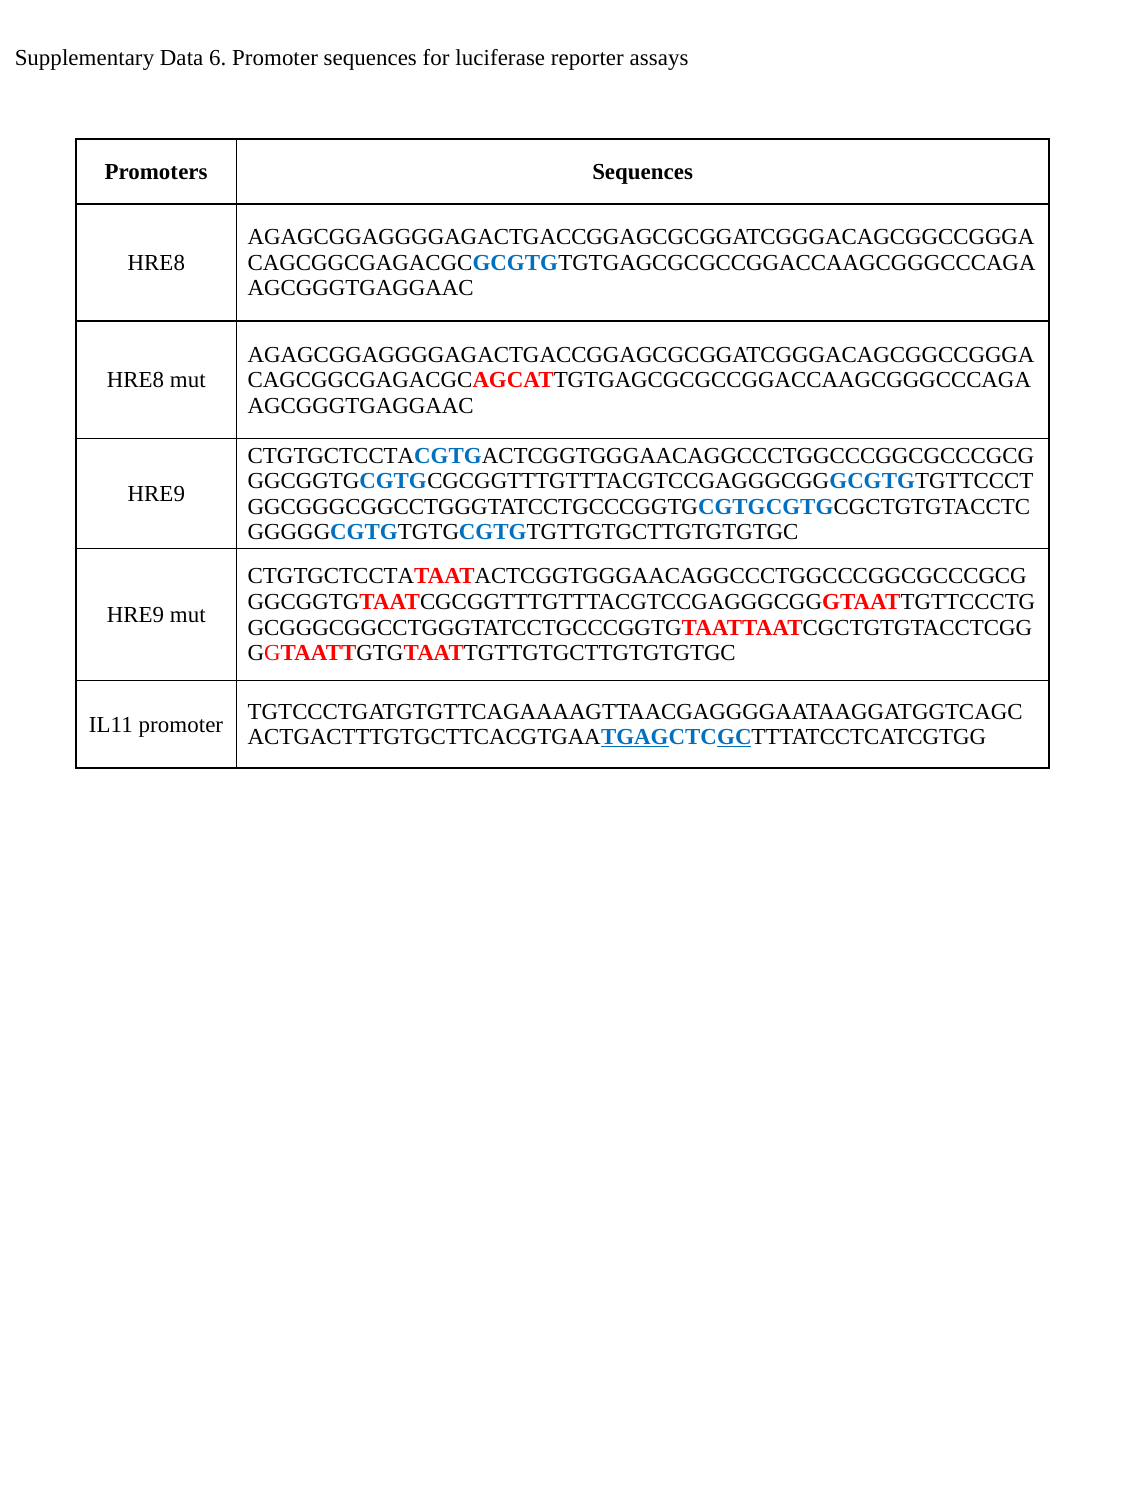

Supplementary Data 6. Promoter sequences for luciferase reporter assays
| Promoters | Sequences |
| --- | --- |
| HRE8 | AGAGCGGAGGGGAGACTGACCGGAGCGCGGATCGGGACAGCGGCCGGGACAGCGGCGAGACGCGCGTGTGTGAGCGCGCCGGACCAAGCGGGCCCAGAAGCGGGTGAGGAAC |
| HRE8 mut | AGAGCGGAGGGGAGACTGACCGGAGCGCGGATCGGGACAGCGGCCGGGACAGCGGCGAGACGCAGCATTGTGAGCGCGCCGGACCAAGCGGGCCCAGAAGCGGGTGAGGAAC |
| HRE9 | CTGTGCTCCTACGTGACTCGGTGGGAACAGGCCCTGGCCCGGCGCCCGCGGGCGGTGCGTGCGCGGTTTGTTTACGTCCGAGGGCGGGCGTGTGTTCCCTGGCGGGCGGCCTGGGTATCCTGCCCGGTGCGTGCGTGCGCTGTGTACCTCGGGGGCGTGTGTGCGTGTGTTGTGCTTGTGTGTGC |
| HRE9 mut | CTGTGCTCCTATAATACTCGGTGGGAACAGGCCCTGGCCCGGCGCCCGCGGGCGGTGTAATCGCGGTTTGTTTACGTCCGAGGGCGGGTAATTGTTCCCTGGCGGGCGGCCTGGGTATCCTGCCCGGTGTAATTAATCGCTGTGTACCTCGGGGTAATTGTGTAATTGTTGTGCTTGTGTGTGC |
| IL11 promoter | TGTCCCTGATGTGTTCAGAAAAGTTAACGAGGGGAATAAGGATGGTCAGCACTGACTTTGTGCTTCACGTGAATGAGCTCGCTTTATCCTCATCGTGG |

# Supplementary material for: The HIF target MAFF promotes tumor invasion and metastasis through IL11 and STAT3 signaling
**Source:** Nat Commun. 2021 Jul 14;12:4308. doi: 10.1038/s41467-021-24631-6
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Leica Application Suite X (LAS X) was used to take images using Leica DMI8. Image Lab 4.0 was used to collect western blot images from Chemidoc.                  |
| Data analysis   | ImageJ was used to perform image analysis for invasion assay, H&E staining, and IHC. Graphpad prism 8 was used to generate graph and to perform statistical test. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw and processed data for RNA and ChIP-sequencing data (Fig. 5, Supplementary Fig. 5) are available in the Gene Expression Omnibus (GEO) database (<http://www.ncbi.nlm.nih.gov/gds>) under the accession number GSE144964. Raw data for western blotting are included in Data source. cbiportal was used to determine genetic alterations in hypoxia regulated genes. ProgGene V2, Kaplan Meier plotter (kmplot.com), and GEO datasets (GSE42568), were used to evaluate patient survival.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For in vitro studies, n=3 or 4 were chosen to test statistical significance, while n=5-10 were used for in vivo studies. The number of replicates were determined based on minimum number of replicate to achieve statistical power.                                                                                                                                                                                                                          |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Replication     | All attempts to replicate results were successful. esiRNA screening for cell invasion and survival was performed three times. Real time qPCR, ChIP, luciferase reporter assays were performed three times with 3 technical replicates. For in vitro invasion assay and in vivo IHC, images were taken three representative fields and averaged quantitation was used in each data point. Rest of experiments were performed with three biological replicates. |
| Randomization   | Randomization was not required, since we did not compare any treatment groups requiring randomization to form groups.                                                                                                                                                                                                                                                                                                                                         |
| Blinding        | Quantification of in vitro invasion assay and in vivo H&E and IHC images were performed in blind ways. Rest of experiments did not require blinding for analysis.                                                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Western Blot: MAFF (1:1000, MilliporeSigma #M8194), MAFG (1:1000, Genetex #114541), MAFK (1:1000, R&D #MAB3809), HIF-1α (1:250, BD Transduction LaboratoriesTM #610959), HIF-2α (1:1000, Novus #100-122), HIF-1β (1:1000, BD Transduction LaboratoriesTM #611079), BACH1 (1:1000, Genetex #GTX63193), NRF2 (1:1000, Genetex GTX61763), phospho-STAT3 (Tyr705) (1:1000, Cell Signaling #9145), STAT3 (1:1000, Cell Signaling #9139), ACTIN (1:5000, Santa Cruz #sc-47778 HRP), anti-rabbit HRP antibody (1:2000, Jackson ImmunoResearch #711-035-152), anti-mouse HRP antibody (1:2000, Jackson ImmunoResearch #711-035-003), anti-goat HRP (1:2000, Santa Cruz #sc-2354)<br>Co-immunoprecipitation: MAFF: 15μg, MilliporeSigma #M8194, BACH1: 5μg, Santa Cruz #sc-14700, or IgG: Santa Cruz #sc-2027<br>Immunohistochemistry: MAFF (1:200, Genetex #GTX120264), BACH1 (10μg/ml, R&D #AF5776), IL11 (1:200, Genetex #GTX66720), HIF-1α (1:200, Abcam #ab2185), phospho-STAT3 (1:200, Cell Signaling #9145), MECA-32 (1:200, BD Transduction #553849), Ki67 (1:200, Thermo Scientific), monoclonal antibody for pimonidazole (1:50 Hypoxyprobe MAb 1), Biotylated anti-Rabbit (1:200, Vector Laboratories #BA-1000), Biotylated anti-mouse (1:200, Vector Laboratories #BA-9200), Biotylated anti-rat (1:200, Vector Laboratories #BA-9400)<br>ChIP: MAFF: MilliporeSigma #M8194, V5: Cell Signaling #13202, rabbit IgG (Santa Cruz #SC-2027) |
| Validation      | MAFF, MAFG, and MAFK antibodies were validated by knocking down each of these genes (Supplementary Fig. 2a). All other antibodies were used based on manufacturer's protocols, which confirm no cross-reactivity between species.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                             |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | MDA-MB-231, MCF7, A549, PC3, HCT116, HepG2, A172, SiHa: ATCC<br>OVCAR8: National Cancer Institute-Frederick DCTD tumor cell line repository<br>SKOV3, and SKOV3i.p were obtained from Dr. Erinn Rankin's laboratory (Stanford University), which was originally gifted from Dr. Gordon Mills in MD Anderson Cancer Center.. |
| Authentication                                                       | MDA-MB-231 and HepG2 were directly purchased from ATCC. MCF7 was authenticated from ATCC. Rest of cell lines were used without authentication.                                                                                                                                                                              |
| Mycoplasma contamination                                             | All cells were mycoplasma free when tested with MycoAlert mycoplasma detection kit purchased from Lonza.                                                                                                                                                                                                                    |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | Commonly misidentified cell lines were not used in this study.                                                                                                                                                                                                                                                              |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Female athymic nude mice (CrI:NU(NCr)-Foxn1nu, Charles River) and NSG mice (NOD.Cg-PrkdcscidIl2rgtmIWjl/Szj, Jackson Laboratory #005557 at 6-8 weeks old were used. Animals were housed at room temperature, under 40-70% humidity, with a 12 hour light/12 hour dark schedule. Mice were fed with dry granule food and had free access to reverse osmosis water. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                           |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                       |
| Ethics oversight        | All animal studies were conducted with approval by the Institutional Animal Care and Use Committee (IACUC) at Stanford University.                                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                         |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144964">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144964</a> |
| Files in database submission                                       | MAFF-V5 ChIP sequencing, MAFF RNA sequencing under normoxia and hypoxia (raw and processed)                                             |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | No longer applicable.                                                                                                                   |

### Methodology

|                         |                                                                                                                                                                                                                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | RNA sequencing with three replicates for each condition, ChIP sequencing with two replicates                                                                                                                                                                                                     |
| Sequencing depth        | 50 bp, single end reading for RNA seq, 150 bp, paired end reading for ChIP seq                                                                                                                                                                                                                   |
| Antibodies              | V5 (Cell Signaling #13202)                                                                                                                                                                                                                                                                       |
| Peak calling parameters | Peak calling was performed using MACS2 with settings for peak enrichment >20, peak-to-background enrichment >3                                                                                                                                                                                   |
| Data quality            | For Peak calling, we used the setting of a minimum ratio between uniquely and repetitively mapped reads of 3:1, a kernel bandwidth of 30.0, which enabled FDR calculation. MAFF-bound sites with a false discovery rate (FDR) of 5% were used for further analysis.                              |
| Software                | Peak calling was performed using MACS2 with settings for peak enrichment >20, peak-to-background enrichment >3, a minimum ratio between uniquely and repetitively mapped reads of 3:1, a kernel bandwidth of 30.0, and enabling FDR calculation. Binding motif was acquired using MEME analysis. |

# Supplementary material for: The HIF target MAFF promotes tumor invasion and metastasis through IL11 and STAT3 signaling
**Source:** Nat Commun. 2021 Jul 14;12:4308. doi: 10.1038/s41467-021-24631-6

Figure 2b

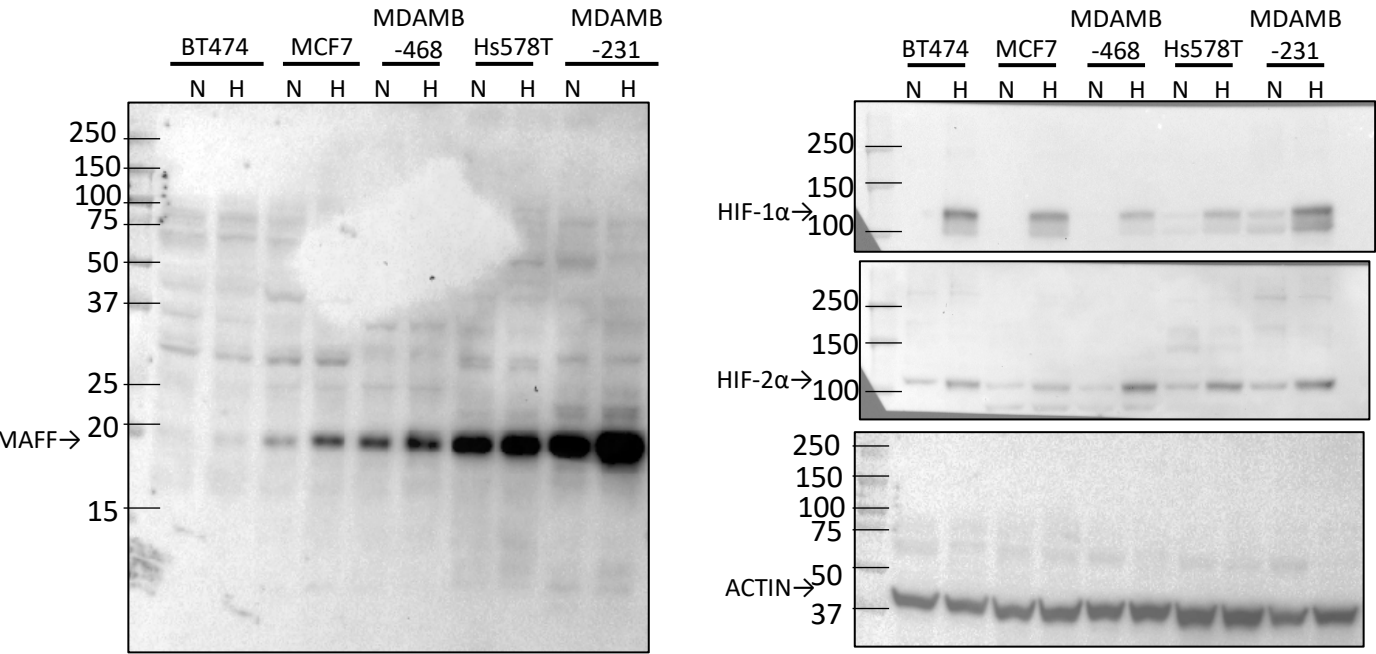

Figure 2d

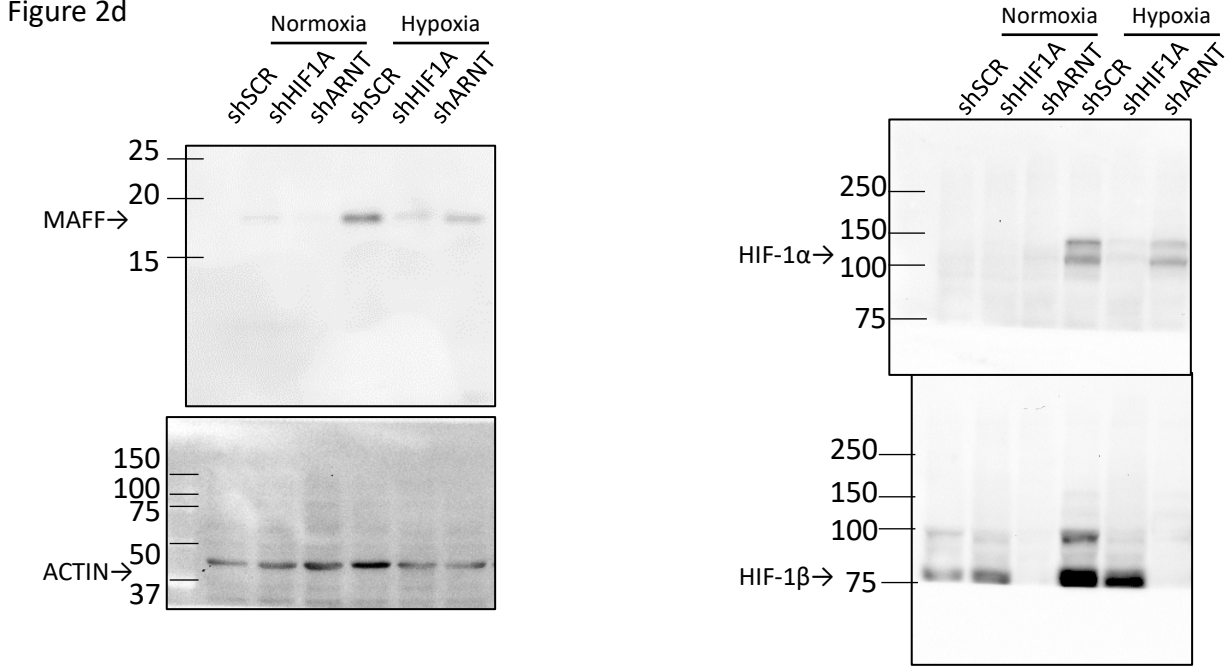

Figure 3a

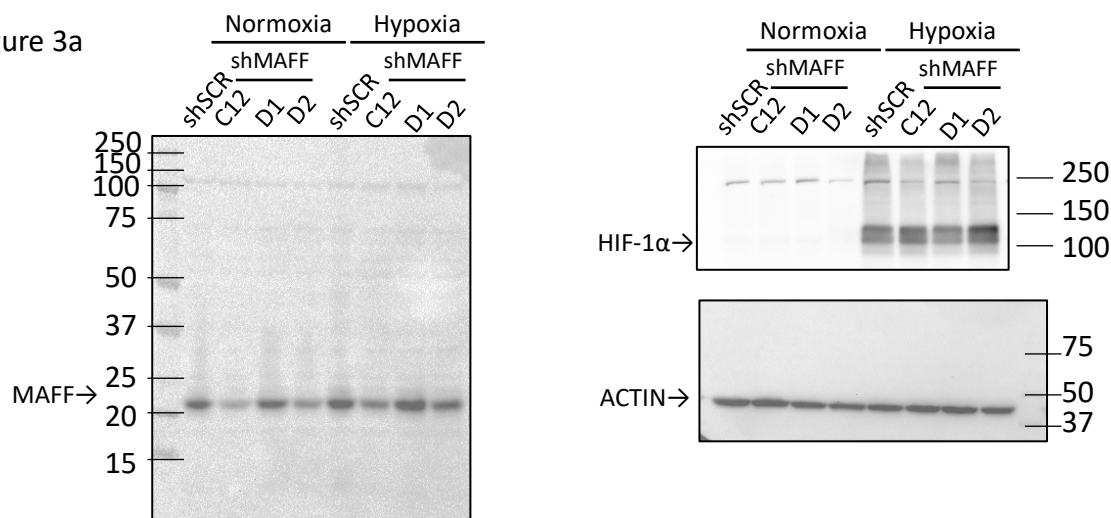

Figure 3d

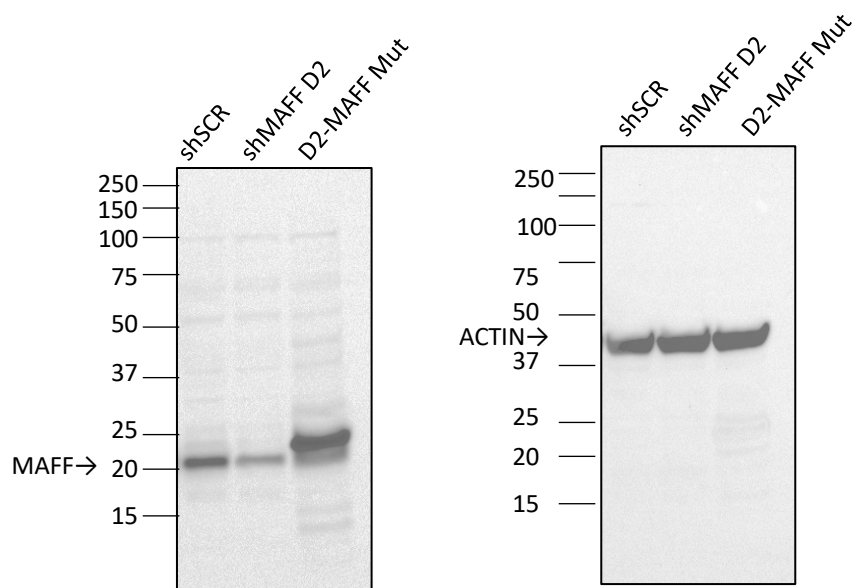

Figure 3e

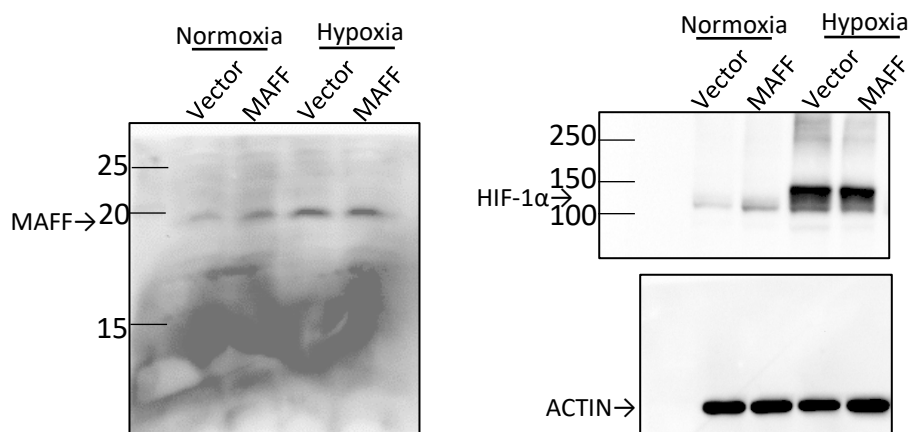

Figure 6c

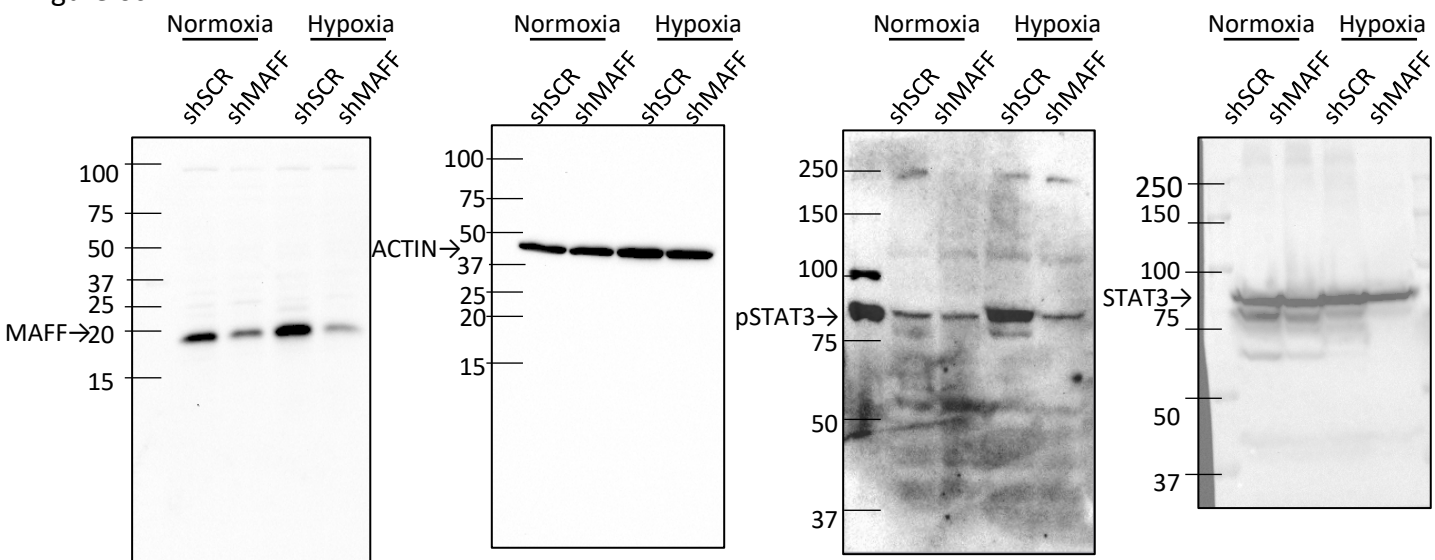

Figure 6d

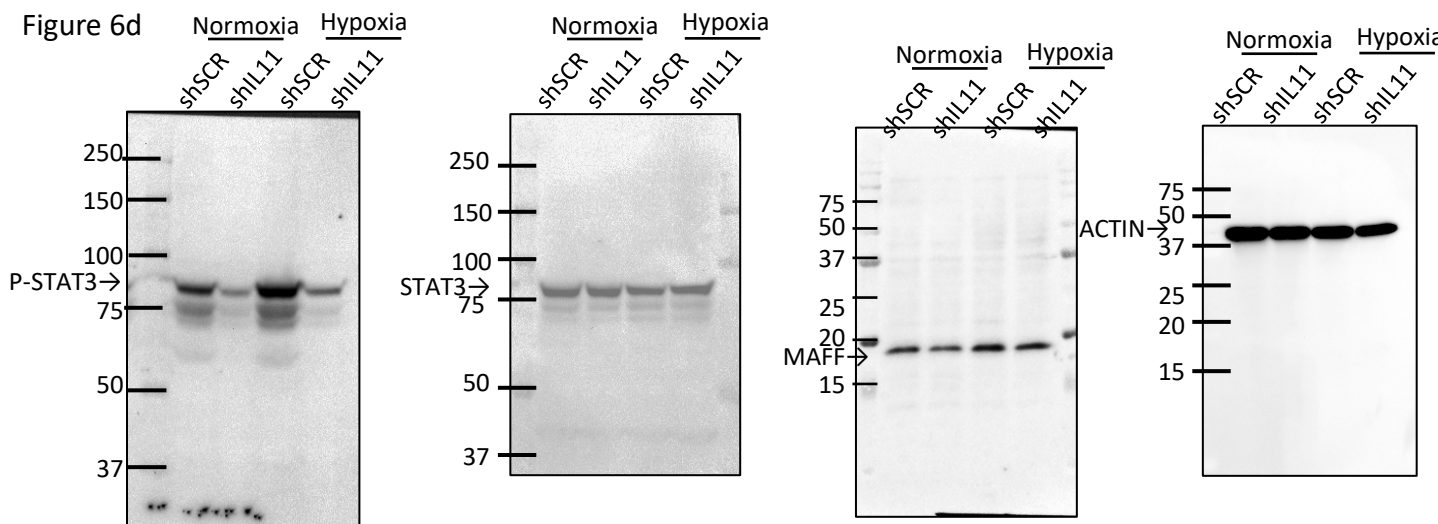

Figure 6e

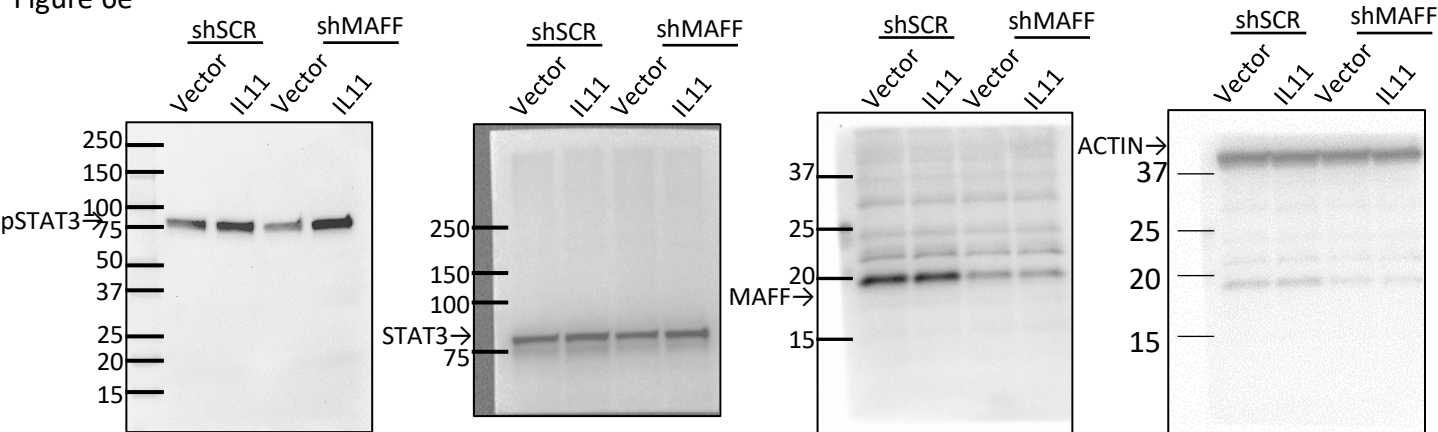

Figure 7b

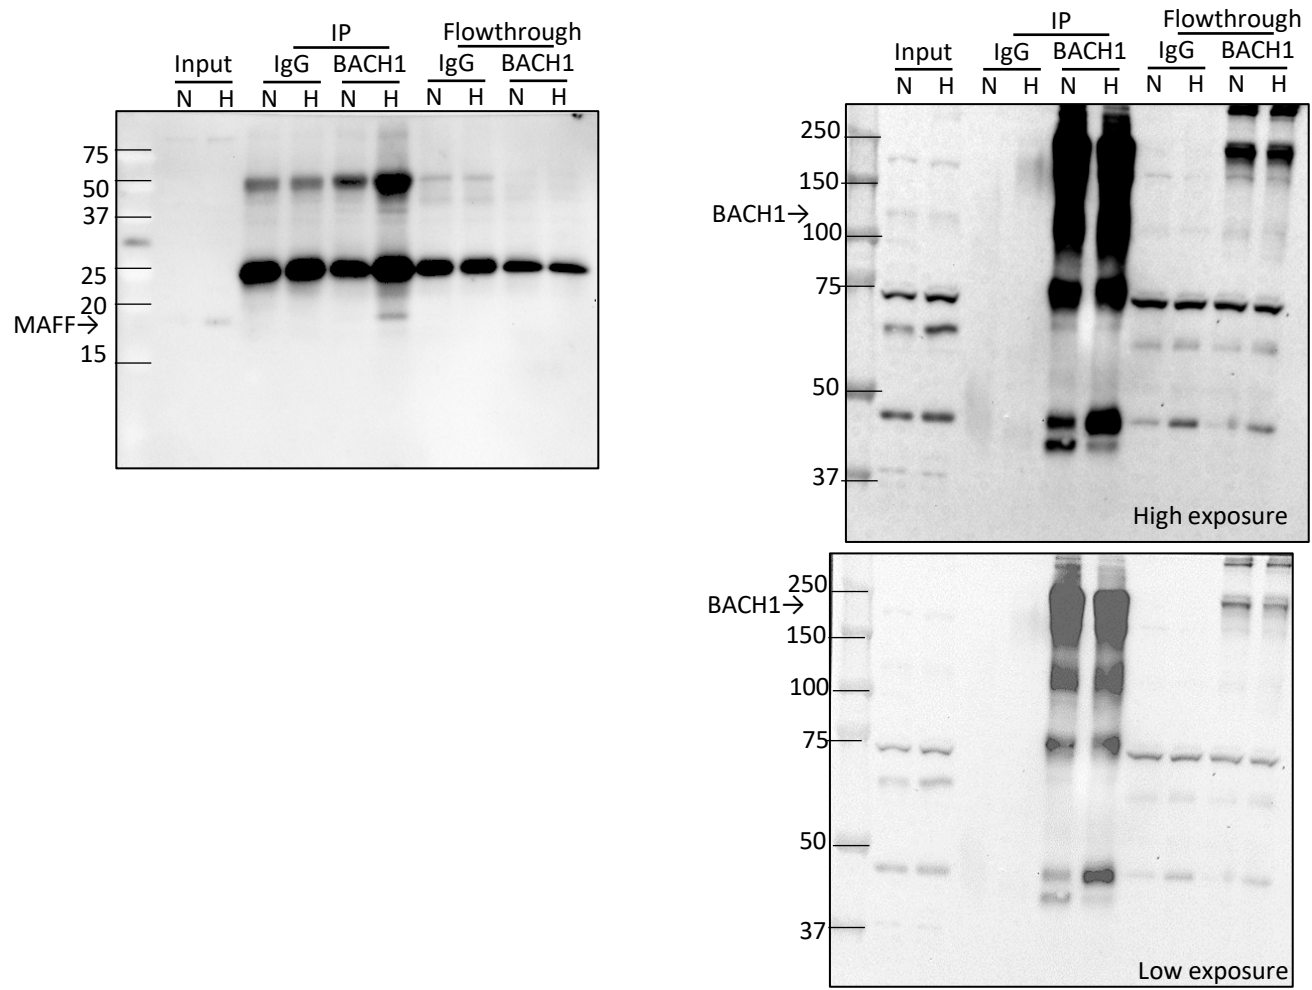

Figure 7d

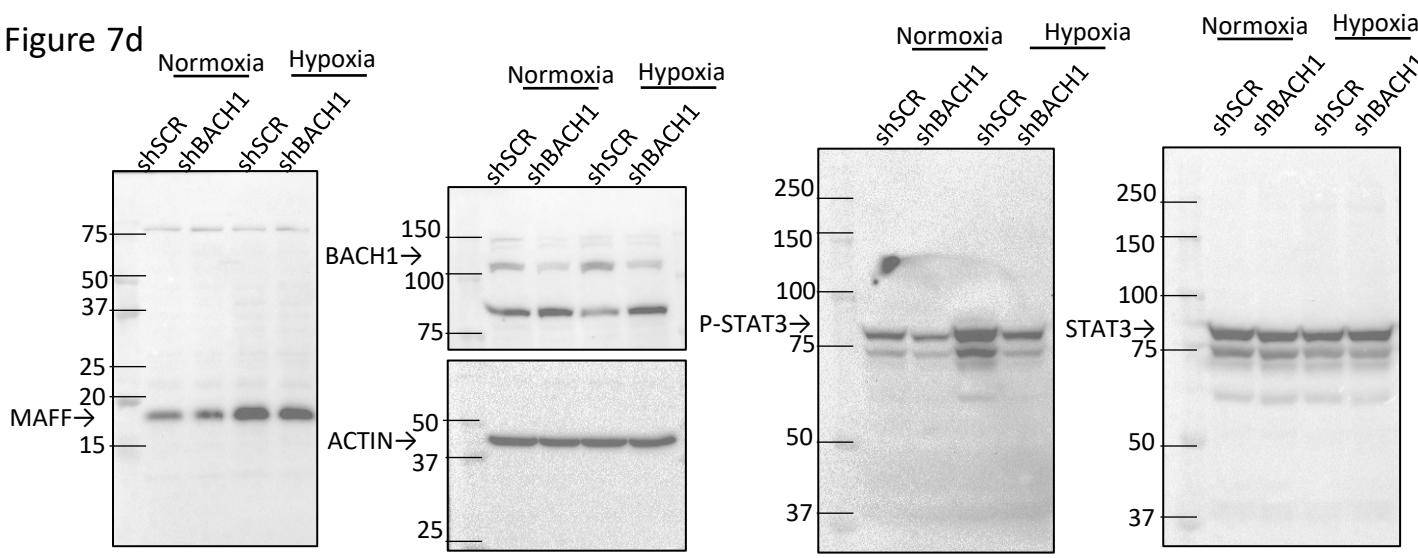

Supplementary Figure 2c

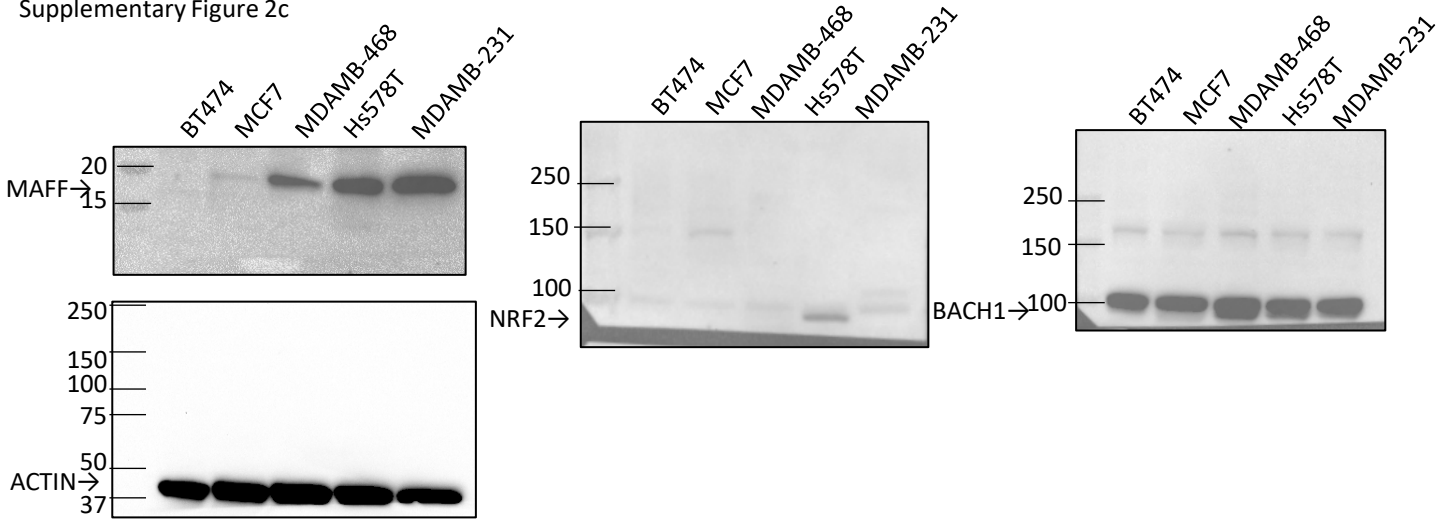

Supplementary Figure 2d

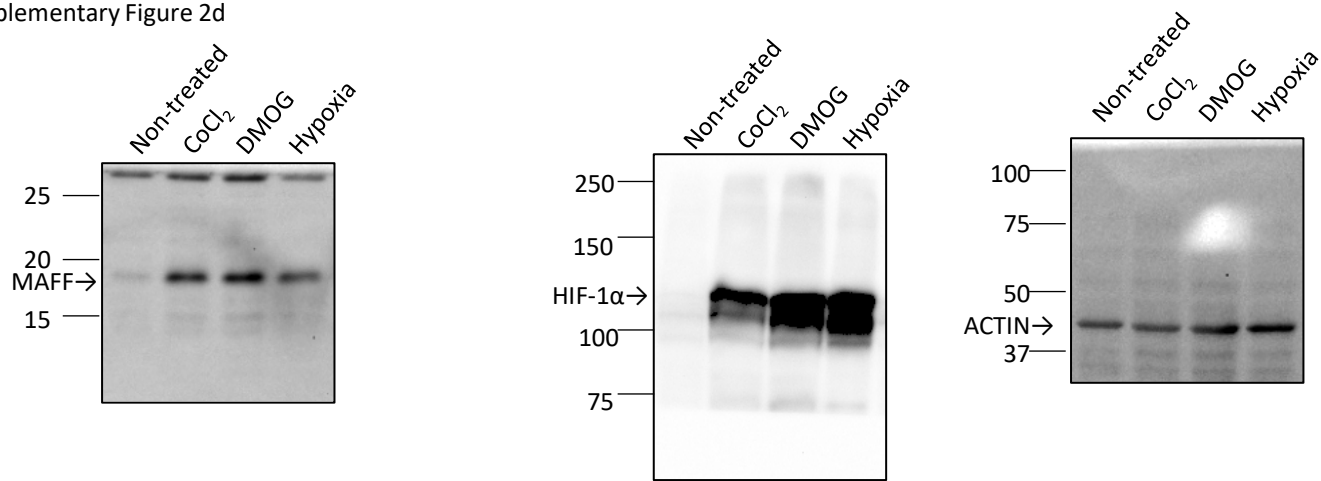

Supplementary Figure 2f

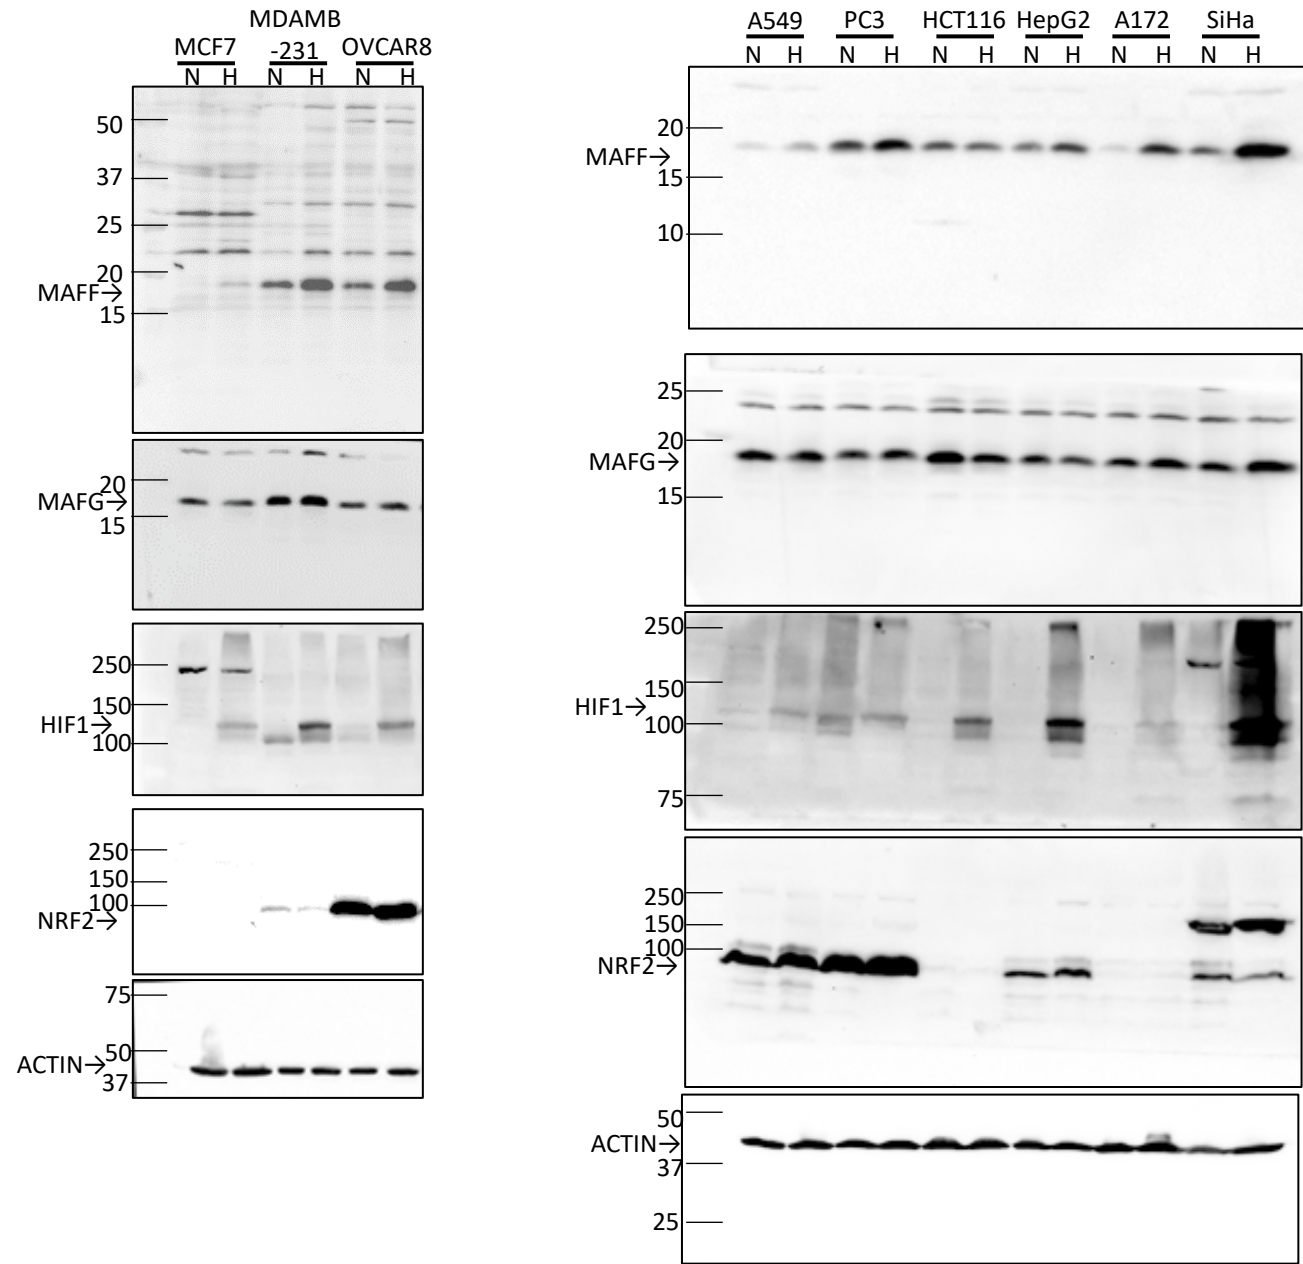

Supplementary Figure 2h

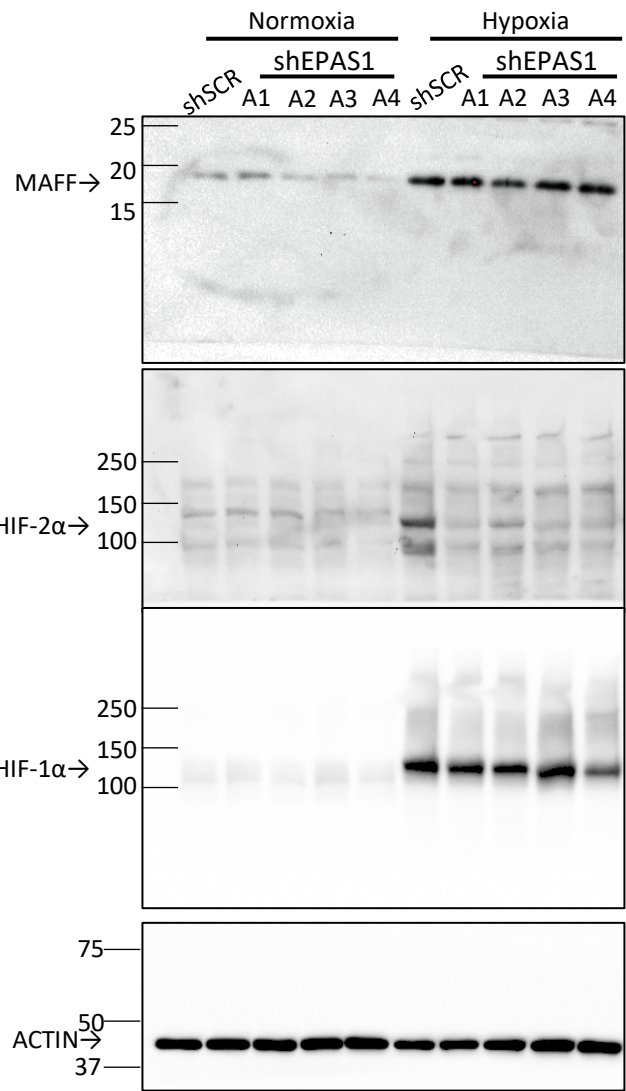

Supplementary Figure 3e

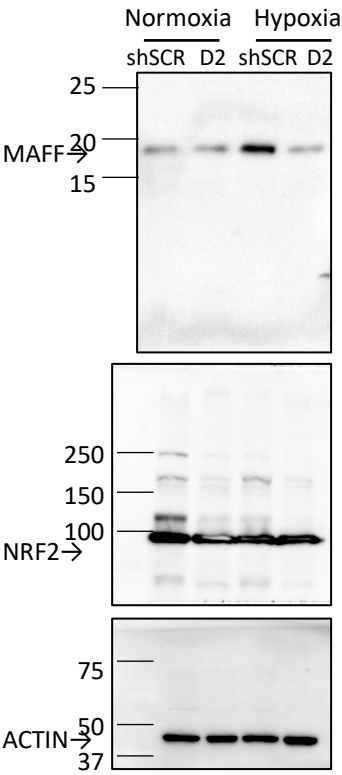

Supplementary Figure 3f

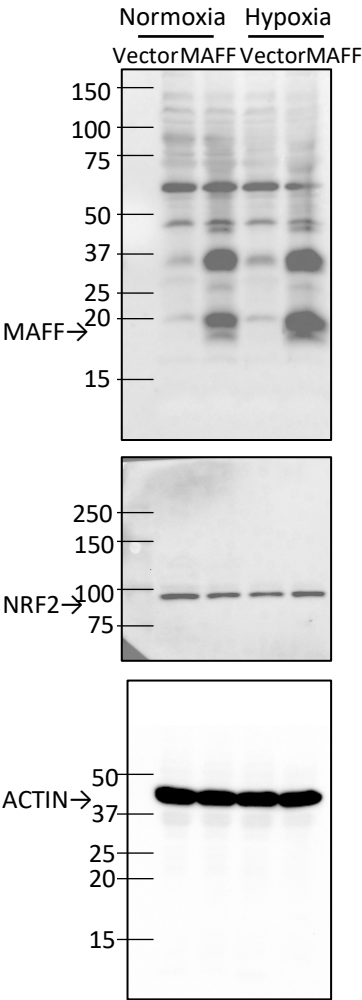

Supplementary Figure 7e

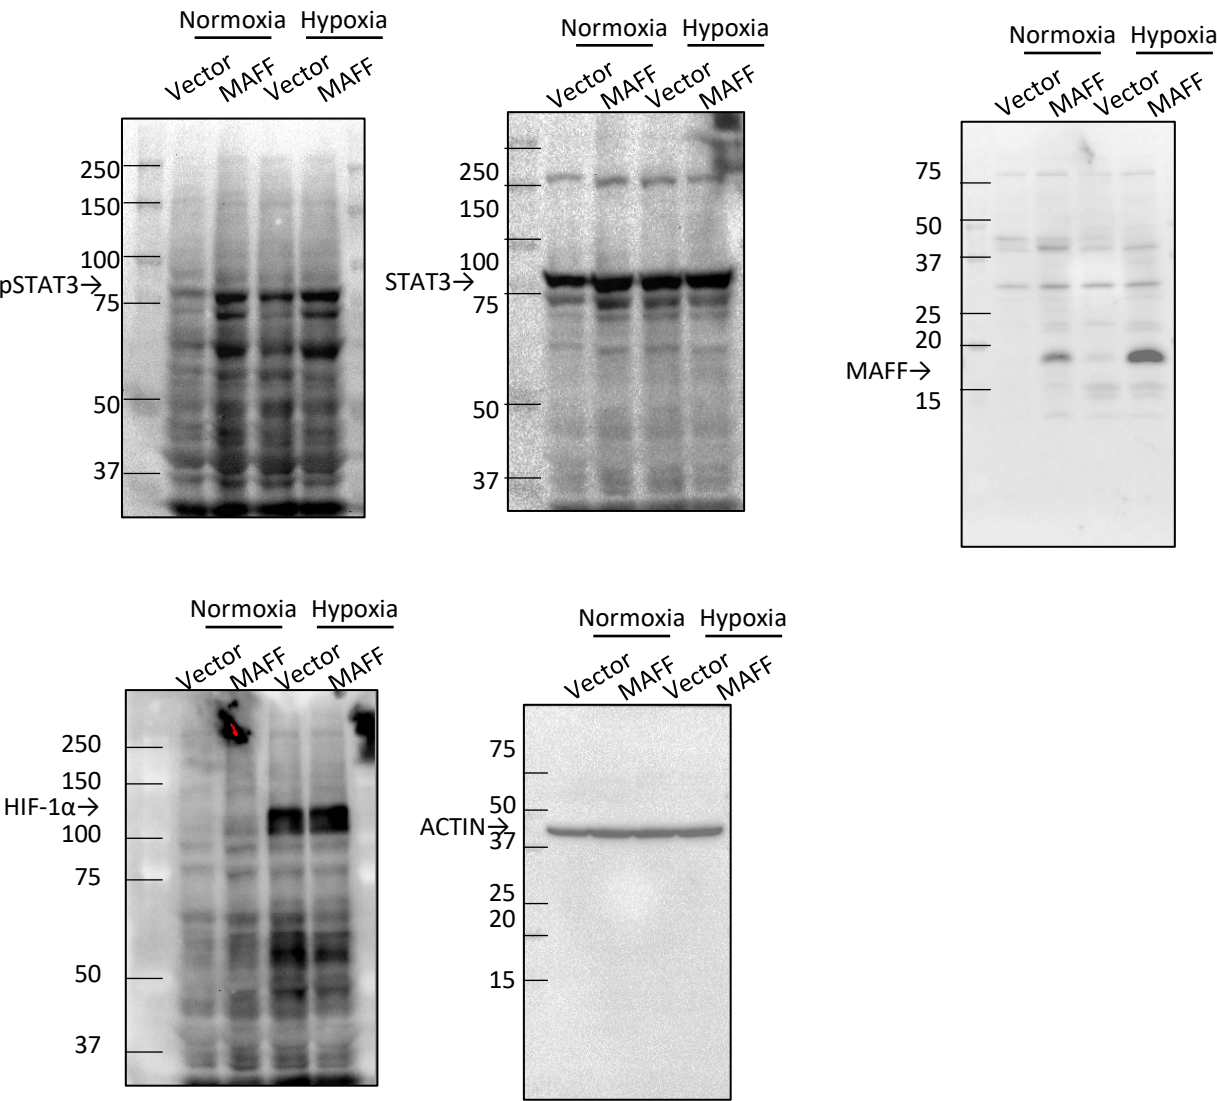

**Supplement:** Supplementary file 11 — Source data

How the deposited data were processed for this re-analysis (not part of the article)

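The RNA data are 12 libraries of MDA-MB-231 cells in 4 groups of 3, with a control siRNA or an siRNA against MAFF, at 21% or 0.5% oxygen for 24 hours. Samples were grouped by their labels and the paper's methods, a label without the mark for hypoxia was read as normoxia, and the siMAFF library without a replicate number was kept as the remaining replicate of its group. Per the paper's methods and the sample labels, the authors aligned reads of 50 bases with STAR in the BaseSpace RNA Express workflow and deposited raw counts per gene, without normalization. Of the 23710 gene symbols, 20900 were matched to a current symbol, 1799 to a synonym and 749 by their LOC number, and 262 could not be matched. The ChIP data are 2 V5-MAFF libraries and 2 input libraries from cells at 21% oxygen. The authors aligned these with Bowtie2, called peaks with MACS and deposited a joint table, whose score is −log10 of the peak caller's q per the paper's methods and the range of the values. The median total count per library was 10925802 for siSCR and 10361718 for siMAFF under normoxia, and 8774982 and 8960058 under hypoxia.

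Differential expression was tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, after its filter on low counts and TMM scaling. The siMAFF effect was fitted at each oxygen level from its 6 libraries, and the difference of the effect and the effect of hypoxia from all 12. A gene was called at an adjusted p of 0.1 or less (Benjamini-Hochberg) and a change of at least 1.3-fold. Of 20 gene lists, 19 could be tested, by camera of limma 3.58.1 with a preset correlation of 0.01 and, for over-representation of called genes, by Fisher's exact test, one-sided against all tested genes. Lists were taken at an adjusted p under 0.05 over the lists. The remaining list, of blood cell markers, had at most 10 counts in any library for any gene. The overlap between oxygen levels and the share of genes with a peak were tested by Fisher's exact test, two-sided, the latter also by a Cochran-Mantel-Haenszel test over 10 strata of mean expression. Fisher's exact test and this stratified test count genes as independent, though genes vary together. Peak tables and plots were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The tests were run on simulated data with 200 changed genes, in which 1.89% of calls under normoxia, 8.9% under hypoxia and 12.9% for the difference were false. A list of 40 further genes was shifted together and left out of the false calls. Simulated libraries were drawn independently, without a structure across the siRNA groups. These shares may therefore be too favorable under hypoxia and for the difference.

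Genes named in the text were chosen by a rule set in advance: the 34 genes the paper names for these data, the 10 called genes per comparison with the largest rise and the 10 with the largest fall among those whose 3 libraries all lay on one side of the other 3, and up to 4 called members per list with the largest change. The paper's own values for the genes of Fig. 5b, Supplementary Fig. 5a and Supplementary Data 2 had been seen by then. HEG1 under normoxia falls outside this rule and was named after its value was seen.

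Alternatives were DESeq2 1.42.0 with its size factors, RLE scaling in edgeR, no filter beyond 1 count, an adjusted p of 0.05, no fold threshold, a fit of all 12 libraries, a replicate block, leaving out each library in turn, an estimated correlation and fry for lists, and stricter or nearer peaks. The libraries made with the MAFF antibody were not used here, since the files hold no peak table for them. The search for the MARE motif in peaks was not run, since no genome sequence was used here, and the GSEA and DAVID gene sets of the paper are not in the files. No read was realigned, and no peak was called again.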

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

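The tests below were set before their results were seen, but the 3 genes of the difference and the 3 genes that fell at least 2-fold at both oxygen levels were found in these same data, and the fits without 1 library are those of the processing part.

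RHOB, VIPR1 and ATOH8 rose with siMAFF under normoxia, and the difference of the effect between hypoxia and normoxia was −0.97 for RHOB (standard error 0.114, adjusted p = 0.00167 from edgeR), −1.08 for VIPR1 (standard error 0.164, adjusted p = 0.0254) and −0.97 for ATOH8 (standard error 0.159, adjusted p = 0.0452). A single library does not set the size of these differences, since the value closest to 0 in any gene and any fit without 1 library was −0.88 (−0.877), while scaling stays open: the value closest to 0 with RLE, DESeq2 or no filter was −0.96, but these settings hardly moved any scale, with a median difference over all genes of 0.00439 as reported and 0.0137 at most, so they decide nothing. The RHOB call held without each of the 12 libraries, while the VIPR1 call ended without siMAFF normoxia replicate 2 (adjusted p = 0.114) or siSCR hypoxia replicate 3 (0.121), and the ATOH8 call without siSCR normoxia replicate 1 (0.108) or 3 (0.202), siMAFF normoxia replicate 2 (0.121) or 3 (0.146), the unnumbered siMAFF library (0.114), siSCR hypoxia replicate 2 (0.13) or 3 (0.26), or siMAFF hypoxia replicate 2 (0.255) or 3 (0.102). With a replicate block, 2 of the 3 calls ended, though the replicate numbers were not taken to pair samples. Of 100 splits drawn from the 200 possible, 20 called at least 3 genes for the difference, so chance cannot be excluded for the count. The highest other called 2199 genes and mixed the siRNA groups at both oxygen levels. Its hypoxia libraries were divided as in the split across the siRNA groups that called 675 genes. A split that swapped the siRNA groups under hypoxia called 2193, and such a split tests the effect both levels share. An effect of oxygen on how MAFF acts at these genes stays open as a hypothesis, which V5-MAFF binding under hypoxia would test, and the peaks here are from 21% oxygen.

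TMEM161A, which the paper does not discuss, fell furthest with siMAFF under hypoxia, at −1.98, and TMEM161A, UBAC1 and DHRSX fell by at least 2-fold at both oxygen levels, though under hypoxia the DHRSX call ended without siMAFF hypoxia replicate 1 (adjusted p = 0.106 from edgeR) or 2 (0.124), and UBAC1 fell by less than 2-fold without siSCR hypoxia replicate 2 (−0.95) or siMAFF hypoxia replicate 1 (−0.999). An siRNA that acts on these transcripts directly may be an explanation, and stays open: the mean difference of their effect between hypoxia and normoxia was −0.171, but the genes were picked for falling at both levels and their differences went both ways (−0.40, 0.09 and −0.21), so a mean near 0 decides nothing. Loss of bound MAFF could lower them too: 3 of the 3 genes have a V5-MAFF peak, but 86.7% of all tested genes do, so 3 genes drawn from those tested would all have a peak with a chance of 65.1%, and this explanation cannot be told apart from chance by peaks. DHRSX has no promoter peak. The RNA libraries carry a single siRNA label against MAFF, but the paper's methods name SMARTpool siRNAs, so the label need not mean a single sequence.

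In siSCR cells, hypoxia against normoxia, a comparison the paper does not report from these libraries, called 7874 of 13018 genes, 3999 higher and 3875 lower.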

How the results depend on the processing

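Leaving out libraries for the overlap, the lists and the bound genes, and the promoter reaches of 1 and 3 kb, were chosen after the data were seen. Over 205 values, 2273 alternative values were taken as kept, 169 lost the call, 13 gained it, 30 counts or shares moved and 8 turned sign, and the cause was not tested unless named. Kept means the same direction and side of the threshold for genes, single lists and odds ratios. For counts it means within 1.5 times of the main count, and for the promoter share within its Wilson interval. Dropping the fold threshold cannot end a call, so the tally does not measure robustness.

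Without the fold threshold, which by its construction adds genes, the counts were 1752 under normoxia, 412 under hypoxia and 268 for the overlap. Under hypoxia the count was 165 at an adjusted p of 0.05, 432 in a fit of all 12 libraries, and 70 to 956 without single libraries. For the difference between oxygen levels it was 21 with DESeq2, 45 with no filter beyond 1 count, 1 to 197 without single libraries and 1 with a replicate block, while the block gave 599 genes under normoxia and 250 under hypoxia. Same-numbered libraries correlated at −0.165 to 0.143 under normoxia, −0.176 to 0.255 under hypoxia, 0.00506 to 0.247 in siSCR and −0.125 to −0.0532 in siMAFF cells, not every library correlated best with its own number, and the numbers were not taken to pair samples. The overlap was 54 to 183 without single libraries. By camera with an estimated correlation 0 lists passed under normoxia and 0 under hypoxia, against 5 and 3 with the preset one, 16 and 14 by fry for change in either direction, and 4 to 8 and 1 to 3 without single libraries. Over-represented lists under hypoxia numbered 2 to 7 without single libraries. The promoter share was 41.173% in the better-scored peaks, 22.833% within 3 kb and 13.921% within 1 kb. The odds ratio of a peak in called genes was 0.961 under normoxia and 0.97 under hypoxia with peaks within 1 kb, 1.73 under hypoxia at an adjusted p of 0.05, and 1.255 to 1.82 under normoxia and 1.097 to 1.746 under hypoxia without single libraries. Among genes not called, values without single libraries ran from −0.13 to 0.037 for HMOX1 under normoxia, and under hypoxia from −0.044 to 0.12 for HMOX1, from −0.0012 to 0.14 for RHOB and from −0.0065 to 0.12 for MAFG.

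Of 60 gene values named under normoxia 56 were called, 46 of them in every setting, and of 54 under hypoxia 46 were called, 15 in every setting. In simulated counts of independently drawn libraries, 38.8% of genes changed 1.3-fold were called under normoxia and 28.4% under hypoxia, where the 1.3-fold threshold and the number of libraries were not told apart, and ChIP depth is unknown. The motif search with its 3 alternatives, and peaks of at least 5-fold enrichment, were not run, for want of a genome and of a fold column.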

Differences from the paper's values

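No alternative added after the values were seen was used to close a gap. At the thresholds the paper's methods state, 365 genes were higher with siMAFF under normoxia by edgeR, while those methods name DESeq2 as the test. The paper's legend gives 223, which is also the number by sign in its Source Data. Of the alternatives set before the data were examined, the value falls within 1.5 times of the paper's with DESeq2 (245), at an adjusted p of 0.05 (285), in a fit of all 12 libraries (306), without siSCR normoxia replicate 2 (321) or 3 (326), siMAFF normoxia replicate 2 (261) or the unnumbered library (278), and with the replicate block (332). It does not with RLE scaling (364), without the filter (402), without the fold threshold (877) or without siSCR normoxia replicate 1 (370) or siMAFF normoxia replicate 3 (423).

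Under hypoxia 85 genes were higher and 182 lower, against 172 higher and 68 lower in the paper's legend. For genes that rose, the values without the filter (121), without the fold threshold (128) and in a fit of all 12 libraries (153) fall within 1.5 times of the legend's, and the other alternatives do not. For genes that fell, the values without siSCR hypoxia replicate 3 (70), siMAFF hypoxia replicate 1 (60) and siMAFF hypoxia replicate 2 (67) do, and the other alternatives do not. By sign, the paper's own Source Data hold 68 higher and 171 lower genes, from which 85 and 182 do not differ. All 239 of these genes were tested here and changed in the same direction. The legend's 172 and 68 therefore read as exchanged between directions, so alternatives that come near them decide nothing. The methods state an adjusted p of 0.1 or less, while each gene in the Source Data is at 0.05 or less.

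Genes both called and bound were 551 under normoxia against the paper's 358, 245 under hypoxia against the paper's 136, and 123 at both levels against the paper's 66. The paper's Supplementary Data 2 holds 207 genes for hypoxia and 94 on both sheets, and 245 and 123 are within 1.5 times of those. Under normoxia, promoter peaks only (530), stricter peaks (491) and an adjusted p of 0.05 (466) fall within 1.5 times of the paper's number. Under hypoxia and at both levels an adjusted p of 0.05 does (151 and 95), while promoter peaks only (233 and 119) and stricter peaks (216 and 112) do not.

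In Supplementary Fig. 5a the paper's fold change of RHOB under hypoxia is 1.976571, against 1.03 here, and no alternative set before the data were examined brings the values together. The same number stands for RHOB under normoxia in the paper's Supplementary Data 2, and the paper's legend counts 16 genes under normoxia and 7 under hypoxia where its table has 15 and 8, so the entry's oxygen level is in doubt.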

Other observations

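The library depth test, the splits of the siMAFF comparisons and the list fits without 1 library were chosen after their results were seen.

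In siSCR cells, 24 hours of hypoxia raised genes of oxygen shortage. Of 45 hypoxia-induced genes, taken from the paper's Supplementary Data 1 and found in renal carcinoma cells, 30 were higher and 3 lower (30 and 3 adjusted over the list alone), a median log2 fold change of 0.82 (camera adjusted p = 7.13e-07; adjusted p = 0.0841 with an estimated correlation). CA9, a carbonic anhydrase that regulates pH, rose by 3.15, NDRG1, a stress response gene, by 3.00, IGFBP3, which binds insulin-like growth factors, by 3.14, and LOX, which crosslinks collagen, by 2.57. NDUFA4L2, a mitochondrial protein induced by HIF-1, rose by 7.34 (standard error 0.315), while HIF1A had a log2 fold change of −2.77 and EPAS1 rose by 1.35. Of 22 glycolysis genes 14 were higher and 2 lower (camera adjusted p = 0.00278; adjusted p = 0.485 with an estimated correlation), with ALDOC, an aldolase, at 3.06. Of 16 genes of the unfolded protein response 13 were higher and 1 lower, a median of 1.32 (camera adjusted p = 2.97e-05; adjusted p = 0.02 with an estimated correlation), with ATF3, a stress transcription factor, at 2.52 and PDIA4, a protein disulfide isomerase, at 2.39. Of 15 p53 targets 10 were higher and 2 lower (camera adjusted p = 0.0437; adjusted p = 0.151 with an estimated correlation), with CDKN1A, which encodes the cell cycle inhibitor p21, at 2.22. Among 30 proliferation genes 5 were higher and 11 lower (camera adjusted p = 0.169), with PLK1, a kinase of mitosis, at −2.70. In siMAFF cells 7429 genes were called, 3675 higher and 3754 lower, with CA9 at 3.38 and NDRG1 at 3.19.

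With siMAFF under normoxia, 2 of 30 interferon response genes were higher (4 adjusted over the list alone) and 0 lower, with 12 at an unadjusted p under 0.05 from edgeR, all higher. The list's median was 0.21 (camera adjusted p = 1.6e-05; adjusted p = 0.31 with an estimated correlation), and under hypoxia, with 1 of 32 higher (3 adjusted over the list alone), 0.12 (camera adjusted p = 0.00579; adjusted p = 0.275 with an estimated correlation). DHX58, a sensor of viral RNA, rose by 0.75 under normoxia. Of 46 hypoxia-induced genes under normoxia 2 were higher and 7 lower (3 and 7 adjusted over the list alone), a median of −0.14 (camera adjusted p = 0.00132; adjusted p = 0.525 with an estimated correlation), and of 44 under hypoxia 6 were lower and 0 higher (camera adjusted p = 0.29). Called genes were over-represented in this list by Fisher's exact test at both levels (odds ratio 4.76, adjusted p = 0.00129, and 7.48, adjusted p = 0.00142), under hypoxia not without siSCR hypoxia replicate 1 (odds ratio 2.35, adjusted p = 0.166), while the odds ratio was 13.5 without siMAFF hypoxia replicate 1 and 16.0 without siMAFF hypoxia replicate 2. The paper names MAFF among the genes of this list, and the siRNA lowers MAFF by design. Part of this enrichment was therefore fixed in advance, and it was not tested without MAFF. Of 15 luminal epithelial markers under normoxia 2 were higher (3 adjusted over the list alone), a median of 0.18 (camera adjusted p = 0.00957; adjusted p = 0.525 with an estimated correlation), with SPDEF, a transcription factor of luminal cells, at 1.06. The unfolded protein response list had a median of −0.12 under normoxia (camera adjusted p = 0.0132; adjusted p = 0.31 with an estimated correlation), with 0 of 16 genes called by edgeR or DESeq2 (0 higher and 1 lower adjusted over the list alone) and 8 at an unadjusted p under 0.05. For ribosomal protein genes under hypoxia the median was −0.15 (camera adjusted p = 0.00753; adjusted p = 0.862 with an estimated correlation), with 0 of 27 called by edgeR or DESeq2, 6 at an unadjusted p under 0.05, and the camera call ended without siSCR hypoxia replicate 2 (0.216), siSCR hypoxia replicate 3 (0.155) or siMAFF hypoxia replicate 2 (0.114). Of 22 glycolysis genes under hypoxia 2 were higher and 1 lower (odds ratio 7.40, adjusted p = 0.0396 from Fisher's exact test, and odds ratios of 1.95, adjusted p = 0.509, without siSCR hypoxia replicate 1, 15.5 without siSCR hypoxia replicate 3, and 30.0 and 16.0 without siMAFF hypoxia replicates 1 and 2). Of 37 genes of the electron transport chain edgeR and DESeq2 called 0 at either level, with 3 and 5 at an unadjusted p under 0.05 under normoxia and hypoxia, and of 30 proliferation genes 0, with 6 and 7. Of 15 p53 targets 1 was higher under normoxia (2 adjusted over the list alone; camera adjusted p = 0.194) and 1 lower under hypoxia (1 higher and 1 lower adjusted over the list alone). For the difference of the siMAFF effect between hypoxia and normoxia, camera put the unfolded protein response (median 0.16; adjusted p = 0.0255, and adjusted p = 0.173 with an estimated correlation) and glycolysis (median 0.04; adjusted p = 0.0292, and adjusted p = 0.673 with an estimated correlation) higher. It put blood vessel development, STAT3 targets and luminal markers lower (medians −0.09, −0.09 and −0.24, each with an adjusted p = 0.0255, and adjusted p = 0.472 with an estimated correlation).

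Over splits of 3 libraries against 3, of which there are 10, too few for a share under 0.05, the real split called 611 genes with siMAFF under normoxia and the highest other 0, so 1 split was as large, and 267 with siMAFF under hypoxia against 675 for the highest other, so 2 were as large. For hypoxia against normoxia the real split called 7874 genes in siSCR and 7429 in siMAFF cells, with 0 in the highest other, so 1 was as large in each.

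The split that called 675 genes sets siSCR hypoxia replicate 1 and siMAFF hypoxia replicates 1 and 2 against the other 3 hypoxia libraries, with 595 genes higher and 80 lower on the first side, and shares 3 called genes with the real split, which points to a structure of the libraries that crosses the siRNA groups. Library depth is argued against, since the total counts of the first side, 8474625 to 10523737, overlap those of the other, 7928917 to 9593585. A bias with gene length is in line with the split: across 12577 genes, which are not independent replicates, its log2 fold change correlated with gene span at a Spearman coefficient of 0.331 (0.209 for the real siMAFF comparison under hypoxia, −0.0637 under normoxia, 0.25 for the difference between oxygen levels, and −0.375 and −0.34 for hypoxia against normoxia in siSCR and siMAFF cells), and ribosomal protein genes were lower on the first side (camera adjusted p = 3.07e-08; adjusted p = 0.45 with an estimated correlation). A different degree of hypoxia between dishes stays open: the median of the hypoxia-induced list was −0.0661 (adjusted p = 0.318), but its members' SD of 0.225 exceeds that value, so the bound set in advance does not decide it. No label gives a batch, so the source of the split could not be tested further.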
